# Sex-specific nicotine sensitization and imprinting of self-administration in rats inform GWAS findings on human addiction phenotypes

**DOI:** 10.1038/s41386-021-01027-0

**Published:** 2021-05-18

**Authors:** Alena Kozlova, Robert R. Butler, Siwei Zhang, Thomas Ujas, Hanwen Zhang, Stephan Steidl, Alan R. Sanders, Zhiping P. Pang, Paul Vezina, Jubao Duan

**Keywords:** Gene expression profiling, Addiction, Imprinting

## Abstract

Repeated nicotine exposure leads to sensitization (SST) and enhances self-administration (SA) in rodents. However, the molecular basis of nicotine SST and SA and their biological relevance to the mounting genome-wide association study (GWAS) loci of human addictive behaviors are poorly understood. Considering a gateway drug role of nicotine, we modeled nicotine SST and SA in F1 progeny of inbred rats (F344/BN) and conducted integrative genomics analyses. We unexpectedly observed male-specific nicotine SST and a parental effect of SA only present in paternal F344 crosses. Transcriptional profiling in the ventral tegmental area (VTA) and nucleus accumbens (NAc) core and shell further revealed sex- and brain region-specific transcriptomic signatures of SST and SA. We found that genes associated with SST and SA were enriched for those related to synaptic processes, myelin sheath, and tobacco use disorder or chemdependency. Interestingly, SST-associated genes were often downregulated in male VTA but upregulated in female VTA, and strongly enriched for smoking GWAS risk variants, possibly explaining the male-specific SST. For SA, we found widespread region-specific allelic imbalance of expression (AIE), of which genes showing AIE bias toward paternal F344 alleles in NAc core were strongly enriched for SA-associated genes and for GWAS risk variants of smoking initiation, likely contributing to the parental effect of SA. Our study suggests a mechanistic link between transcriptional changes underlying the NIC SST and SA and human nicotine addiction, providing a resource for understanding the neurobiology basis of the GWAS findings on human smoking and other addictive phenotypes.

## Introduction

Among over 4800 chemical compounds in tobacco, nicotine (NIC) determines the addictive nature of smoking [1]. NIC is also a possible gateway “drug” for other substances of abuse [2, 3]. Genome-wide association studies (GWAS) of cigarette smoking have identified a plethora of genetic loci with single nucleotide polymorphisms (SNPs) associated with smoking phenotypes [4–8]. A recent GWAS meta-analysis with ~1.2 million individuals identifies 406 risk loci for smoking initiation (SIn; a binary indicating whether an individual had ever smoked regularly), cessation (SCe; a binary for quitting smoking), cigarettes per day (CPD), and age of initiation (AOI; age of initiation of regular smoking) [9]. However, each risk locus often spans many equivalently associated genetic variants and genes, leaving the exact risk genes and molecular mechanisms for many GWAS risk loci undetermined.

Much of our knowledge of NIC function stems from studying NIC addiction in rodents. A key process of developing NIC-related addictive behaviors in rodents is NIC sensitization (SST). When NIC is repeatedly administered, its effects are enhanced so that its re-exposure later produces greater locomotor activity [2, 3]. NIC SST may have relevance to the initiation, maintenance, and escalation of NIC use that is characteristic of the transition from casual experimentation of NIC or other drugs to craving and abuse in humans [2]. Although NIC acetylcholine receptors expressed in the ventral tegmental area (VTA) are known to mediate the effect of NIC on dopaminergic release in the nucleus accumbens (NAc) and locomotor activity [10–12], the SST-associated transcriptomic changes and their relevance to human smoking traits remain elusive.

A similar knowledge gap also exists for another addiction model, NIC self-administration (SA) [1]. Intravenous SA of NIC can be used to determine how motivated animals are to obtain NIC, as indexed by the number of lever presses they are willing to invest in order to earn an infusion [2, 13]. However, it remains largely unknown how the gene expression changes associated with SA are relevant to genetic findings of human smoking traits and other addictive behaviors. Furthermore, the molecular link between NIC SA and SST is unclear, highlighting the need of parallel transcriptomic profiling of NIC SST and SA in relevant brain regions.

Previous transcriptomic studies mostly analyze the acute effects of NIC rather than the molecular underpinning of NIC addiction, showing NIC-induced expression related to G-protein-coupled-receptor signaling [14], glycerolipid metabolism [15], and Hedgehog/Notch pathways [16]. Here, we identified transcriptomic signatures of sex-specific NIC SST and SA in addiction-relevant brain regions: VTA, NAc core and shell. For the observed parental effect (or imprinting) of NIC SA, we performed allelic imbalance of expression (AIE) analyses to identify genes that may be responsible for this effect.

## Materials and methods

### Animals and crosses

F1 progeny were generated by crossing multiple breeding pairs (F344/NHsd[F344] and BN/RijHsd[BN]) purchased from Envigo. F1 rats of the initial cross (F1i), F344 father/BN mother (subgroup A), and of the reciprocal cross (F1r), BN father/F344 mother (subgroup B), were evenly distributed in all experimental groups. The breeding was carried out at the University of Chicago Animal Resources Center. All rats were single housed for at least one week before conducting any procedures. All experiments were performed during the dark phase of the light cycle according to an approved Institutional Animal Care and Use Committee protocol.

### Behavioral tests

Determination of specific aspects of the experimental procedures described below (NIC concentrations, number of NIC injections, and interval between injections and testing) was based on our previous reports [2, 12, 13, 17].

For SST, F1 males (*n* = 5 for the first and second groups, *n* = 6 for the third group) and females (*n* = 7 for all three groups) were randomly assigned to three groups and tested in early adulthood (~250 g). Rats in the first group were administered 0.1 mg/kg of NIC, those in the second 0.4 mg/kg, and those in the third saline (SAL;1.0 ml/kg). Injections were given once daily for 4 days. On days 1 and 4, rats were placed in an open field immediately after the injection and their locomotion measured for 2 h. Rats were then left undisturbed for 2 weeks after which they were tested for locomotor SST. On this test, all F1 rats were administered one injection of NIC (0.4 mg/kg), immediately placed in the open fields and their locomotion measured for 2 h. For transcriptomic analysis, F1 males (*n* = 16) and females (*n* = 16) were each divided into two groups, each administered with 0.4 mg/kg NIC or SAL every day for 4 days. Brain tissues (~20 mg) from NAc core, NAc shell, and VTA regions were harvested 2 weeks later [18].

For NIC SA, F1 males (*n* = 8) were prepared with an IV catheter and allowed to self-administer NIC (30 μg/kg/infusion) on each of 6 daily 2-h SA sessions. Each SA chamber contained one lever, presses on which delivered a NIC infusion on a FR1 schedule of reinforcement. The number of actively self-administered infusions was recorded. A maximum of ten infusions (active + passive) was allowed per session. As a control, a non-catheterized group of no-NIC SA rats was also tested (*n* = 8). All remaining apparatus configurations and procedures were as described in [13]. Brain tissues were harvested 3 days following the last session.

### Brain tissue harvesting and homogenization

Brain tissues were hand-dissected using procedures described in Singer et al. [18] with the additional differentiation of the NAc core and shell illustrated in Fig. S1 [19]. Three hundred fifty microliters of cold lysis buffer was added to the brain tissue and sonicated (5 rounds: 3 s—pulse, 12 s—pause, amp 7). Tissue was triturated ten times through a 26-gauge needle (VWR, BD305111) and passed through Qiagen shredder (Qiagen, 79654) for 2 min at 14,000 × rpm at 4 °C.

### RNA isolation, sequencing (RNA-seq), and quantitative PCR (qPCR)

Total RNA was isolated from brain tissues using TRIzol LS reagent (Life technologies). The RNA sample was then cleaned with RNeasy MinElute Cleanup Kit (Qiagen), and subjected to RNA-seq at the University of Minnesota Genomic Center (NovaSeq S2 2 × 50 bp, >32M PE reads per library). qPCR confirmation was performed using TaqMan Universal PCR Master Mix and gene-specific FAM-labeled TaqMan probes (ThermoFisher) on a Roche 480 II instrument. Relative gene expression was calculated as described [20] with *GAPDH* as control.

### Transcriptomic analysis

RNA-seq reads were trimmed with fastp 0.20.0 [21] using −3, −5, and −1 20 settings, and mapped to Rnor version 6 [22] using salmon 0.12.0 [23] (71–77% mapped reads). Transcript abundance was calculated with recommended settings for PE reads and collapsed to gene counts using tximport 1.14.0[24]. A total of 16,069 genes and 16,063 genes had detectable expression (normalized reads greater than 10 in at least 3 samples) for the SST and SA experiments, respectively. Principal component analysis (PCA) and differential expression (DE) analysis were performed by using DEseq2 1.26.0 [25], utilizing the variance stabilizing transformation of DESeq normalized counts [26].

### Allelic imbalance of expression (AIE) analysis

The reads of all samples for each F1 type and tissue sample were merged and mapped to Rnor version 6 [22] using STAR 2.6.1d [27]. SNPs were called via GATK 4.1.4.1 [28]. To mitigate potential mapping bias to reference allele, we generated a masked fasta reference sequence with BEDTools 2.27.1 [29], which was then used for re-mapping. The resulting bam files were run through GATK HaplotypeCaller to generate a multi-sample all-calls vcf file. Bi-allelic SNPs were filtered for a minimum depth of 20 reads (≥2 for each allele). Allelic depths in A and B groups were summed across samples, and flagged as imbalanced (AIE) by binomial test (FDR < 0.05). AIE difference between subgroups A and B was estimated by a two-sample proportion test (FDR < 0.05, two-tailed test), requiring difference of reference-allele (BN copy) fraction to be >0.1.

### Gene set enrichment analysis (GSEA)

Gene sets were derived from Liu et al. [9] for AOI, smoking initiation (SIn), smoking cessation (SCe), CPD, and drinks per week, which were then tested for enrichment of SST and SA DE gene by Fisher’s exact test. Human orthologs of SST and SA genes were used in DAVID 6.8 [30] to test for enrichment of Genetic Association Database (GAD) disease phenotypes [31], KEGG Pathways [32], and Gene Ontology (GO) enrichments. STRING 11.0 protein interaction network analysis [33] was conducted on the subsets of overlapping genes between conditions.

### GWAS enrichment test using MAGMA

MAGMA 1.07b [34] enrichment of GWAS disease risk loci for SST and SA gene sets was done as described [35]. Summary statistics were from GWAS data sets of NIC phenotypes [9] and body mass index [36]. GWAS SNPs were limited to minor allele frequency >0.01 with a minimum INFO score >0.9.

### Statistical analyses

Behavioral data were analyzed by between and between-within analyses of variance (ANOVA) followed by post hoc Scheffé comparisons using the IBM SPSS Statistics module. The statistical analyses in DE test and gene set enrichment analyses were indicated separately in each section.

## Results

### Sex-specific NIC SST and imprinting of NIC SA in F344/BN F1 rats

We modeled NIC SST and SA using F1 progeny of two inbred Envigo strains (Fischer-344 [F344] and Brown Norway [BN]) (Fig. 1A, B). Both initial (F1i; subgroup A) and reciprocal crosses (F1r; subgroup B) were used to examine possible parent-of-origin effects[37–39]. The F1 rats of two inbred strains were all heterozygous, making them informative for AIE analysis to assess parental effects (Fig. 1).

**Fig. 1:**
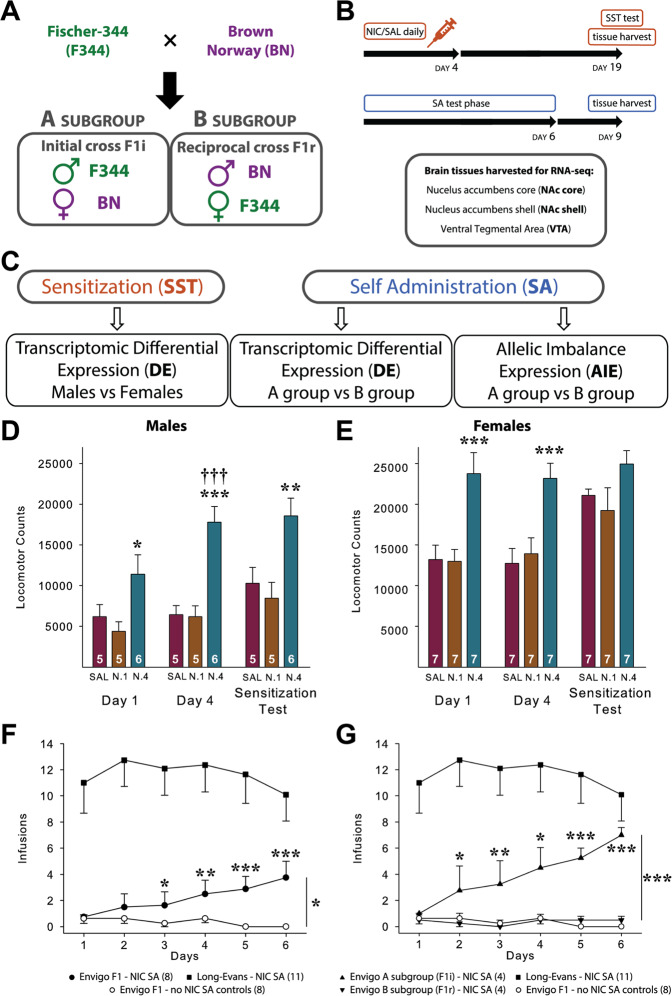
A schematic experimental design of NIC sensitization (SST) and self-administration (SA) and the behavioral tests. **A** Genetically identical and heterozygous F1 progeny of two inbred strains (F344 and BN) from both initial (F1i) and reciprocal (F1r) crosses were used. **B** The paradigm of NIC treatment for SST and SA tests. For SST transcriptomic analysis, brain tissues from the NAc core, shell, and VTA were harvested without testing SST at day 19 to avoid assaying the acute effect of NIC. **C** Genomics analyses for NIC SST and SA. **D**, **E** F1 males (*n* = 5–6/group) and F1 females (*n* = 7/group) were administered NIC (0.1 [N.1] or 0.4 [N.4] mg/kg; base, IP) or SAL daily for 4 days and tested for SST 2 weeks later. Data are mean (+SEM) of 2-h total locomotor counts obtained on days 1 and 4, and on the test for SST when all rats were administered NIC (0.4 mg/kg). **D** Males showed a dose-dependent increase in NIC-induced locomotion and NIC SST. ANOVA of the day 1 and day 4 results in the males revealed significant effects of the group [F_2,13_ = 10.43 (*p* < 0.01)], days [F_1,13_ = 15.55 (*p* < 0.01)], and a significant group × days interaction [F_2,13_ = 7.11 (*p* < 0.01)]. ANOVA of the test for sensitization results in these rats showed a significant group effect [F_2,13_ = 7.25 (*p* < 0.01)]. The denoted *p*-values were from post hoc Scheffé comparisons: *p < 0.05, **p < 0.01, ***p < 0.001, N.4 vs two other groups at indicated days. ^†††^*p* < 0.001, day 4 vs day 1 in N.4. **E** Females showed a dose-dependent increase in NIC-induced locomotion but did not exhibit NIC SST. ANOVA yielded only a significant effect of groups [F_2,18_ = 17.74 (*p* < 0.001)] for the exposure day 1 and 4 results in females. The denoted *p* values were from post hoc Scheffé comparisons: ***p < 0.001, N.4 vs two other groups at indicated days. **F** F1s with access to NIC as a group self-administered the drug significantly more than the non-NIC controls but much less than outbred Long-Evans rats. ANOVA of the results obtained in the two Envigo groups with and without access to NIC revealed a significant effect of groups [F_1,14_ = 9.35 (*p* < 0.05)] and a significant group × days interaction [F_5,70_ = 4.17 (*p* < 0.01)], with post Scheffé comparisons showing a progressively increasing and significantly higher intake in the rats with access to NIC starting on day 3 of SA (*p* < 0.05 − 0.001). **G** When the F1s with access to NIC were divided by type of reciprocal cross [F344 father/BN mother F1s (subgroup A) and F344 mother/ BN father F1s (subgroup B)] and the results reanalyzed, subgroup A F1 rats showed more inclined NIC SA that approached levels seen in the Long-Evans outbred rats by day 6. The ANOVA revealed significant effects of groups [F_2,13_ = 20.35 (*p* < 0.001)], days [F_5,65_ = 5.16 (*p* < 0.001)], and a significant groups × days interaction [F_10,65_ = 6.51 (*p* < 0.001)], with post hoc Scheffé comparisons showing a progressively increasing and significantly higher intake only in subgroup A relative to the other two groups starting on day 3: *p < 0.05, **p < 0.01, ***p < 0.001. Data in (**F**, **G**) are the group mean (±SEM) number of infusions rats self-administered. Data for the Long-Evans outbred rats are from [13].

NIC SST was tested separately in F1 males (*n* = 5–6/group) and females (*n* = 7/group) (see “Materials and methods”). We found that 0.4 mg/kg of NIC increased locomotor activity (vs. SAL and 0.1 mg/kg NIC) in both male and female rats on days 1 and 4. However, only males exhibited NIC SST 2 weeks later (Fig. 1D, E). The locomotor response of females was greater than that of the males throughout testing, but it did not show significant SST. Analysis of the time course data from the 2-h SST test showed that the lack of SST in females was not due to a ceiling effect (Fig. 1D, E) as levels of locomotion were far from maximal throughout the test. While levels of gonadal hormones during the estrous cycle have been suggested to contribute to stimulant SST in outbred females [40, 41], it is unlikely that estrous phase contributed in the F1 females in the present experiments as they did not show SST and did not show more variability than males in locomotor activity [42]. Thus, F344/BN F1 rats are responsive to NIC exposure, which has a long-lasting effect that leads to male-specific NIC SST.

Because only males show SST, we modeled SA in male F1 rats (see “Materials and methods”). The Envigo F1s as a group emitted more lever presses for NIC than the non-catheterized no-NIC SA controls, but much less than outbred Long-Evans rats (Fig. 1F; from [13] for illustration). However, when the data were reanalyzed by dividing the F1s by the type of reciprocal cross (i.e., A and B subgroups; Fig. 1A), we surprisingly found subgroup A, but not B, were more inclined to self-administer NIC (Fig. 1G). The NIC SA observed in subgroup A approached levels of Long-Evans rats (Fig. 1G). These results indicate that F344/BN F1 rats self-administer NIC with a strong parental effect.

### VTA region shows strongest transcriptomic relevance to NIC SST

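For the transcriptomes of NIC SST, RNA was sequenced from VTA, NAc core and NAc shell of 32 F1 rats, 16 per sex, injected daily for 4 days with 0.4 mg/kg NIC or with SAL. The paper's methods place the harvest 2 weeks after the injections, while the sample labels give day 17 and the legend of Fig. 1 a later day. The authors estimated a count for each gene with salmon and tximport from paired-end reads on Rnor 6 and deposited these estimated counts as whole numbers, without normalization, for 17637 genes and 96 libraries. The 94 libraries shown in Fig. S2 were analysed, from 8 rats per group except 7 in male VTA SAL and 7 in female NAc core NIC. The paper gives no reason for leaving out male VTA saline 5 R1, which came from the same rat as the R2 library it shows, and female NAc core nicotine 1. Values are given for the libraries of Fig. S2, and, where a result uses VTA of males or NAc core of females, also for all mapped libraries, with the counts of R1 and R2 summed as 1 rat. No VTA library of male saline 3 is among the samples given. The total count of a library ranged from 15868529 in female NAc core SAL to 27736905 in male VTA SAL, and the median of a group from 17807299 in female NAc core NIC to 22648086 in male VTA SAL. Mean totals differed most between NIC and SAL in female VTA, by 8.73% (two-sided exact permutation test, p = 0.0246, adjusted p = 0.147 over the 6 comparisons of a sex and region). Counts were normalized with edgeR's TMM method, and its quasi-likelihood test was applied to the 16879 genes with a normalized count over 10 in at least 3 libraries, with Benjamini-Hochberg adjustment over these genes. Expression of single genes is given as CPM, the count scaled to a common library total with the TMM factors. Symbols and chromosomes were taken from the paper's supplementary tables, which name 7964 of the 17637 Ensembl identifiers.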

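After a variance stabilizing transformation, the first principal component of the 500 genes of highest variance held 69.8% of the variance and the second 6.51%. Brain region explained 96.5% of the variance of the first component, and NIC or SAL treatment 0.0564%. On the first component the 31 VTA libraries lay between 8.30 and 39.3, the 31 NAc core libraries between -22.8 and -11.9, and the 32 NAc shell libraries between -18.0 and -2.35, so that the ranges of core and shell overlapped and that of the VTA stood apart. The lowest VTA value belonged to female VTA nicotine 2, and the next was 23.2. In the other settings tried, these shares were 49.9% and 7.29% with log2 CPM with a prior count of 2, and 56.4% and 7.85% with all tested genes. Among the 25 genes of Fig. S2, 13 had an Ensembl identifier in the paper's tables, and 12 of these differed between VTA and NAc core with an adjusted p under 0.05, both adjusted over the list alone and over all genes. Th (ENSRNOG00000020410, chromosome 1) was higher in VTA by 8.52 on the log2 scale (SE 0.189), Slc6a3 (ENSRNOG00000017302, chromosome 1) by 11.1 (SE 0.217) and Slc17a6 (ENSRNOG00000016147, chromosome 1) by 3.88 (SE 0.131). The nicotinic receptor genes Chrna3, Chrnb4 and Chrnb2 were higher in VTA, with log2 differences of 2.59, 2.67 and 0.68, as was Slc6a13 with 1.39. Lower in VTA were Drd1 (log2 difference -5.80, SE 0.196), Pdyn (-4.22), Calb1 (-0.84), Drd2 (-0.80) and Gad1 (-0.35). Chrna1 differed by -0.06 (SE 0.0711, adjusted p = 0.400 from edgeR). In the same fit over 12 groups, 13774 genes differed between VTA and NAc core with an adjusted p under 0.05, 6979 of them higher in VTA. With the animal as a block the number was 13773, and 13593 genes were called both ways.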

With transcriptomic data of NIC SST, we first performed PCA to confirm the expected clear brain region-specific clustering (Fig. 2A), which was also confirmed by the expression profiles of genes related to NIC function (Fig. S2). 

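Counts of Y-linked genes separated the sexes: Eif2s3y had at least 657 counts in each of the 48 male libraries, with a median of 954.5, and at most 1 in each of the 48 female libraries. Sex explained 52.1% of the variance of the second principal component and 44.1% of that of the third. A fit with treatment as a term gave 393 genes that differed between males and females in VTA with an adjusted p under 0.05 (unadjusted, 3207), of which 139 were higher in males and 254 in females. In NAc core there were 5561 such genes (2608 higher in males, 2953 in females) and in NAc shell 3543 (1832 and 1711). The difference exceeded 2-fold for 41 of these genes in VTA, 406 in NAc core and 211 in NAc shell. With DESeq2 in place of edgeR, the setting that moved the VTA count most, it was 768. Of the 10 prep batches named in the sample labels, 1 held libraries of both sexes. The sexes were not compared within that batch, so these gene counts do not separate a difference between sexes from one between prep batches.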

RNA-seq samples were also well-separated by sex (Fig. 2A, B). 

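NIC and SAL libraries were compared within each sex and region, 8 rats against 8 or 7, without a covariate, since the paper's methods name none. The prep batches were unevenly spread over the treatments. In male VTA, batch C was the only one of 5 with both treatments, with 2 NIC and 2 SAL libraries. Batch C was also the only shared one in male NAc core (4 NIC and 2 SAL) and in male NAc shell (3 NIC and 2 SAL). In females, batches J and L held both treatments in VTA (3 NIC and 4 SAL), and batch J alone in NAc core and in NAc shell (2 NIC and 2 SAL in each). Each comparison was therefore fitted again with the prep batch as a covariate, a fit in which the NIC effect rests on the libraries of these shared batches. Tested on simulated counts with 200 changed genes among 16879, the test without a covariate recovered 71.5% of them at an adjusted p under 0.05, with 4 false calls, and 91% at an unadjusted p under 0.05, with 851 false calls. The simulated changes lay in genes over 1 CPM and were 2-fold (87% recovered at an adjusted p under 0.05) or a fixed smaller size. Both sizes exceeded the median change of genes with an unadjusted p under 0.05 in every comparison. Genes were drawn independently and without prep batches. These shares therefore do not tell how many changes of the size seen here would be found.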

We then identified DE genes in each brain region between NIC-treated and SAL groups. We found that the expression fold changes associated with NIC SST were small (<2-fold) (Fig. 2C and Fig. S3), consistent with a polygenic nature of NIC addiction. 

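Among genes with an unadjusted p under 0.05, the median absolute log2 fold change (NIC over SAL) was 0.27 in male VTA, 0.24 in male NAc core and 0.31 in male NAc shell, and in females 0.32, 0.24 and 0.23 in the same order. The change exceeded 2-fold for 12.6% of these genes in male VTA (120 genes), 7.53% in male NAc core (125) and 21.0% in male NAc shell (87). In females it did for 8.98% in VTA (140 genes), 10.5% in NAc core and 8.25% in NAc shell (141). Most of the genes beyond 2-fold had low counts: those with at least 1 CPM numbered 24, 16 and 6 in male VTA, NAc core and NAc shell, and 44, 18 and 30 in the female regions.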

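In males, the quasi-likelihood test gave an unadjusted p under 0.05 for 1660 genes in NAc core (975 higher and 685 lower in NIC), 415 in NAc shell (172 and 243) and 949 in VTA (396 and 553), where a uniform distribution of p over all tested genes would give 844. No gene had an adjusted p under 0.05 in any male region, and the lowest adjusted p was 0.406 in NAc core, 1 in NAc shell and 0.866 in VTA. Over all mapped libraries the VTA count was 928. The prep batch covariate moved the NAc shell count most, to 2013, and gave 1956 in NAc core and 763 in VTA. Single libraries carried weight in these counts: without male saline 4 the VTA count was 1554, without male nicotine 9 the NAc core count was 1046, and without male saline 1 the NAc shell count was 831. The genes with the smallest p were Nek7 in VTA (ENSRNOG00000000657, chromosome 13), Rasl10b in NAc core (ENSRNOG00000010302, chromosome 10) and AABR07016558.1 in NAc shell (ENSRNOG00000054704, chromosome 14). Nek7 was at 24.8 ± 2.53 CPM in NIC (SD, n = 8) and 32.6 ± 3.74 in SAL (n = 7), a log2 fold change of -0.39 (SE 0.0820). Rasl10b was at 17.7 ± 4.66 CPM in NIC and 8.80 ± 2.97 in SAL (SD, n = 8 each), a log2 fold change of 1.01 (SE 0.196). AABR07016558.1 was under 1 CPM in both groups, with a log2 fold change of -1.21 (SE 0.289). Next in rank among named genes were Akap6 in VTA (-0.25), LOC108348072 (-2.87) and Dab2 (0.72) in NAc core, and Fitm2 in NAc shell (-0.18). Across the genes of Table S1, the log2 fold changes correlated with the paper's at r = 0.988 in VTA, 0.975 in NAc core and 0.974 in NAc shell, and 772, 1430 and 282 of the paper's genes also had an unadjusted p under 0.05.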

With a relaxed statistical cut-off (*p* < 0.05), we found 1629, 386, and 1097 DE genes in male NAc core, shell, and VTA (Fig. 2C, Table S1). Females showed a comparable number of DE genes (Table S2 and Fig. S3). 

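In females, 1559 genes in VTA had an unadjusted p under 0.05 from the quasi-likelihood test (682 higher and 877 lower in NIC). The numbers were 1088 in NAc core (485 and 603) and 1709 in NAc shell (886 and 823). By this test no gene had an adjusted p under 0.05. The lowest adjusted p was 0.390 in VTA, 0.367 in NAc core and 0.466 in NAc shell. All mapped libraries, with female NAc core nicotine 1 included, gave 1434 genes in NAc core. The counts of that library resemble VTA (Th at 329 CPM, at most 3.90 in the other NAc core libraries), so this number does not describe NAc core alone. The prep batch covariate lowered the count to 295 in VTA and 629 in NAc shell, and to 774 in NAc core. The smallest p belonged to LOC100911730 in VTA (ENSRNOG00000019215, chromosome 1), at 52.5 ± 9.92 CPM in NIC and 82.9 ± 13.0 in SAL (SD, n = 8 each), with a log2 fold change of -0.66 (SE 0.121). Ak4 led in NAc core (ENSRNOG00000045738, chromosome 5), at 4.06 ± 0.896 CPM in NIC (SD, n = 7) and 2.12 ± 0.471 in SAL (n = 8), with a log2 fold change of 0.94 (SE 0.175). Hectd3 led in NAc shell (ENSRNOG00000018363, chromosome 5), at 44.5 ± 5.22 CPM in NIC and 56.2 ± 4.35 in SAL (SD, n = 8 each), with a log2 fold change of -0.34 (SE 0.0664). Other genes near the top were Tnfrsf26 (-1.01) and Usp27x (0.31) in VTA, Llph (4.02, from 0.0809 CPM in SAL; 7.74 without female saline 12) and Dqx1 (-0.36) in NAc core, and Scml4 (0.47) and Aox1 (0.81) in NAc shell. Log2 fold changes of the genes in Table S2 correlated with the paper's at r = 0.984, 0.989 and 0.997 in VTA, NAc core and NAc shell, and 1285, 863 and 1383 of them had an unadjusted p under 0.05 here too.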

The expression changes for some selected genes were confirmed by qPCR (Fig. S4). These genes were randomly selected from a list of top-ranking upregulated (Klhdc8b and Rev3l) or downregulated (Fbxl17, Ctnna2, Fam168a, and Cttnbp2) genes associated with SST in VTA or with SA in NAc core, which are also within smoking GWAS risk loci (Table S3). 

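Of these genes, Klhdc8b, Fbxl17 and Ctnna2 were the ones measured for SST in VTA. By the legend of Fig. S4, the paper's qPCR bore out the changes of Klhdc8b and Ctnna2 but not that of Fbxl17. Klhdc8b (ENSRNOG00000047867, chromosome 8) was at 51.5 ± 5.74 CPM in male VTA NIC (SD, n = 8) and 41.6 ± 5.16 in SAL (n = 7), a log2 fold change of 0.31 (SE 0.0839, exact permutation test, two-sided, p = 0.00342). In female VTA it was at 43.6 ± 7.29 in NIC and 48.5 ± 3.13 in SAL, a log2 fold change of -0.16 (SE 0.0872, exact p = 0.0850). Fbxl17 (ENSRNOG00000013875, chromosome 9) fell in male VTA from 35.7 ± 2.74 CPM in SAL to 29.5 ± 3.73 in NIC, a log2 fold change of -0.27 (SE 0.0785, exact p = 0.00544), while female VTA had 29.5 ± 4.24 in NIC and 29.7 ± 4.69 in SAL, a difference within the spread between rats (exact p = 0.942). The female change of Fbxl17, -0.01, took the other sign in fits that left out 1 of several libraries and was 0.03 with 1 surrogate variable as a covariate. Ctnna2 (ENSRNOG00000006003, chromosome 4) was at 25.3 ± 3.39 CPM in male VTA NIC and 30.8 ± 2.44 in SAL, a log2 fold change of -0.29 (SE 0.0824, exact p = 0.00466), and at 31.9 ± 3.15 in female VTA NIC and 27.8 ± 1.98 in SAL, a log2 fold change of 0.20 (SE 0.0656, exact p = 0.00995). After edgeR's adjustment over all genes no change passed: the adjusted p was 0.866 for each of the 3 genes in males, and 0.591, 0.985 and 0.509 for Klhdc8b, Fbxl17 and Ctnna2 in females. Over all mapped libraries the male log2 fold changes were 0.30, -0.27 and -0.29. With the prep batch as a covariate they were 0.41, -0.22 and -0.21, of which Fbxl17 and Ctnna2 no longer had an unadjusted p under 0.05.

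**Figure D1:**
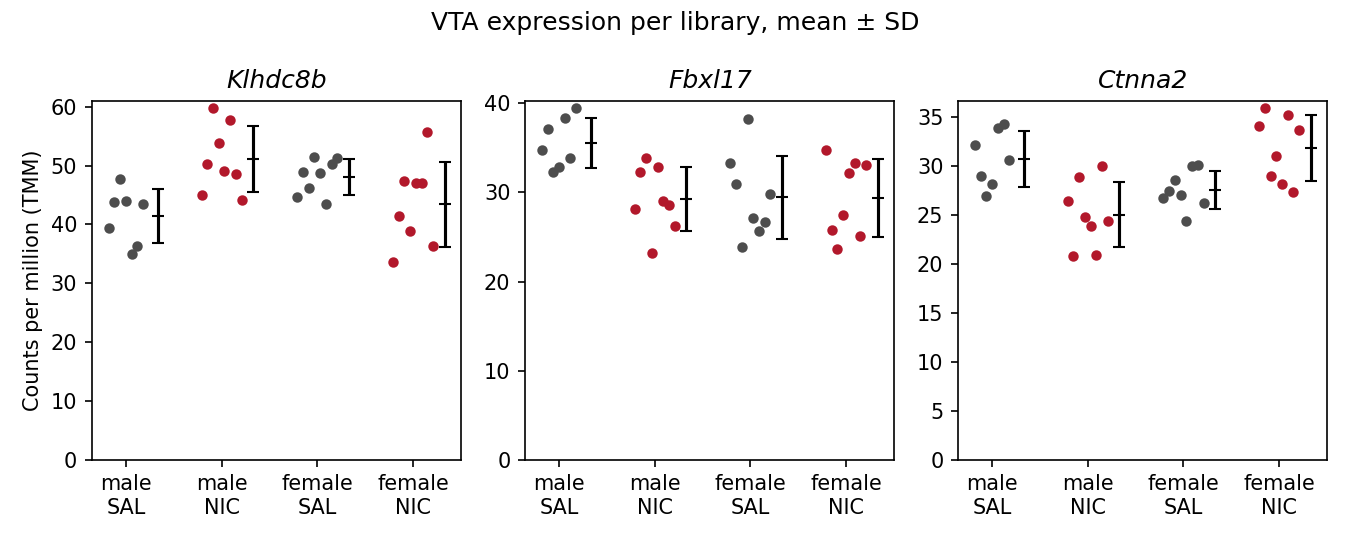
CPM of Klhdc8b, Fbxl17 and Ctnna2 on the vertical axes, from 0, in each VTA library by sex and treatment, with points for libraries and bars for the mean and SD of each group; the TMM factors were computed over all 96 libraries together. Male NIC libraries sit mostly above SAL for Klhdc8b (log2 fold change 0.31) and mostly below for Fbxl17 (-0.27) and Ctnna2 (-0.29).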

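The 6 lists of genes with an unadjusted p under 0.05 held 6041 genes, of which 4872 were in 1 list only, 1012 in 2, 144 in 3, 13 in 4 or more and 0 in all 6. Male VTA and male NAc core shared 84 genes against 93.3 expected for independent lists, and male NAc core and shell 65 against 40.8. Female VTA and NAc shell shared 177 (158 expected) and female NAc core and shell 152 (110 expected). Between the sexes, VTA shared 93 genes (87.7 expected), NAc core 75 (107 expected) and NAc shell 45 (42.0 expected), and the longest shared list was that of male NAc core and female VTA, with 253 (153 expected). Regions of one sex come from the same rats, so the independence behind these expected numbers does not hold there. Shared genes changed in the same direction in 58.3% to 95.4% of cases for the 6 pairs of one sex and in 10.8% to 50.7% for the 9 pairs of a male and a female list.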

The overlaps of DE genes between brain regions and between sexes were small (Fig. 2D and Fig. S3), indicating region/sex-specific regulation.

**Fig. 2:**
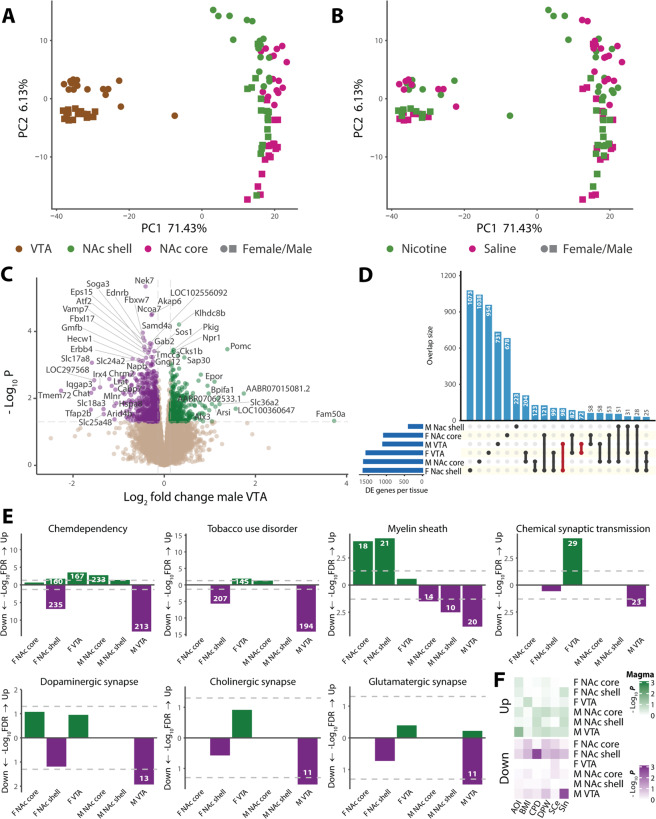
Transcriptomic analysis of NIC sensitization (SST). **A**, **B** Principal component analysis (PCA) of the top 500 differentially expressed (DE) genes in response to SST colored by (**A**) brain region, and by (**B**) NIC treatment; NAc nucleus accumbens, VTA ventral tegmental area. **C** Volcano plot of DE genes in the male VTA. **D** Upset plot of genes that are DE in different brain regions, with a nominal *p* < 0.05. Overlaps with *n* ≥ 25 are shown in vertical bars, while absolute DE gene counts for each tissue are represented in horizontal bars in the lower left. **E** DAVID gene set enrichment analysis of DE genes in each brain region, examining GAD diseases and disease classes, Online Mendelian Inheritance in Man (OMIM) diseases, KEGG pathways and GO terms. FDR-significant gene sets include the number of class genes (inset in the bar). **F** MAGMA enrichment analysis of genes harboring GWAS risk variants of five addiction phenotypes among DE genes in each brain region. Gene interval—100 kb window around the gene. AOI age of initiation, BMI body mass index, CPD cigarettes per day, DPW drinks per week, SCe smoking cessation, SIn smoking initiation; Up upregulated genes, Down downregulated genes, M male, F female.

To determine regions relevant to NIC SST, we first performed GSEA for DE genes using DAVID 6.8 [30, 43]. The downregulated genes in male VTA showed strong enrichment for genes related to tobacco use disorder and chemdependency, as well as myelin sheath, chemical synaptic transmission, and nervous system development (Fig. 2E and Fig. S5). In contrast, the upregulated genes in the VTA showed no (for males) or a lesser (for females) enrichment of genes related to brain function (Fig. 2E and Fig. S5). 

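The gene sets of DAVID were not used here, and lists of cell-type marker genes were examined instead. A marker gene could be tested only where the paper's tables of changed genes name it, and the tested oligodendrocyte, meningeal fibroblast, endothelial and cholinergic neuron genes are all in its SST tables, chosen on these samples, so no p of a list is evidence of a change. In male VTA the median log2 fold change was -0.21 for the 7 tested oligodendrocyte genes, 0.19 for the 6 tested dopaminergic neuron genes, 0.38 for the 6 tested meningeal fibroblast genes and -1.41 for the 3 tested cholinergic neuron genes, Slc18a3 among them. Even with this choice of genes, the 72 tests of a list in a sex and region gave 0 with an adjusted p under 0.05 with fry or with a correlation estimated from the data, where camera at its preset correlation of 0.01 gave 12 (limma), or 8 with the prep batch as a covariate.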

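In female VTA the median log2 fold change was -7.6e-04 for the tested oligodendrocyte genes, -0.77 for meningeal fibroblast genes, -0.22 for endothelial genes and -0.30 for dopaminergic neuron genes. The NIC group holds female VTA nicotine 2, with 17.9 CPM of Th and 22.6 of Slc6a3, where the other VTA libraries had at least 316 and 402. The dopaminergic median was not computed without this library, so it may rest on it. Whether a list changed differently in males and females was not tested.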

To further ascertain the regional transcriptional relevance to NIC addiction, we used MAGMA [34] to analyze the enrichment of SST-associated DE genes for GWAS associations with smoking and alcohol use disorders (AUD) [9]. We found that downregulated genes in the male VTA and female NAc shell showed enrichment (*p* < 0.003; FDR < 0.05) for SIn and CPD, respectively (Fig. 2F). 

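The 30 genes that Table S3 lists for SST in VTA were all among the tested genes, and each changed in the direction the paper gives, 21 lower and 9 higher in NIC, with log2 fold changes from -0.72 to 0.43. In male VTA 29 of them had an unadjusted p under 0.05, and 29 had an adjusted p under 0.05 adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples; over all genes tested the number was 0. Among the 100 genes with the smallest p in male VTA (each 0.00659 or less), 5 are on the list, and among the 100 with the greatest absolute fold change and an unadjusted p under 0.05, 0. In female VTA, 25 of the 30 changed in the other direction, 5 of the 30 with an unadjusted p under 0.05. With the prep batch as a covariate, 28 kept the male direction and 6 had an unadjusted p under 0.05.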

Approximately thirty percent of the top-ranking DE genes (*n* = 100) in the male VTA are associated with smoking GWAS phenotypes (*p* < 5 × 10^−8^) (Table S3). These results demonstrate a predominant role of VTA genes in mediating male-specific NIC SST that is relevant to human smoking phenotypes.

### Opposing transcriptional changes in the VTA partially explain sex-specific NIC SST

To understand the molecular basis of the sex-specific SST (Fig. 1D, E), we examined the correlation of NIC-induced expression between male and female F1 rats. 

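Log2 fold changes of the 16879 tested genes in males and females were compared across genes, which are not independent replicates, so no p is given. The correlation was r = -0.042 (Spearman's rho -0.190) in VTA, r = -0.188 (rho -0.167) in NAc shell and r = 0.025 (rho -0.0055) in NAc core. The count filter moved the VTA value most: among the 13793 genes with a normalized count of at least 10 in every library of the comparison, r was -0.299 and rho -0.258. With the prep batch as a covariate r was 0.0278 in VTA, with rho at 0.0541, and -0.0489 in NAc shell, with rho at 0.0678. In both regions rho thus took the other sign. For all mapped libraries r was -0.0371 in VTA and 0.0652 in NAc core.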

For this, we observed a negative correlation (*R* = −0.25, *p* < 1.48 × 10^−218^) of global NIC-induced expression changes in the VTA and NAc shell, but not in the NAc core (Fig. S6A–C). 

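Of the 93 genes with an unadjusted p under 0.05 in both male and female VTA, 83 (89.2%) changed in opposite directions: 29 were lower in male and higher in female NIC, 54 were higher in males and lower in females, 9 were higher in both and 1 lower in both. Across these 93 genes r was -0.063 and rho -0.726. The value of r turned on a few genes near the count floor: without the 6 genes under 1 CPM, 87 genes gave r = -0.640 and rho = -0.882, with 80 opposite. With the count filter of at least 10 in every library, 88 genes gave r = -0.530. Fits with the prep batch as a covariate left 14 shared genes, 7 of them opposite (50%), with r = -0.883 and rho = -0.253. Over all mapped libraries 84 genes were shared, with r = -0.0454. All 115 genes of Table S4 were tested, each had the paper's sign in both sexes, and 68 had an unadjusted p under 0.05 in both. The study chose this list on these samples, so its signs and correlation here are not independent evidence. Across those 115 genes, r was -0.879 and rho -0.876 (the paper's own log2 fold changes give -0.883), with 108 opposite; with the prep batch as a covariate r was -0.557 and 103 were opposite.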

A stronger negative correlation was found for the subset of DE genes in male and female VTAs (*R* = −0.88, *p* < 5.65 × 10^−39^; *n* = 115, Table S4, Fig. 3A). 

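Male VTA and female NAc shell shared 115 genes with an unadjusted p under 0.05 (96.1 expected), and 71.3% of them changed in opposite directions. Their log2 fold changes correlated at r = -0.215 (rho -0.269). This value took the other sign with the prep batch as a covariate (r = 0.910) and in a fit without male saline 4 (r = 0.401), and was -0.206 over all mapped libraries. It also turned on genes with low counts: without the 10 genes under 1 CPM, 105 genes gave r = -0.556 and rho = -0.342. With at least 10 counts in every library, r was -0.00639 and rho -0.183.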

On the contrary, no significant correlation of expression was found between male VTA and female NAc shell (Fig. 3B). 

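Baseline expression was compared as mean CPM of SAL libraries, 7 in males and 8 in females, over the 93 shared VTA genes. Male and female means correlated at r = 0.996, and on the log2 scale at 0.989. Over all tested genes the log2 means of SAL males and females correlated at 0.995 in VTA, 0.989 in NAc core and 0.994 in NAc shell, so the correlation at baseline was not particular to the shared list.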

The strong negative correlation of DE genes between male and female VTA was not due to their baseline (i.e., SAL-treated) expression, which showed strong positive correlation (*R* = 0.99, *p* < 6.42 × 10^−145^) (Fig. S6D). Thus, the overlapping DE genes in male and female VTAs with opposing expression changes likely contribute to the male-specific NIC SST.

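The difference itself was tested with an interaction of sex and treatment over the 31 VTA libraries, which gave 1853 genes with an unadjusted p under 0.05 and 0 with an adjusted p under 0.05 (lowest, 0.116). The count was 462 with the prep batch as a covariate. From the opposing changes of the shared genes, set beside the positive correlation at baseline, the paper proposes that these genes contribute to male-specific NIC SST.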

**Fig. 3:**
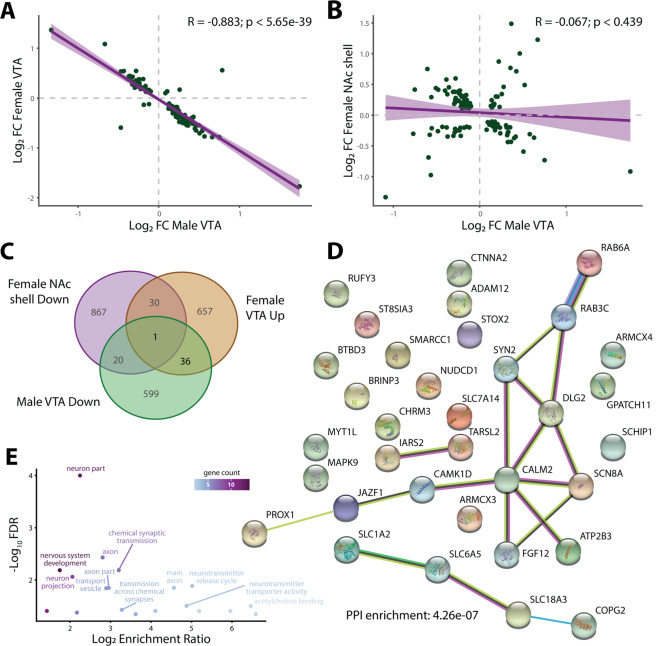
Comparison of sensitization (SST)-associated differential expression (DE) between males and females. **A** Fold change comparison of genes with nominally significant (*p* < 0.05) DE in both ventral tegmental areas (VTAs) between males and females. **B** Fold change comparison of genes with nominally significant (*p* < 0.05) DE in the male VTA and female NAc shell. **C** Venn diagram of nominally significant (*p* < 0.05) DE genes in directions/regions enriched for addiction phenotypes. Note: male VTA downregulated, female VTA upregulated, and female NAc shell downregulated genes are most relevant to NIC addiction based on DAVID and MAGMA enrichment analyses (Fig. 3, Figs. S2, S5). **D** STRING analysis of human orthologs of 37 genes with opposite direction of DE (*p* < 0.05) in male (down) and female (up) VTAs. Number of nodes: 34, number of edges: 18, average node degree: 1.06, avg. local clustering coefficient: 0.305, expected number of edges: 4, PPI enrichment *p* < 4.3 × 10^-7^. **E** Ontological enrichments from the STRING analysis, colored by gene count in each term.

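The paper's list of genes lower in male VTA and higher in female VTA holds 37 genes (Table S4), and all 37 had these directions here, 24 of them with an unadjusted p under 0.05 in both sexes. As the study chose these genes on these samples, their directions here are not independent evidence. The tests here gave 29 such genes, 28 over all mapped libraries, 55 with 1 surrogate variable and 5 with the prep batch as a covariate. Leaving out 1 library moved the count between 16 (without male saline 2) and 51 (without female nicotine 3).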

The analyses of functional properties of the 37 negatively correlated male VTA-down/female VTA-up genes (Fig. 3A, C) further strengthen their importance in male-specific SST. Five out of the 37 overlapping genes (13.5%) encompass SNPs associated with CPD and/or Sin (Table S4) (vs. 4.1% among all expressed genes), representing 3.3-fold enrichment (Fisher’s exact test, *p* < 0.02). 

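These 5 genes were Car10, Btbd3, Ctnna2, Schip1 and Smarcc1, on chromosomes 10, 3, 4, 2 and 8. Car10 had a log2 fold change of -0.27 in male VTA (exact permutation test, two-sided, p = 0.00932) and 0.51 in female VTA (exact p = 0.0110), the widest gap of the 5. Btbd3 changed by -0.25 in males (exact p = 0.0297) and 0.22 in females (exact p = 0.0336), and Schip1 by -0.12 (exact p = 0.0107) and 0.14 (exact p = 0.0216). Smarcc1 changed by -0.14 in males and 0.11 in females, where its p from edgeR did not pass the 0.05 threshold. None passed after adjustment over all genes, with adjusted p of 0.866 in males and at least 0.509 in females (edgeR).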

STRING [44] analysis of these 37 genes showed an enrichment for protein–protein interaction (PPI) (Fig. 3D) notably with Slc18a3, a vesicular acetylcholine transporter, as a hub gene, and for neuronal GO terms (Fig. 3E). 

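Slc18a3 (ENSRNOG00000062141, chromosome 16) had few counts in VTA: 0.781 ± 0.554 CPM in male NIC (SD, n = 8) against 2.04 ± 2.19 in SAL (n = 7), and 3.30 ± 3.74 in female NIC against 1.29 ± 1.07 in SAL (n = 8 each). Its log2 fold change was -1.41 in males (SE 0.590, exact permutation test, two-sided, p = 0.154) and 1.35 in females (SE 0.673, exact p = 0.360), neither larger than the spread between rats by the exact test. Over all mapped libraries the male value was -1.39. Single libraries moved it from -1.75 to -0.79 in males and from 0.87 to 1.81 in females.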

The likely role of the 37 negatively correlated genes (Fig. 3C) in sex-specific SST was further supported by their enrichment for chromosome X (ChrX) genes (3.2-fold; Fisher’s exact test, *p* < 0.03): there are 4 ChrX genes (*LOC100910130*, *Atp2b3*, *Armcx4*, *Armcx3*) (10.8%; vs. 3.4% of all non-overlapping genes) (Table S4) and *Atp2b3*, which is also part of the enriched PPI network (Fig. 3D), encodes a calcium pump responsible for sex-specific pain responsiveness in mice [45, 46]. 

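Of these X-linked genes, Atp2b3 (ENSRNOG00000061304) was at 58.3 ± 3.54 CPM in male VTA NIC (SD, n = 8) and 64.7 ± 6.85 in SAL (n = 7), a log2 fold change of -0.15 (exact permutation test, two-sided, p = 0.0274), and at 72.4 ± 12.0 in female NIC and 61.9 ± 7.26 in SAL, a log2 fold change of 0.23 (exact p = 0.0382). Armcx4 (ENSRNOG00000043128) changed by -0.18 in males (exact p = 0.0252) and 0.17 in females (exact p = 0.0230), and Armcx3 (ENSRNOG00000025730) by -0.13 (exact p = 0.0449) and 0.14 (exact p = 0.0441). LOC100910130 (ENSRNOG00000045790) changed by -0.38 (exact p = 0.0488) and 0.36 (exact p = 0.0609); Tables S1 and S2 place it on chromosome 4 and Table S4 on X. With the prep batch as a covariate the male change of Armcx4 was 0.0753, the other direction. With 1 library left out, Armcx3 no longer had an unadjusted p under 0.05 in 10 of 15 male and 8 of 16 female fits, nor did LOC100910130 in 10 of 15 male fits. The same held for Atp2b3 in 2 of 15 male and 4 of 16 female fits. Its male change was -0.10 without male saline 1, and its female change 0.15 without female nicotine 2. Armcx3 and Armcx4 belong to one gene family, and reads they share were divided between them by the authors' estimation. Of the 29 male-down, female-up genes found here, 28 have a chromosome in the paper's tables and 3 of these (10.7%) are on X, against 3.08% of the other 7933 tested genes with a chromosome (Fisher's exact test, two-sided, odds ratio 3.78, p = 0.0546). For the paper's 37 genes, 4 are on X by Table S4 (10.8%, Fisher's exact p = 0.0271) and 3 by Tables S1 and S2 (8.11%, Fisher's exact p = 0.106).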

Altogether, these results suggest that the NIC-induced opposing transcriptional changes in male/female VTA may mechanistically contribute to the male-specific NIC SST.

### NAc core and VTA show strong transcriptomic relevance to NIC SA

Leveraging our unexpected observation that only the subgroup A rats (F344 as paternal strain) (Fig. 1A) showed inclination for SA (Fig. 1G), we analyzed SA-associated DE genes by directly comparing the A vs. B subgroups. We found a clear transcriptomic separation of three brain regions (Fig. 4A), but not the A and B subgroups (Fig. 4B). Out of 16,063 expressed genes, we found 1534, 387, and 1070 DE genes (*p* < 0.05) in NAc core, shell, and VTA, respectively (Table S5). Most DE genes showed small fold-changes (<2-fold) (Fig. 4C and Fig. S7A), and very few DE genes overlapped between brain regions (Fig. 4D; Fig. S7B), suggesting robust region-specific effect.

**Fig. 4:**
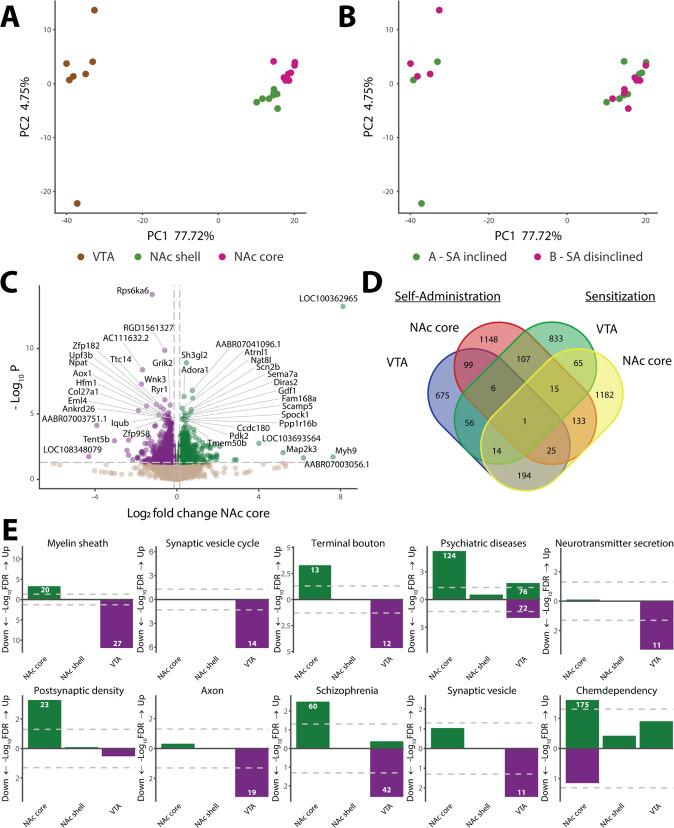
Transcriptomic analysis of NIC self-administration (SA). To mitigate the possible confounding effect of NIC exposure, all rats received ten infusions of NIC per session by providing a sufficient number of passively administered priming infusions (see “Materials and methods”), and brain tissues were harvested 3 days following the last SA session. **A**, **B** PCA analysis of the top 500 differentially expressed (DE) genes in response to SA colored by (**A**) brain region and by (**B**) F1 cross subgroup (which experimentally was also the SA inclined/disinclined distinction); NAc nucleus accumbens, VTA ventral tegmental area. **C** Volcano plot of 15,443 DE genes in the male NAc core. **D** Venn diagram of the DE (*p* < 0.05) genes in different brain regions. NAc core and VTA of SA experiments are compared to NAc core and VTA of SST experiments. **E** DAVID gene set enrichment analysis of DE genes in each brain region, examining GAD diseases and disease classes, OMIM diseases, KEGG pathways, and GO terms. FDR-significant gene sets include the number of genes (inset in the bar). Shown on the *y*-axis are enrichment significance (−Log_10_ FDR), Up upregulated genes, Down downregulated genes.

To identify the brain regions transcriptionally relevant to NIC SA, we performed GSEA of the DE genes. We found that both the NAc core and the VTA were biologically relevant (Fig. 4E and Fig. S8): the upregulated genes in NAc core showed the strongest enrichments for psychiatric diseases, chemdependency, and GO terms such as neurotransmitter secretion, postsynaptic density and myelin sheath; the downregulated genes in VTA were also enriched for psychiatric diseases and GO terms related to neuronal function such as myelin sheaths, axon and neuron projection, neurotransmitter release, and synaptic vesicle. MAGMA [34] GWAS enrichment analysis further showed VTA-downregulated genes are enriched (*p* < 0.008) for those associated with AOI (not shown). Among the 100 top-ranking DE genes in the NAc core, 8 were associated with SIn (Table S3). These results suggest that transcriptional changes in the NAc core and VTA are relevant to NIC SA.

### NIC SA and SST are molecularly linked processes involving neurogenesis and myelin sheath

Transcriptomic profiling of NIC SST and SA with the same set of male F1 rats enabled us to examine the possible molecular links between the two processes. 

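The log2 fold changes of SST in male VTA were compared with the paper's own log2 fold changes for SA (Table S5), since the libraries of the SA experiment were not analysed here. The SA values compare subgroup A with subgroup B, the reciprocal crosses inclined and disinclined to SA. All those rats received NIC, so they are not a comparison of NIC with a control. The paper's SA genes in NAc core that also had an unadjusted p under 0.05 in male VTA, of which 86.2 would be expected for independent lists, had an r of -0.511 and a rho of -0.493, and 101 of them (88.6%) changed in opposite directions. With the prep batch as a covariate r moved most, to 0.363 over 80 genes, where rho was -0.354 and 83.8% changed in opposite directions. Over all mapped libraries r was -0.536 across 113 genes. Of 100 splits of the rats, the real one included, 55 gave an r as large in size.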

Despite the small overlap of the DE genes associated with NIC SST and SA (Fig. 4D), the overlapping genes between the most relevant regions for SST (VTA) and SA (NAc core) showed a negative correlation of DE (*R* = −0.50, *p* < 2.24 × 10^−9^) (Fig. S9A). The negative correlation was largely driven by SA-NAc-core-upregulated and SST-VTA-downregulated genes (Fig. S9A–C and Table S6). 

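Of the genes shared by SST in male VTA and SA in NAc core, 85 were higher in NAc core of subgroup A than of B by the paper's values and lower with SST in male VTA here. Another 11 were lower in both. With the prep batch as a covariate, 31 of 80 were higher in subgroup A and lower with SST.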

For VTA, we observed a strong positive correlation of DE genes for SST and SA (*R* = 0.66 and *p* < 1.2 × 10^−10^) when a single outlier gene (*Tmem72*) was removed (Fig. S9B and Table S7). 

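Of the paper's SA genes in VTA, 51 had an unadjusted p under 0.05 for SST in male VTA, where 60.2 would be expected for independent lists. Against the paper's SA values, of subgroup A over B, these genes gave r = 0.447 and rho = 0.667. Without Tmem72 the remaining 50 genes gave r = 0.859 and rho = 0.764, and over all mapped libraries r = 0.876. An r as large in size came from 60 of 100 splits of the rats, the real one included, and from 9 without Tmem72. Tmem72 (ENSRNOG00000023340, chromosome 4) was at 1.15 ± 0.956 CPM in NIC (SD, n = 8) and 5.41 ± 9.91 in SAL (n = 7), a log2 fold change of -2.26 (SE 0.798, exact permutation test, two-sided, p = 0.300). The SAL mean rested on male saline 1, without which the log2 fold change was -0.60. Without Tmem72, r was 0.168 (rho 0.669) in the fit that left out male saline 1, 0.431 with fold changes from DESeq2 and 0.0279 with the prep batch as a covariate, where rho was 0.852 over 95 genes and 2 of them (2.11%) changed in opposite directions.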

STRING [44] analyses of both sets of overlapping genes showed significant enrichments for PPI network (Fig. S9D, E), and for GO terms related to neurogenesis and myelin sheath (Fig. S9F, G, Tables S8, and S9). Of the 97 overlapping genes (SA NAc core-up and SST VTA-down), 10 were associated with smoking phenotypes (mostly SIn) (vs. 1/34 other overlapping DE genes within smoking GWAS risk locus) (Table S6), representing a 3.5-fold increase of smoking GWAS risk genes. These results suggest NIC SST and SA share addiction-relevant gene pathways that involve neurogenesis and myelination.

### Parental effect of SA is associated with allelic imbalance of expression (AIE)

To ascertain the molecular mechanism of the parental effect of SA in F1 male rats, we first examined the role of ChrX genes. We found that SA-associated DE genes in NAc core were enriched for ChrX genes (FDR = 0.0004). However, most of these ChrX genes (52/67) showed a reduced expression in SA-inclined subgroup A (Table S5), as opposed that most SA-associated genes were upregulated in the NAc core. These ChrX genes thus unlikely play a major role in the parental effect of SA.

We then hypothesized that the SA-inclined subgroup A was due to the dominant paternal (F344 strain) allelic effect on SA-relevant genes, manifesting as differential AIE between the A and B subgroups. Using the transcribed heterozygous SNPs as proxies for regulatory variants, we compared the RNA-seq reads of the two parent alleles at a SNP site to identify AIE (see “Materials and methods”) (Fig. 5A). We found that among ~8000 transcribed bi-allelic SNPs, 47–55% showed either A or B subgroup AIE (FDR < 0.05, binomial test) (Fig. S10A, Tables S10, S11). A two-sample proportion test identified 719, 748, and 637 SNPs showing differential AIE (FDR < 0.05) between the A and B subgroups across NAc core, shell, and VTA regions, respectively. Although the reference allelic fractions of these AIE SNPs were correlated between the A and B subgroups (Pearson’s *R* ~0.24) (Fig. 5B and Table S10), >80% were region-specific (Fig. S10B, C).

**Fig. 5:**
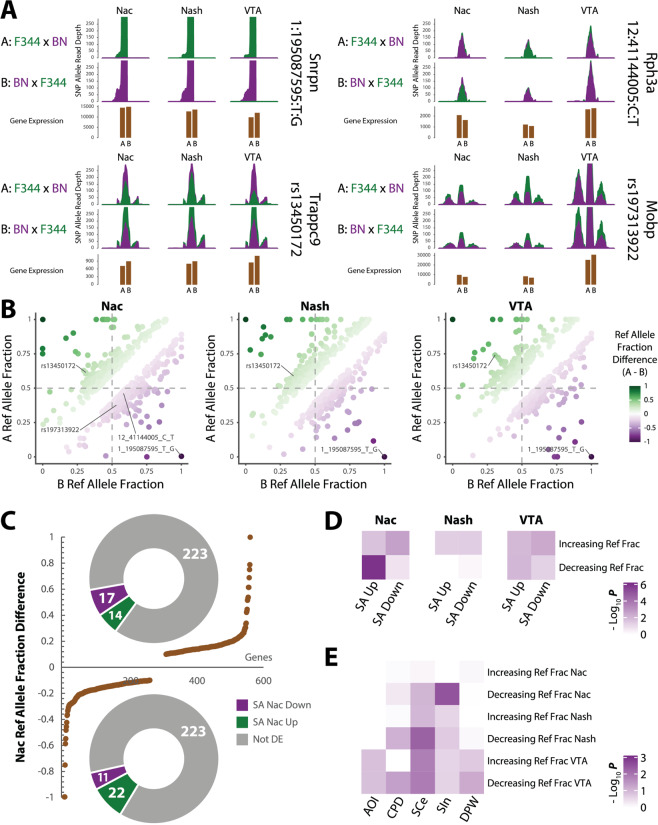
Allelic imbalance of expression (AIE) analysis of parental effect on self-administration (SA). **A** RNA-seq read pileup plots of example loci (transcribed SNPs) showing AIE in each brain region with a 500 bp window centered on the SNP. The sequencing reads of the Fischer-344 (F344) allele are in green and those from the Brown Norway (BN) allele are in purple. Upper row depicts read depth of AIE of A subgroup (SA inclined), middle row depicts read depth of AIE of B subgroup (SA disinclined), and lower row depicts the mean normalized gene expression (DESeq normalized mean RNA-seq read count) in A and B subgroups (shown in brown) for the SNP. **B** In each brain region (NAc core, shell and VTA; from left to right), correlation of the reference allele (BN copy) fraction of all AIE SNPs (binomial test, FDR < 0.05; ref allele fraction difference>0.1) between the subgroup A and B rats. **C** Distribution of the reference allele (BN copy) fraction differences (A subgroup–B subgroup) of AIE genes in the NAc core (brown line). Donut plots show the number of genes in each DE category (upregulated—green; downregulated—purple; no change—gray) associated with AIE SNPs that showed either increased (above, >0.1) or decreased (below,<-0.1) reference allele fraction in subgroup A vs. B. **D** Heatmap showing the Fisher’s exact test enrichment of up- or downregulated genes in NIC SA among genes showing differential AIE (increasing or decreasing reference allele fraction; 2-sample proportion test, FDR < 0.05) in subgroup A vs. B in each brain region. **E** Heatmap showing the Fisher’s exact test enrichment of genes harboring risk variants (*r*^2^ > 0.3 with GWAS index SNPs) of NIC addiction phenotypes among AIE genes with significantly increasing or decreasing reference allele fraction (2-sample proportion test, FDR < 0.05) in subgroup A vs. B in each brain region.

To identify genes associated with the parental effect on SA, we first examined SNPs showing the largest difference of AIE (>70% allele fraction difference) (Fig. 5A, B). We found that such AIE SNPs were rare (*n* = 12) (Fig. S10D and Table S11), and are mostly in known imprinted genes: *Snrpn* [47, 48], *Ube3a* [49], and *Trappc9* [50]. AIE of *Snrpn* showed a stronger bias toward the paternal allele in subgroup B and was downregulated in the VTA of subgroup A (Fig. 5A, B and Table S11). *Trappc9* showed AIE bias toward the maternal SA-disinclined allele (BN) in subgroup A with the strongest bias in the VTA, which correspondingly showed downregulation in VTA (Fig. 5A, B and Table S11).

In the NAc core most transcriptionally relevant to SA, most genes showed small to modest AIE differences between subgroups A and B (Fig. 5C). However, we observed a strong enrichment (2.4-fold, Fisher’s exact test *p* < 2.1 × 10^−10^) of the SNPs with decreased AIE in the NAc core (Decreasing-Ref-Frac) among genes upregulated in NAc core of subgroup A (Fig. 5C, D). Of these 22 genes (Fig. 5C), 5 are associated with myelination (Fisher’s exact test, 30-fold, *p* < 6.2 × 10^−7^) and 3 within smoking GWAS risk loci (Fisher’s exact test, 4-fold, *p* < 0.04) (Table S1, Fig. S11A). STRING network analysis of these 22 genes (Fig. S11B, C) identified myelin sheath as the top-ranking enriched GO that includes *Serinc5*, *Cntn2*, *Mobp*, and *Thy1* (Fig. S11C, Table S13). NAc core genes with Decreasing-Ref-Frac also exhibited the strongest enrichment for GWAS associations for SIn in MAGMA analysis (Fisher’s exact test, FDR < 0.03) (Fig. 5E): the SIn-associated *Rabphilin 3A (Rph3A)* (Fig. 5A) encodes a protein that interacts with GluN2A and PSD-95 [9]. These results suggest a mechanistic role of strain-specific AIE of autosomal genes in NAc core and VTA of F1 rats in the observed imprinting of NIC SA.

## Discussion

Studies of the sex-specific NIC SST have yielded mixed results. For example, two previous reports show greater locomotor sensitization in female Sprague-Dawley rats [51, 52], while Pehrson et al. [53] report greater locomotor sensitization in male Sprague-Dawley rats. With F344/BN F1 rats, we found that only males showed NIC SST despite a strong locomotor response in females (Fig. 1D, E). Our transcriptomic analysis identified a strong negative correlation of NIC-induced expression changes between male and female VTAs (Fig. 3A). We also found that DE genes with opposite expression changes in male and female VTA likely contribute to the sex-specific NIC SST. The enriched GO-term, myelin sheath, among these VTA genes (Fig. 2E) also seems to be consistent with male-specific NIC SST: in rats, gestational exposure to NIC can produce sex-specific myelination effects during development [54, 55]; in humans, sex-specific myelination is also correlated with differential brain development in boys and girls [56, 57]. Thus, the identified transcriptomic signature of male-specific NIC SST in rat may provide mechanistic insight into why men tend to use tobacco at higher rates than women [58].

We have found an unexpected parental effect of NIC SA (Fig. 1F, G), which enabled us to identify the transcriptomic signatures of NIC SA by directly comparing the two reciprocally crossed subgroups. Both VTA and NAc core were found transcriptionally relevant to NIC SA. In aggregate, only AIE SNPs with Decreasing-Ref-Frac in NAc core of subgroup A rats were enriched for genes upregulated in NAc core (Fig. 5C, D), and for GWAS associations with SIn (Fig. 5E), suggesting region-specific AIE of autosomal genes may mechanistically explain the parental effect of NIC SA. Some genes with the strongest AIE differences between the A and B subgroups are known to be imprinted and likely contribute to the parental effect of NIC SA. For instance, *Snrpn*, a known paternally expressed gene [47, 48], and its bicistronic transcript partner *Snurf*, play an important role in adult neurogenesis [59]. Another known imprinted gene, *Trappc9*, also displayed AIE and was downregulated in subgroup A (Fig. 5A); interestingly, the paternally biased AIE SNPs of *Trappc9* reside in an intron (Fig. S12), whose corresponding human intron encompasses a paternally expressed *PEG13* that can silence the maternal transcription of *Trappc9* [50, 60]. Overall, our AIE analysis further supports NAc core to be an essential region for SA, in particular, its potential to be influenced by imprinting effects. Because AIE SNPs are proxies of transcription-regulating variants, future study to identify regulatory variants with differential allelic chromatin accessibility [61, 62] may shed light on the causal mechanism of parental effect on NIC SA.

For the first time, we have shown that the transcriptomic profiles of NIC SST and SA in rats can inform the GWAS findings of human smoking phenotypes [4–9]. Our MAGMA analysis showed that the downregulated genes in male VTA of SST model and a subset of AIE genes associated with SST in NAc core were significantly enriched for GWAS associations with SIn (Figs. 2A, 5E, and Table S3). Given a possible gateway “drug” role of NIC [2, 3], our results may also have implications for understanding the genetic etiology and neurobiology of other drugs of addiction. For instance, the expression changes of NIC SA-associated genes and cocaine SA-associated genes [63] were strongly correlated (*R*^2^ = 0.22 and 0.33 for NAc core and VTA, respectively) (Table S5 and Fig. S13). Notably, four (*Unc5b, Tnrc6a,Tmx2, and Arid4a*) of the 26 AUD GWAS risk genes [64, 65] were upregulated in NAc core of NIC SA rats (Fig. S13A). It is also noteworthy that *CTNNA2*, a DE gene in NIC SST and SA, is associated with not only SIn[9], but also alcohol, heroin, and methamphetamine dependence in Han Chinese [66].

Although our observations of male-specific NIC SST and the parental effects of NIC SA in male F344/BN F1 rats are interesting as discussed above, we acknowledge the limitations of our study. First and foremost, the greater acute responding to NIC, but the lack of SST to NIC, in the F1 females in the present experiments may be a specific attribute of these rat strains. This is because gonadal hormones during the estrous cycle have been suggested to contribute to greater stimulant [41] and NIC [40] induced locomotion and locomotor SST in outbred females relative to males. We have initially chosen to study F344/BN F1 rats, because we aimed to explore the molecular mechanism of any observed imprinting effect on animal behaviors by examining AIE, in which the allelic imbalance analysis would benefit from phenotypic differences between two parental lines and in this case F344 is known to have the lowest sensitivity to NIC among six tested strains including BN [67]. As such, future experiments will need to explore whether F1 rats of some other strains would behave differently. Another limitation is that because of the lack of NIC SST in females, we only assayed males in the NIC SA paradigm. Given that female rats tend to display higher intake than males as shown in a recent meta-analysis [68], it may have proven intriguing to analyze the behavioral and transcriptomic data of NIC SA of these female F1 rats. Despite our observation that ChrX genes unlikely play a major role in the parental effect of SA in males, the female rats may exhibit sex-specific parental effects of NIC SA because of the well-known ChrX inactivation in females. However, we expect males and females will share some of the observed parental effects manifested as autosomal AIE, such as the paternally biased AIE SNPs of a Chr7 Trappc9 (Fig. S12), which harbors lncRNA (long noncoding RNA) Peg13, a known strong imprinting gene conserved between mice and humans [69]. Thus, more extensive examination of the behavioral and molecular changes observed in the brains of these F1 females following exposure to NIC, and their comparison to the changes observed in outbred wild-type female rats, may provide a better understanding of reported sex differences in liability to substance abuse.

In summary, our transcriptomic analyses suggested plausible mechanisms for the sex-specific NIC SST and the parental effect of NIC SA. Importantly, DE genes of SST and SA are enriched for GWAS risk SNPs of smoking phenotypes. However, in light of the cellular heterogeneity of each brain region, our conclusion, although interesting, is limited by the use of bulk brain RNA-seq, as opposed to single-cell RNA-seq (scRNA-seq) or single-nucleus RNA-seq (snRNA-seq), in our transcriptomic analyses. Future studies using scRNA-seq or snRNA-seq will allow for better characterization of which neural subtypes are involved in the sex-specific NIC SST and the parental effect of NIC SA, and the extent to which these differ across brain regions. Nonetheless, the current study advanced our mechanistic understanding of NIC addiction in rodents, providing a valuable resource for prioritizing the biologically relevant risk genes of smoking behaviors and for other drugs of abuse in humans.

## Funding and disclosure

This study was supported by the National Institutes of Health (NIH) grant DA041600 (to JD). The authors declare no conflict of interests.

## Supplementary information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 5

Supplementary Tables 3,4,6-13

Supplemental Figures & Legends

## Data Availability

All code used to generate results for this analysis is available at: https://rbutleriii.github.io/center_for_psychiatric_genomics/. Sequence data and raw count matrices have been submitted to the Gene Expression Omnibus for SST and SA experiments, GSE157726 and GSE157683, respectively.

# Supplementary material for: Sex-specific nicotine sensitization and imprinting of self-administration in rats inform GWAS findings on human addiction phenotypes
**Source:** Neuropsychopharmacology. 2021 May 18;46(10):1746–56. doi: 10.1038/s41386-021-01027-0
**Supplement:** Supplementary file 5 — Supplemental Figures & Legends

Supplementary Materials

Index

1. Supplementary Figures S1 to S13…………………………………………2-17

1. Supplementary Tables S1 to S13 (only table titles are listed here; individual tables are provided as Datasets)…………………………………………………..18

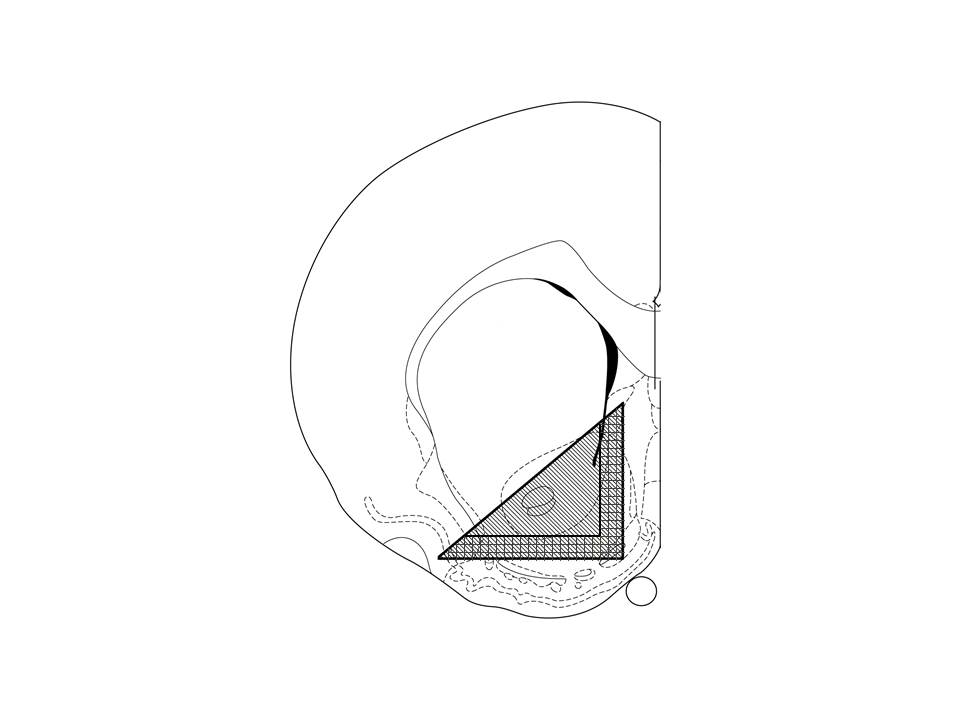

Fig. S1 Illustration of the NAc core and shell subregions dissected bilaterally for the transcriptomic experiments. NAc core is represented as diagonal hatched lines and NAc shell is

shown with cross hatched lines. Line drawing depicts the caudal surface of a coronal hemisection extending 1.2–2.2 mm from bregma and is from (Paxinos and Watson, 1977).

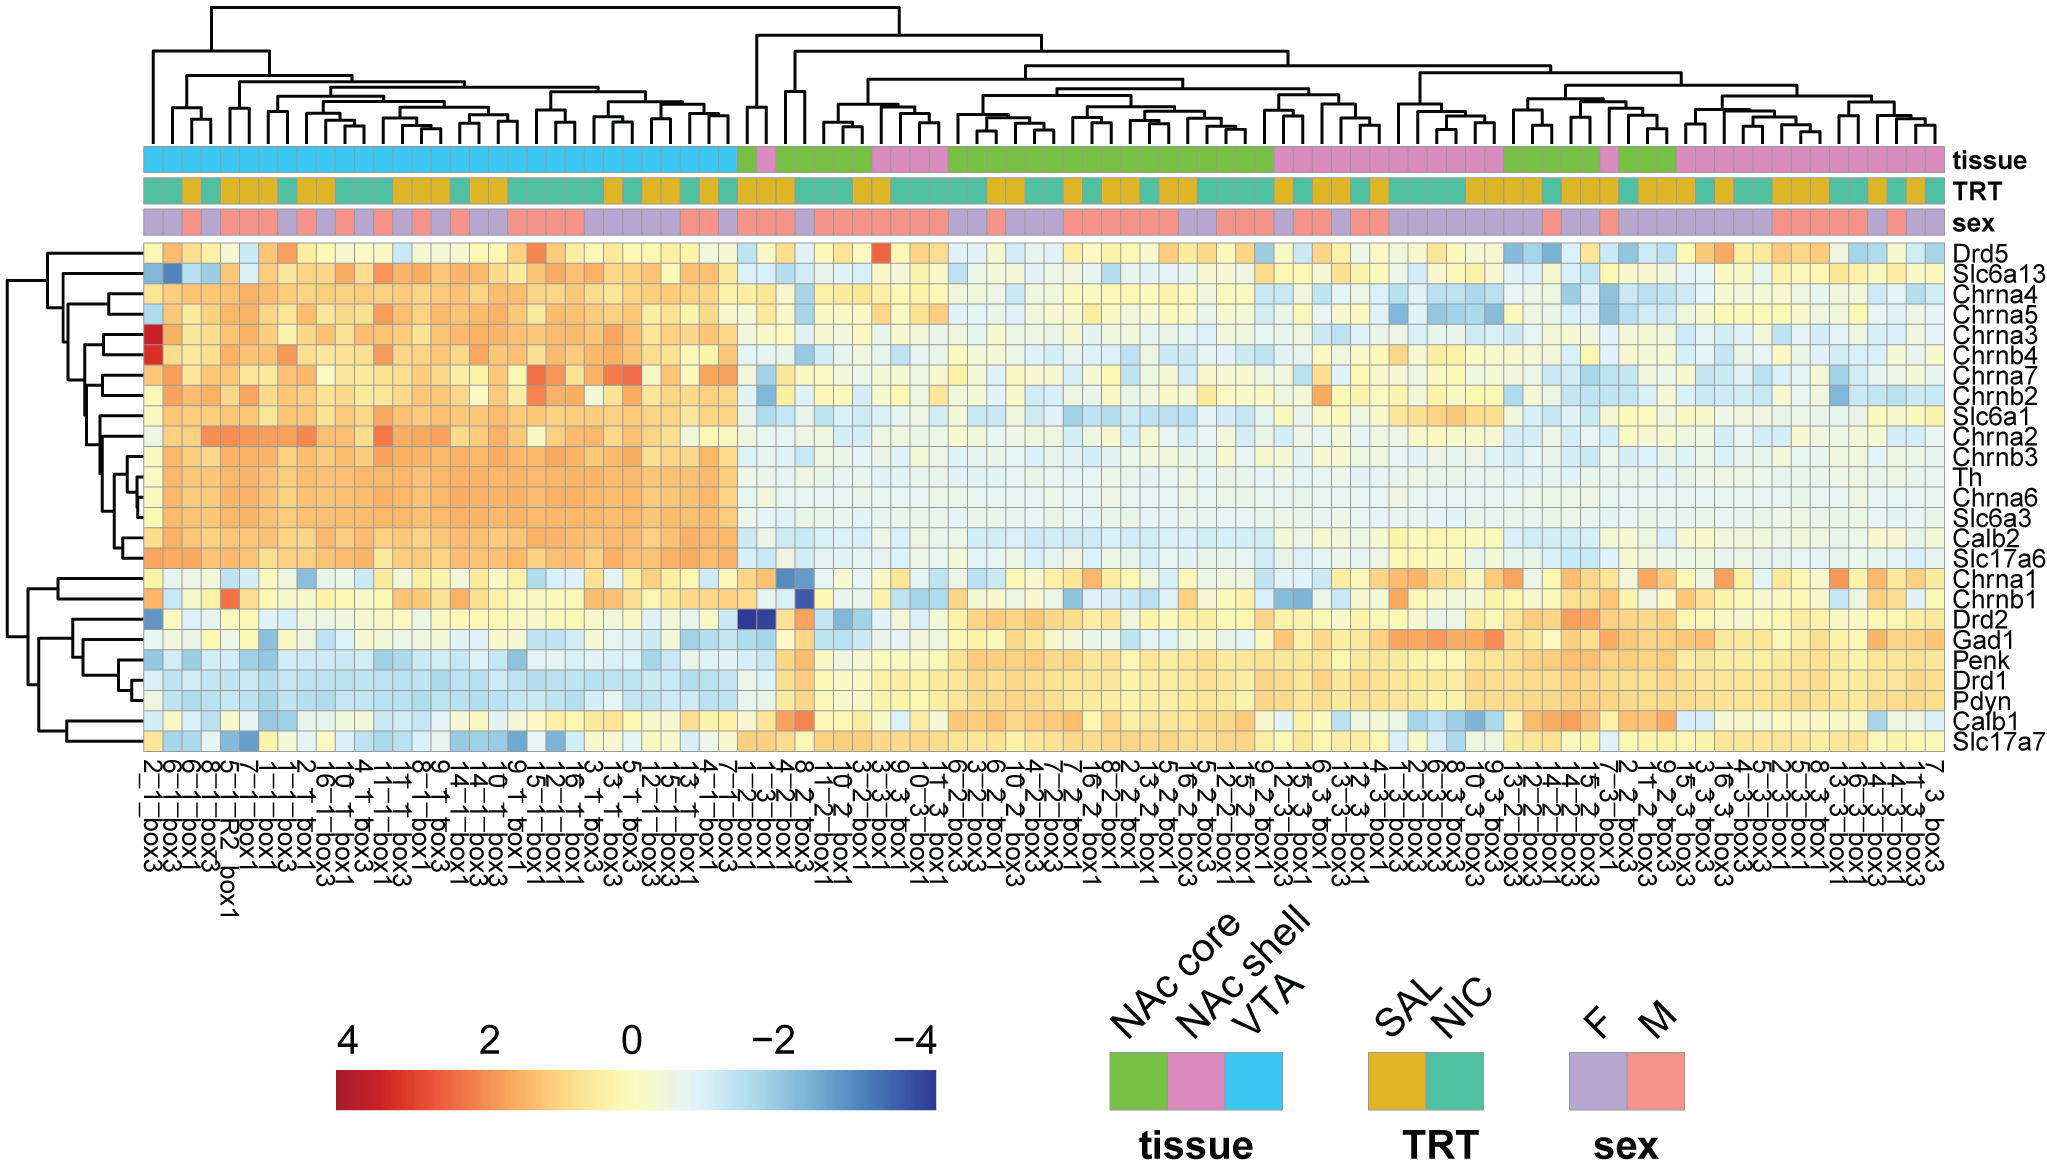

**Fig. S2** **RNA-seq sample clustering based on a set of brain region-specific genes.** Samples clustered by row-centered, variance stabilizing transform normalized values. Annotated by tissue (NAc core – nucleus accumbens core, NAc shell – nucleus accumbens shell, VTA – ventral tegmental area), treatment (TRT, NIC – nicotine injections, SAL – saline injections) and sex.

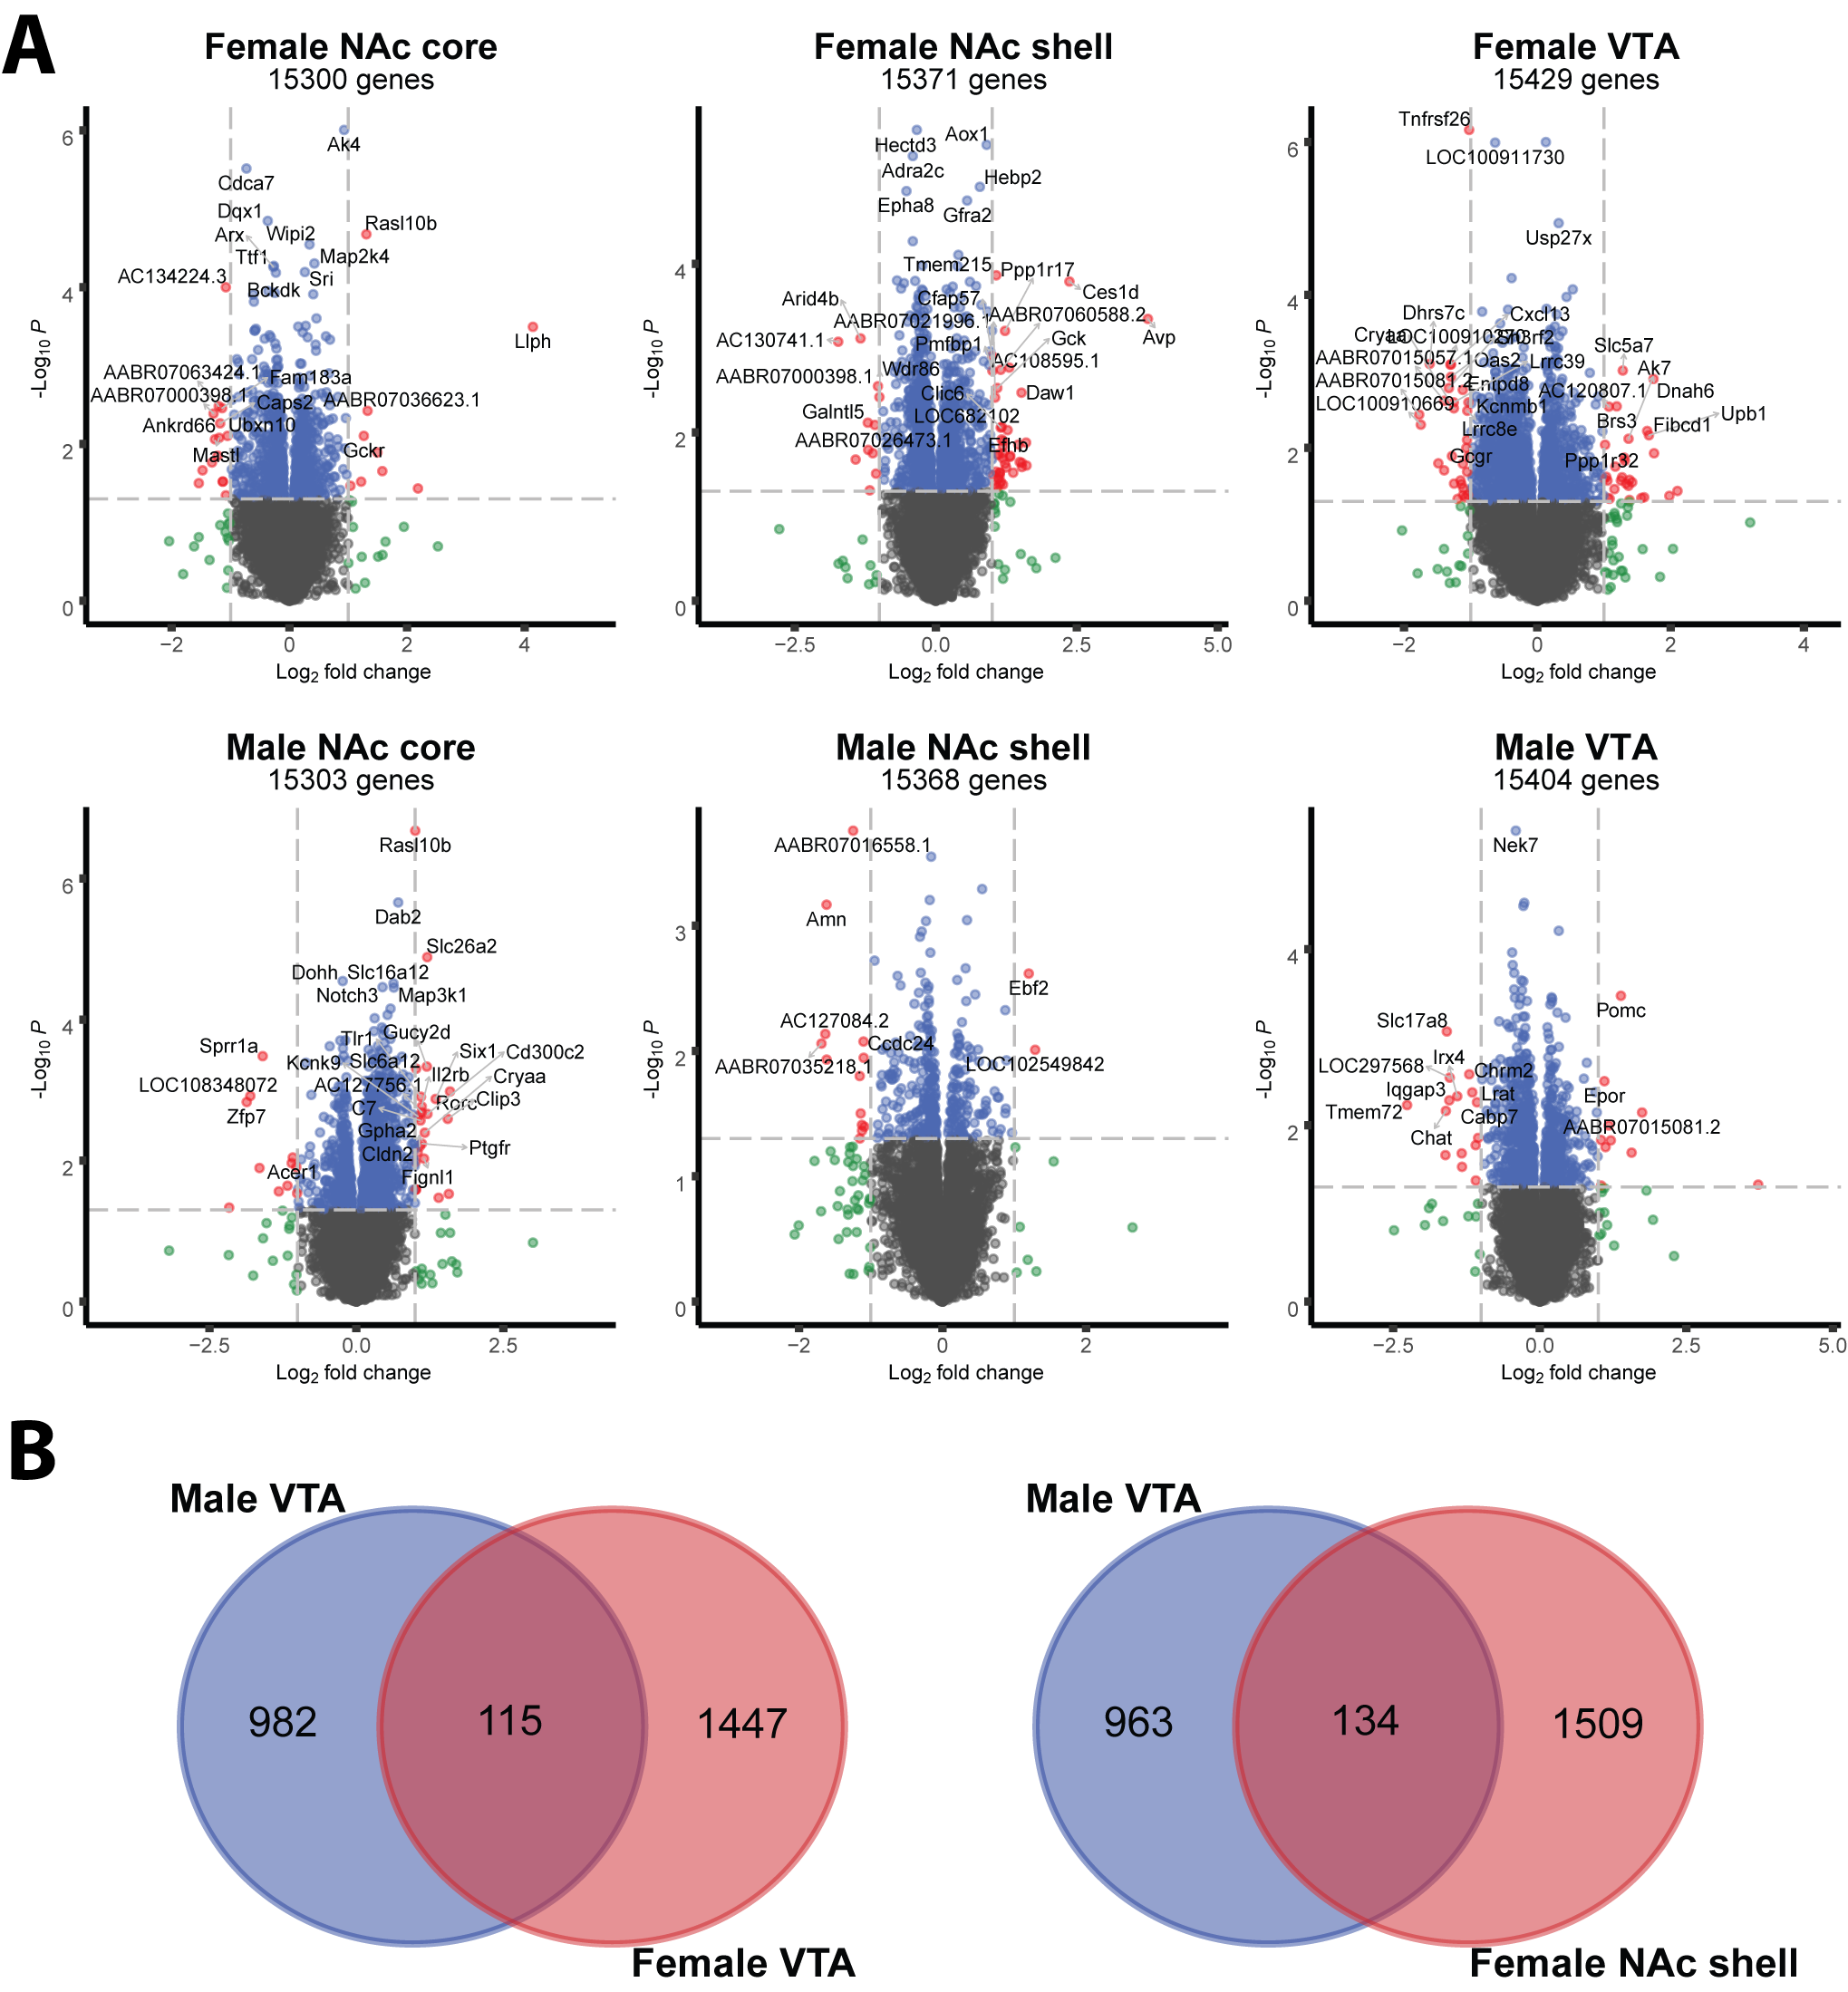

**Fig. S3** **Differential expression (DE) of genes in each brain region of NIC-treated vs control F1 rats.** (**A**) Volcano plots of DE genes in each brain tissue by sex. The horizontal dashed lines indicate 2-fold changes and the vertical dashed lines indicate the nominal significance *p*-value of 0.05. (**B**) Venn diagram showing the overlapping DE genes associated with NIC SST between males and females in regions transcriptionally relevant to tobacco use (determined from DAVID gene set enrichment analysis in Fig. 2E).

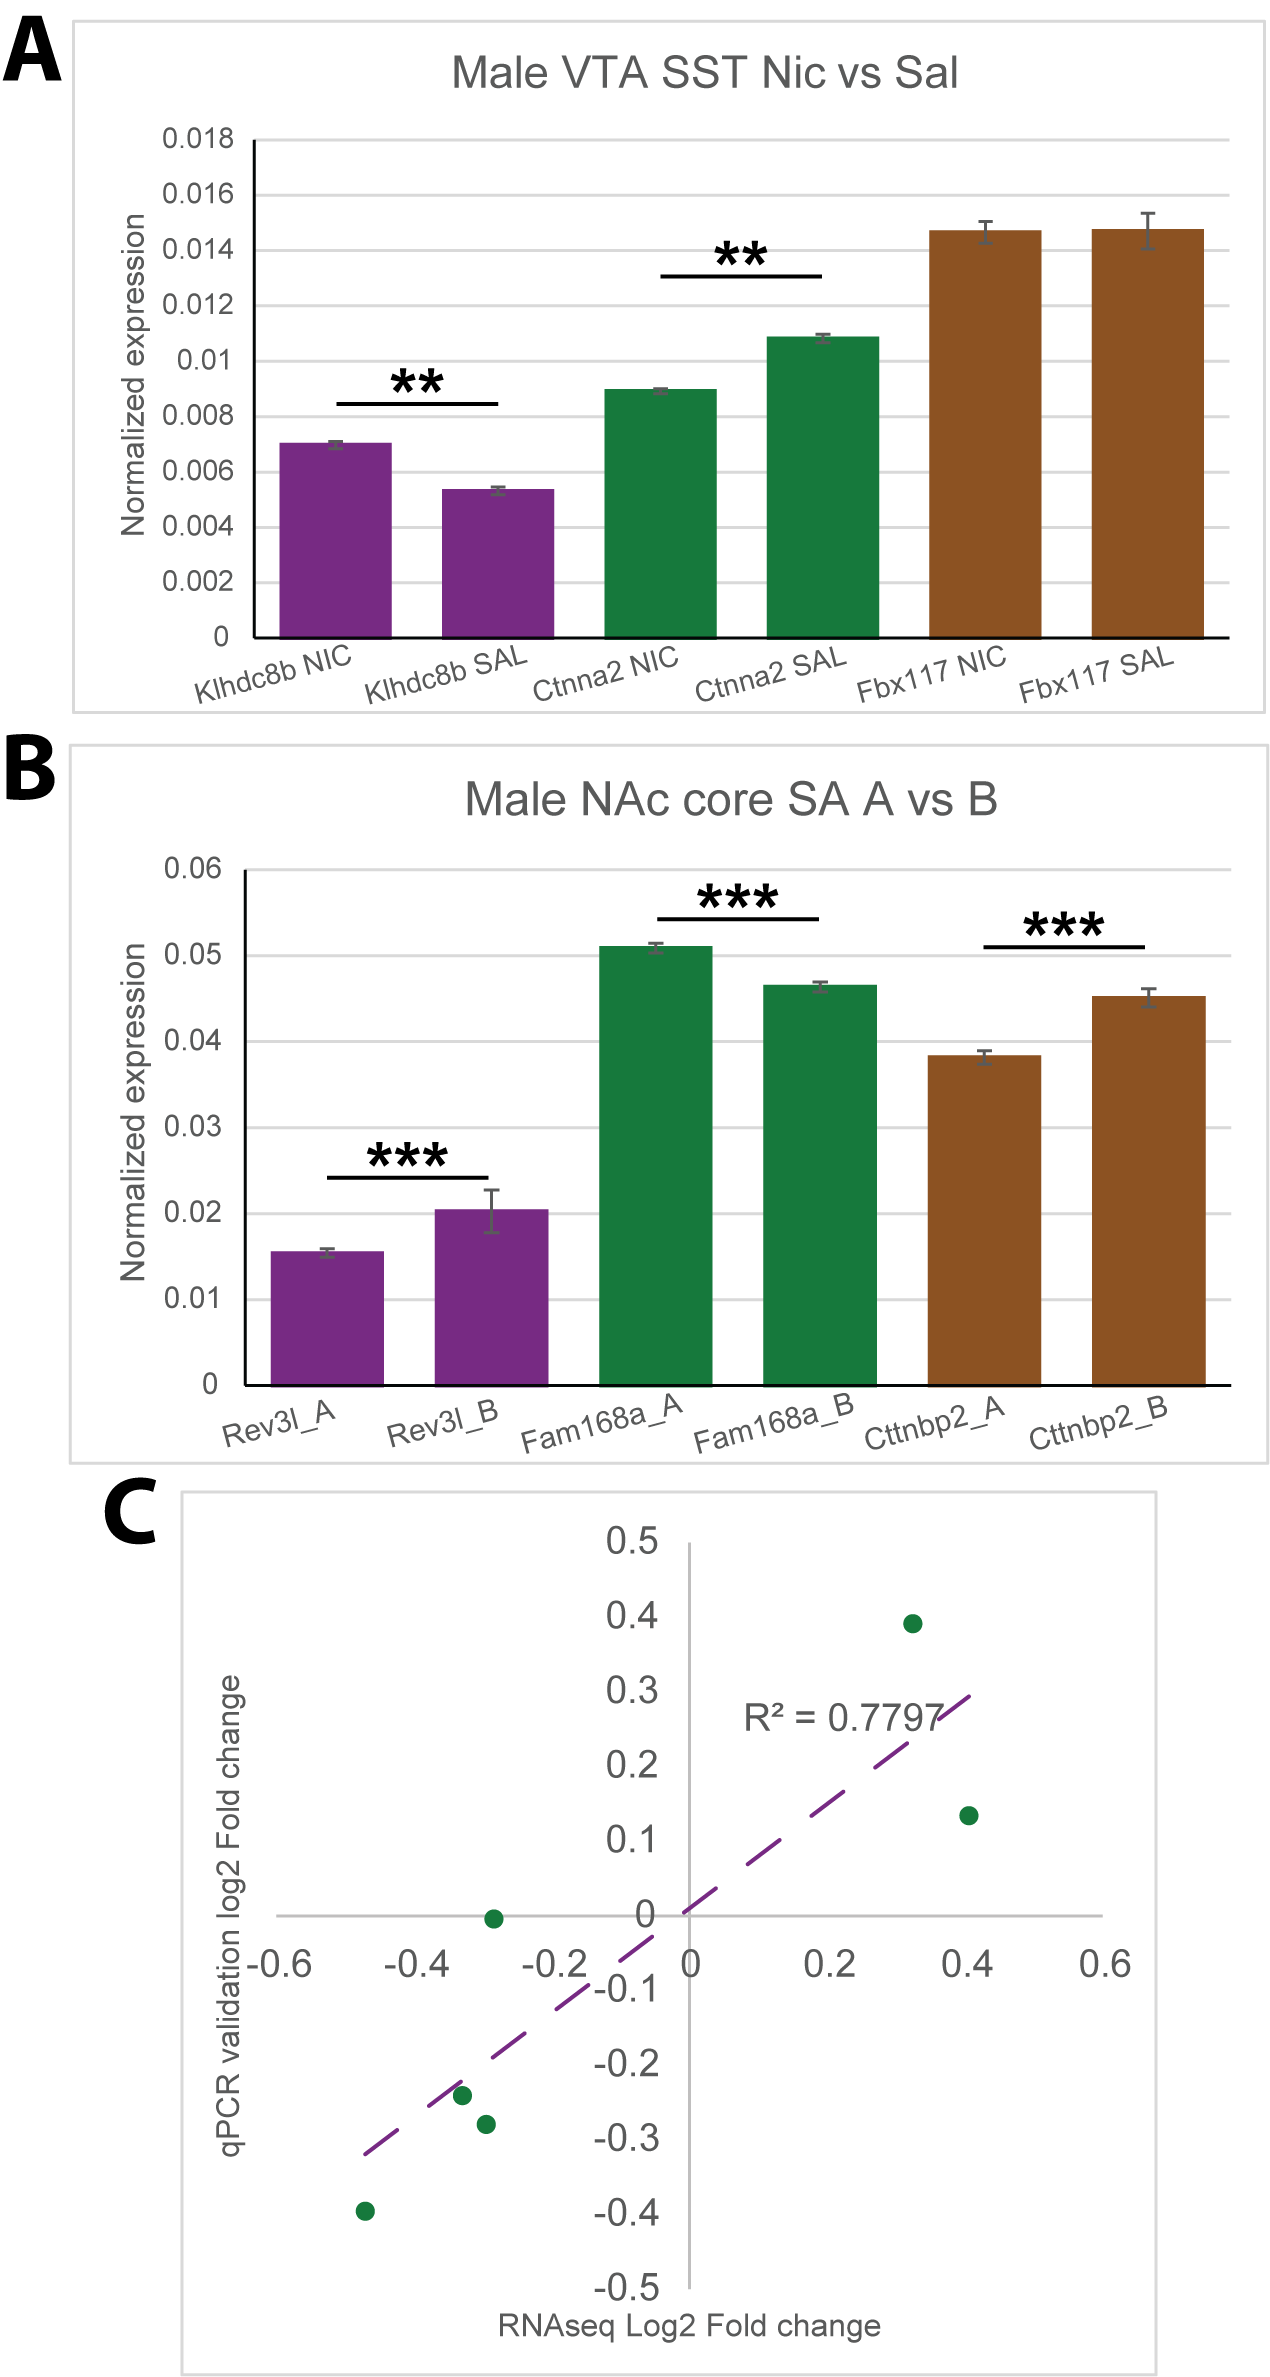

**Fig. S4 qPCR validation of the expression changes of 6 NIC SST- or SA-associated genes selected from RNA-seq DE analysis.** (**A**) Two DE genes associated with SST (*Klhdc8b*, *Ctnna2*; ** *p*<0.03) and (**B**) three genes associated with SA (*Rev3l*, *Fam168a*, *Cttnbp2*; *** *p*<0.02) were confirmed by qPCR. The expression change of *Fbxl17* in SST was not confirmed. Expression of each gene was normalized to *GAPDH*. Student’s *t*-test was used to test DE. Data are from 7 biological replicates (different animals) each with 3 technical replicates. Error bars, standard error of mean (SEM). **(C)** Strong correlation (R^2^=0.78) of gene expression fold changes of the selected genes between RNA-seq and qPCR validation.

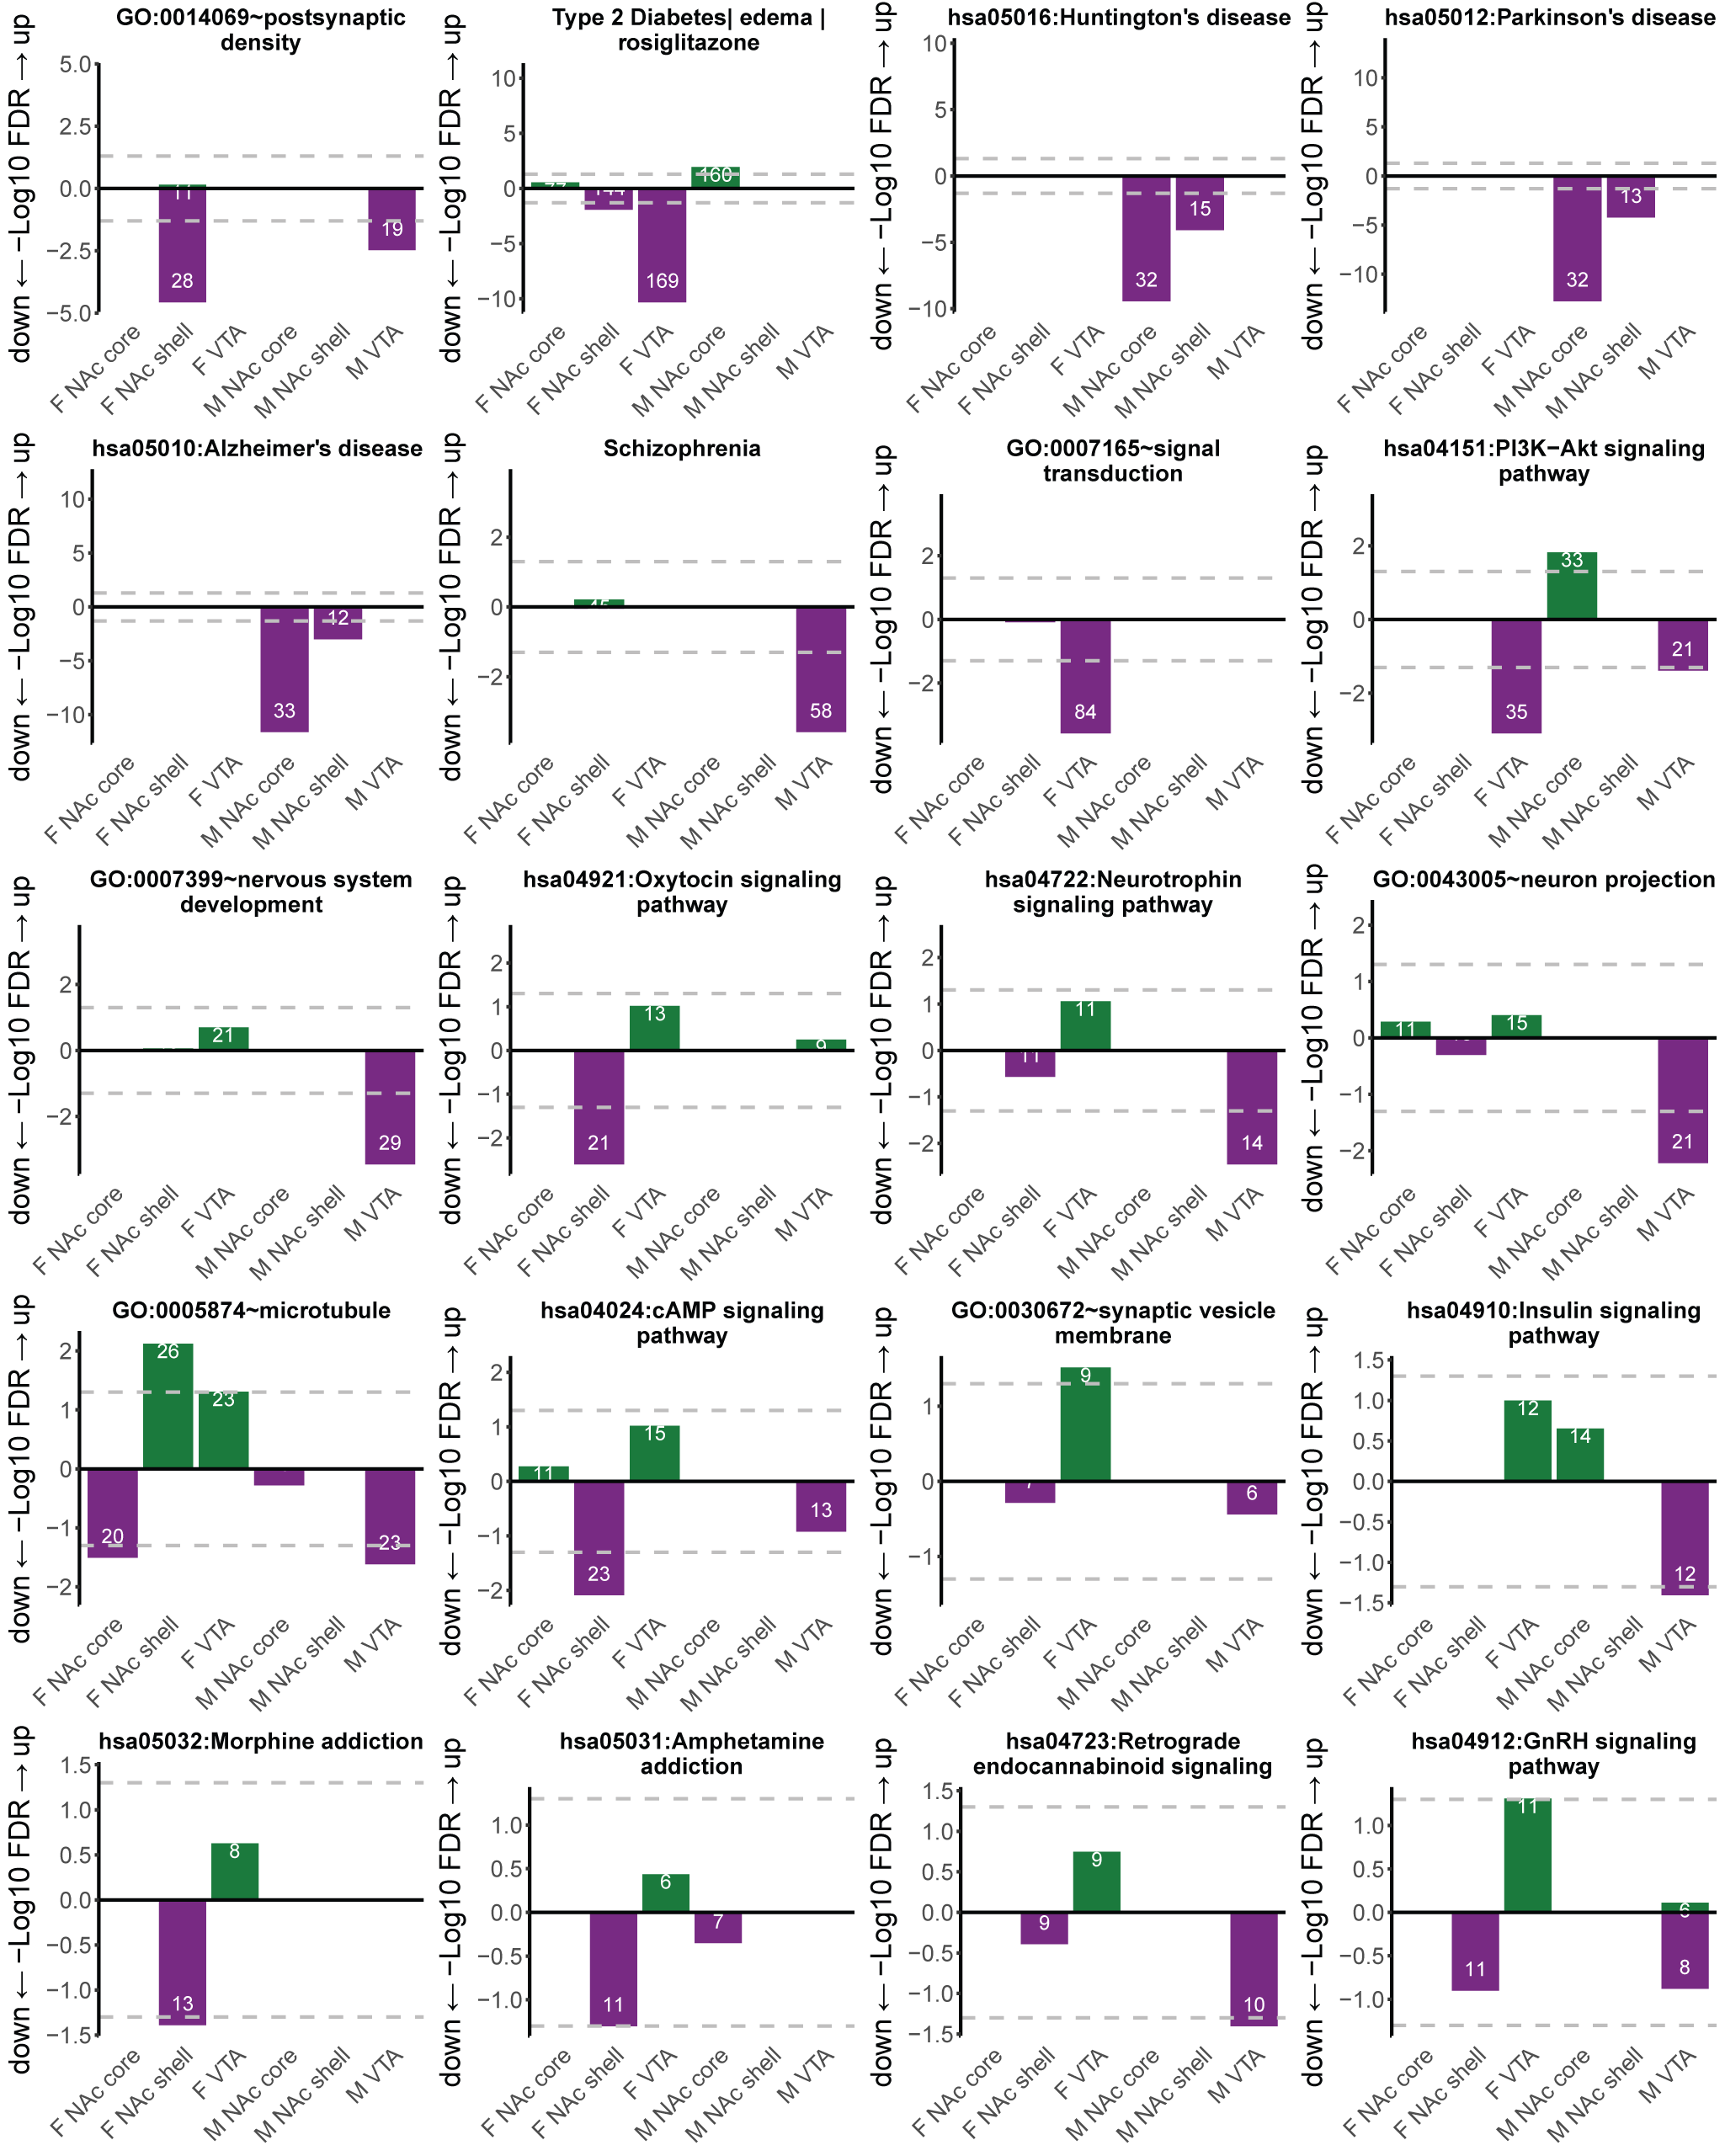

**Fig. S5 Extended DAVID gene set enrichment analysis of DE genes in each brain region for NIC sensitization.** Listed are for GAD diseases and disease classes, OMIM diseases, KEGG pathways and GO terms. FDR-significant gene sets include the number of class genes (inset in the bar).

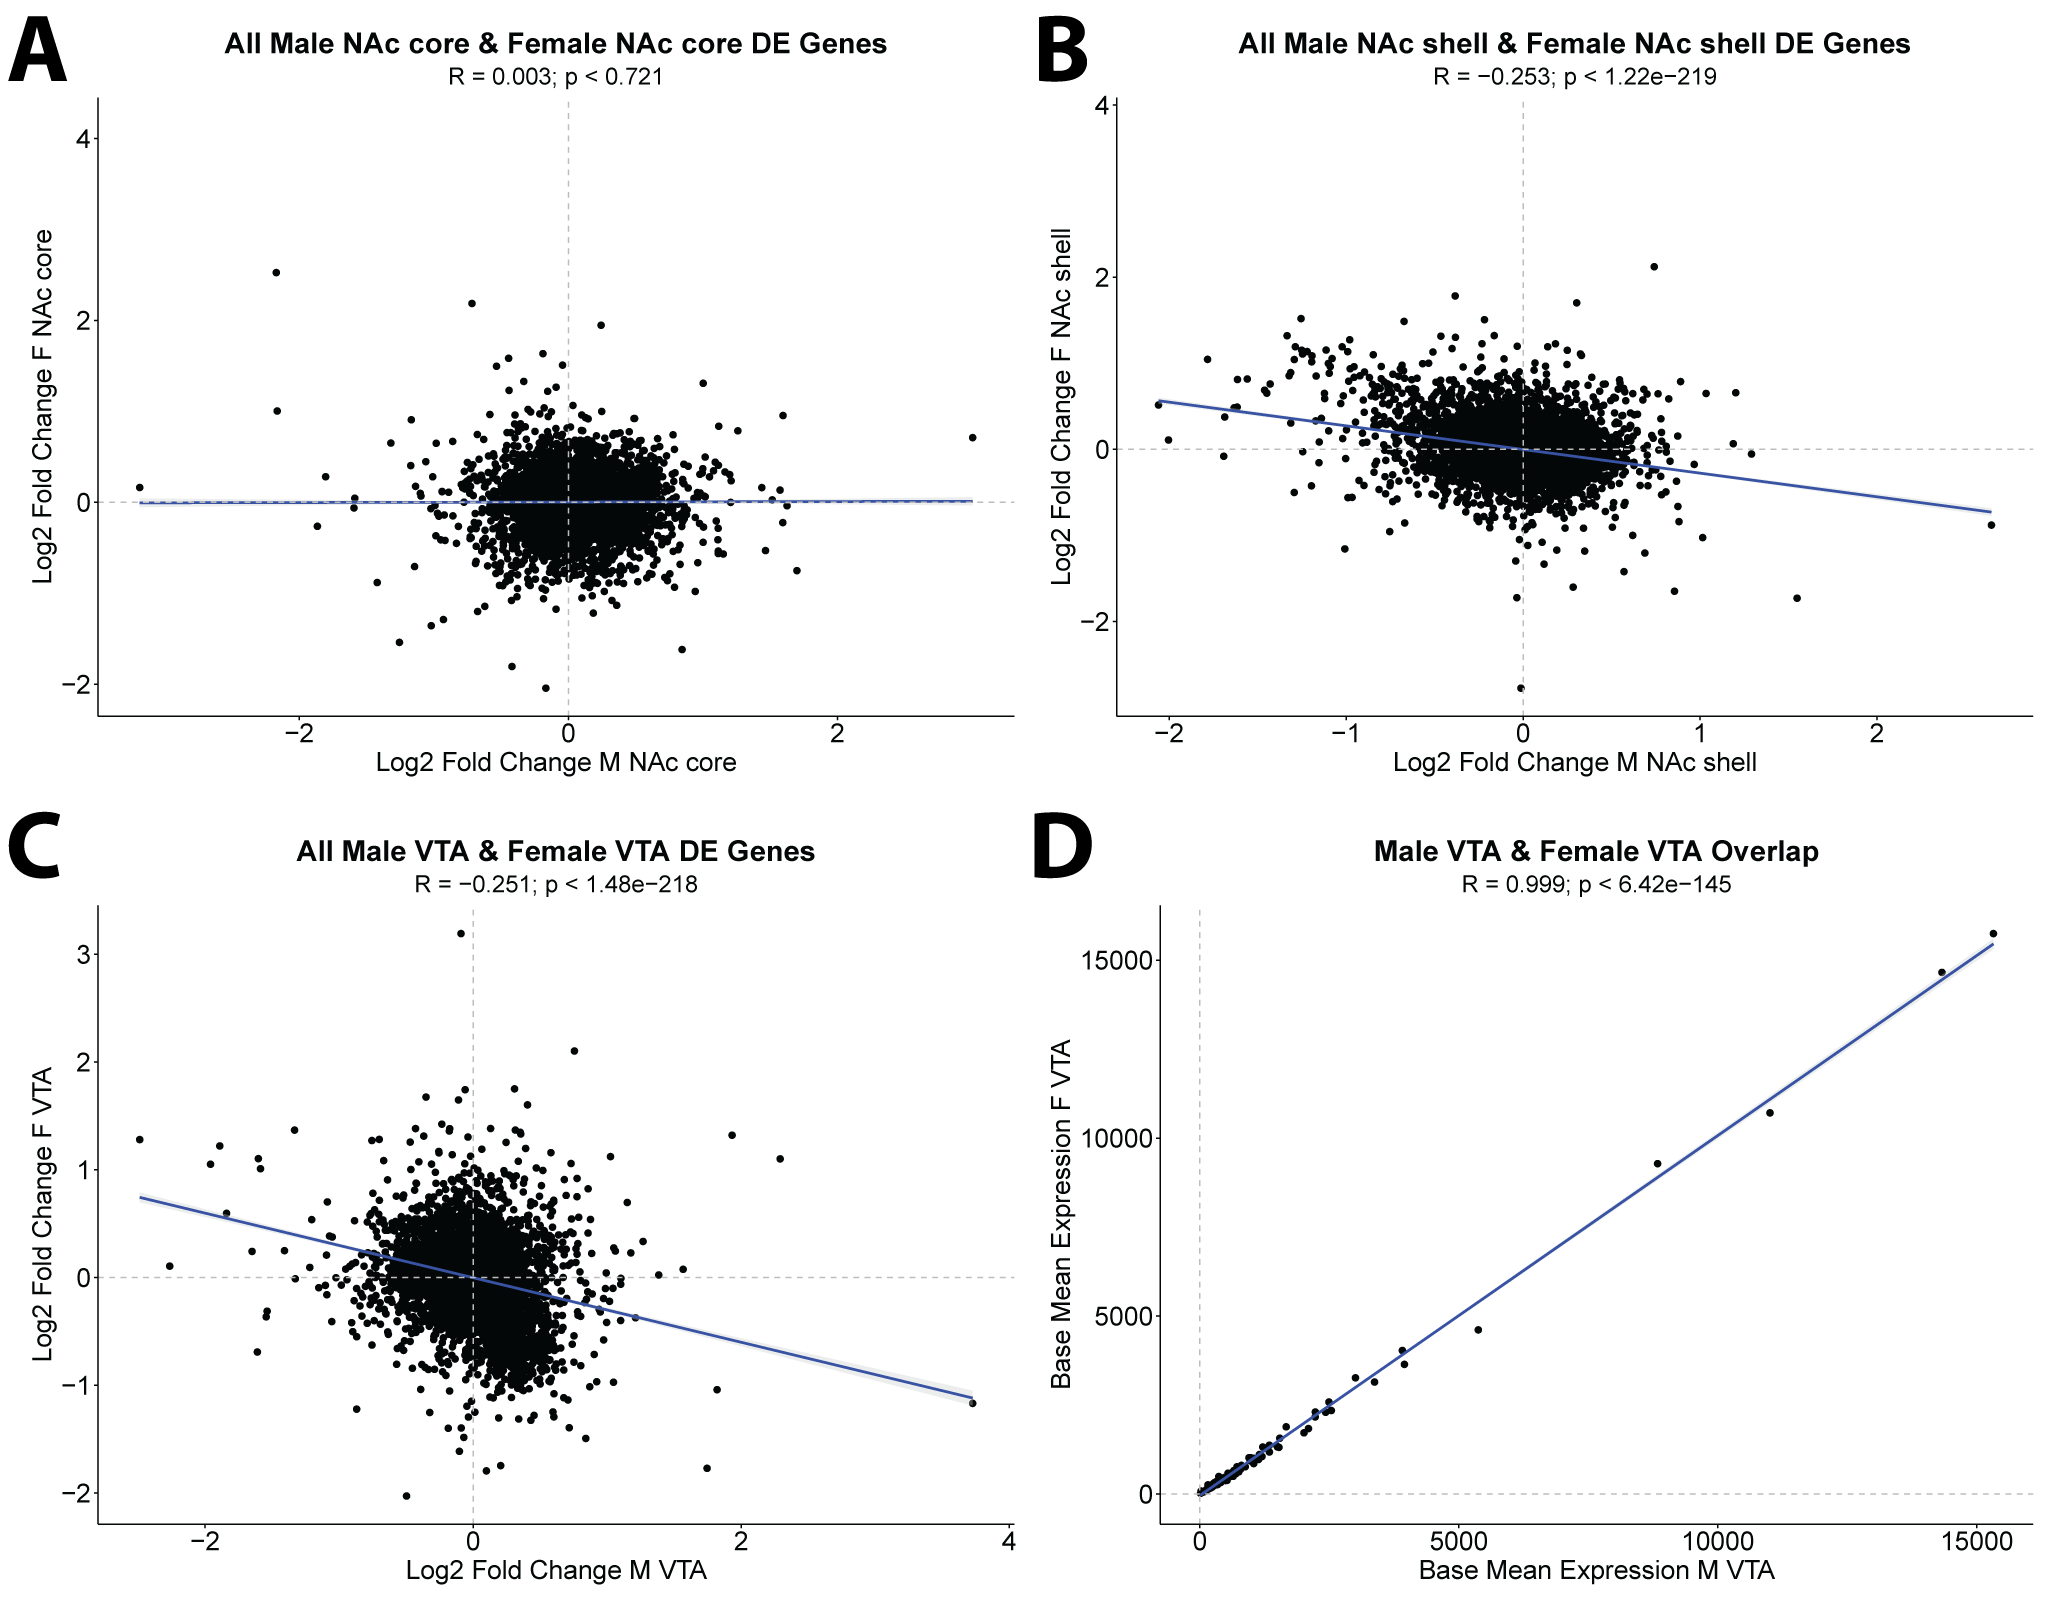

**Fig. S6 Transcriptome-wide correlation of gene expression fold-change between females and males in each brain region**. (**A**) Log2-fold change in NAc core, (**B**) Log2-fold change in NAc shell, and (**C**) Log2-fold change in VTA. (**D**) Correlation of base mean expression (DESeq normalized count) in the male and female VTA for DE genes (with *p*<0.05 as cut-off).

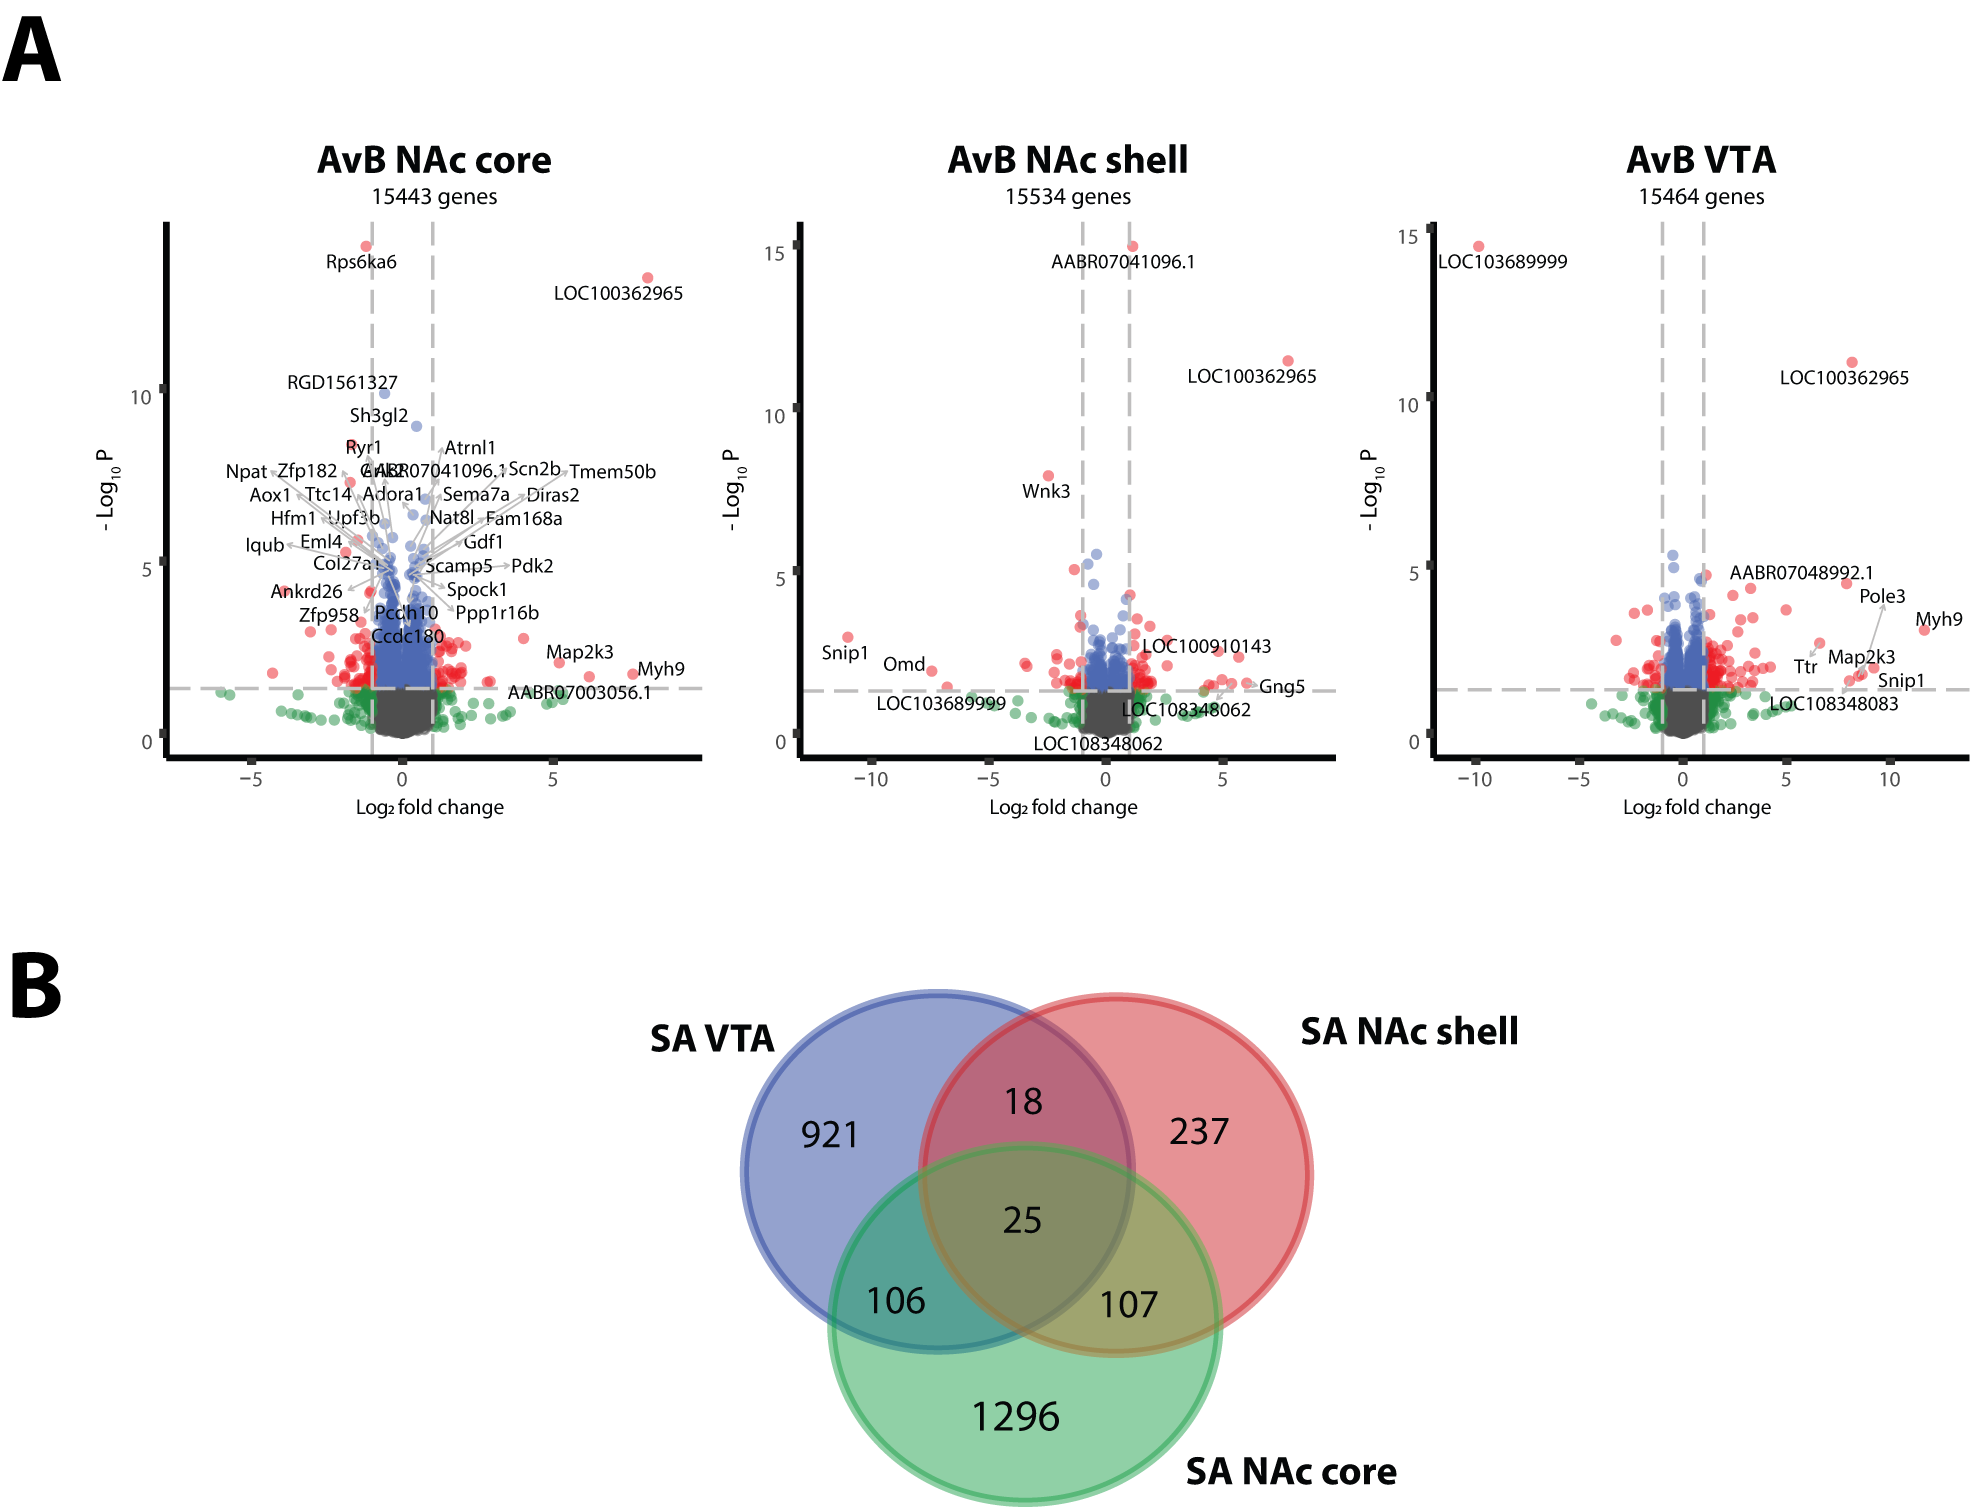

**Fig. S7 Differential expression (DE) of genes in tissues of self-administration A subgroup (SA-inclined) vs B subgroup (SA-disinclined) animals**. (**A**) Volcano plots of DE genes in each brain tissue. The horizontal dashed lines indicate 2-fold changes and the vertical dashed lines indicate the nominal significance *p*-value of 0.05. (**B**) Venn diagram showing the overlapping DE (*p*<0.05) genes associated with NIC SA between different brain regions.

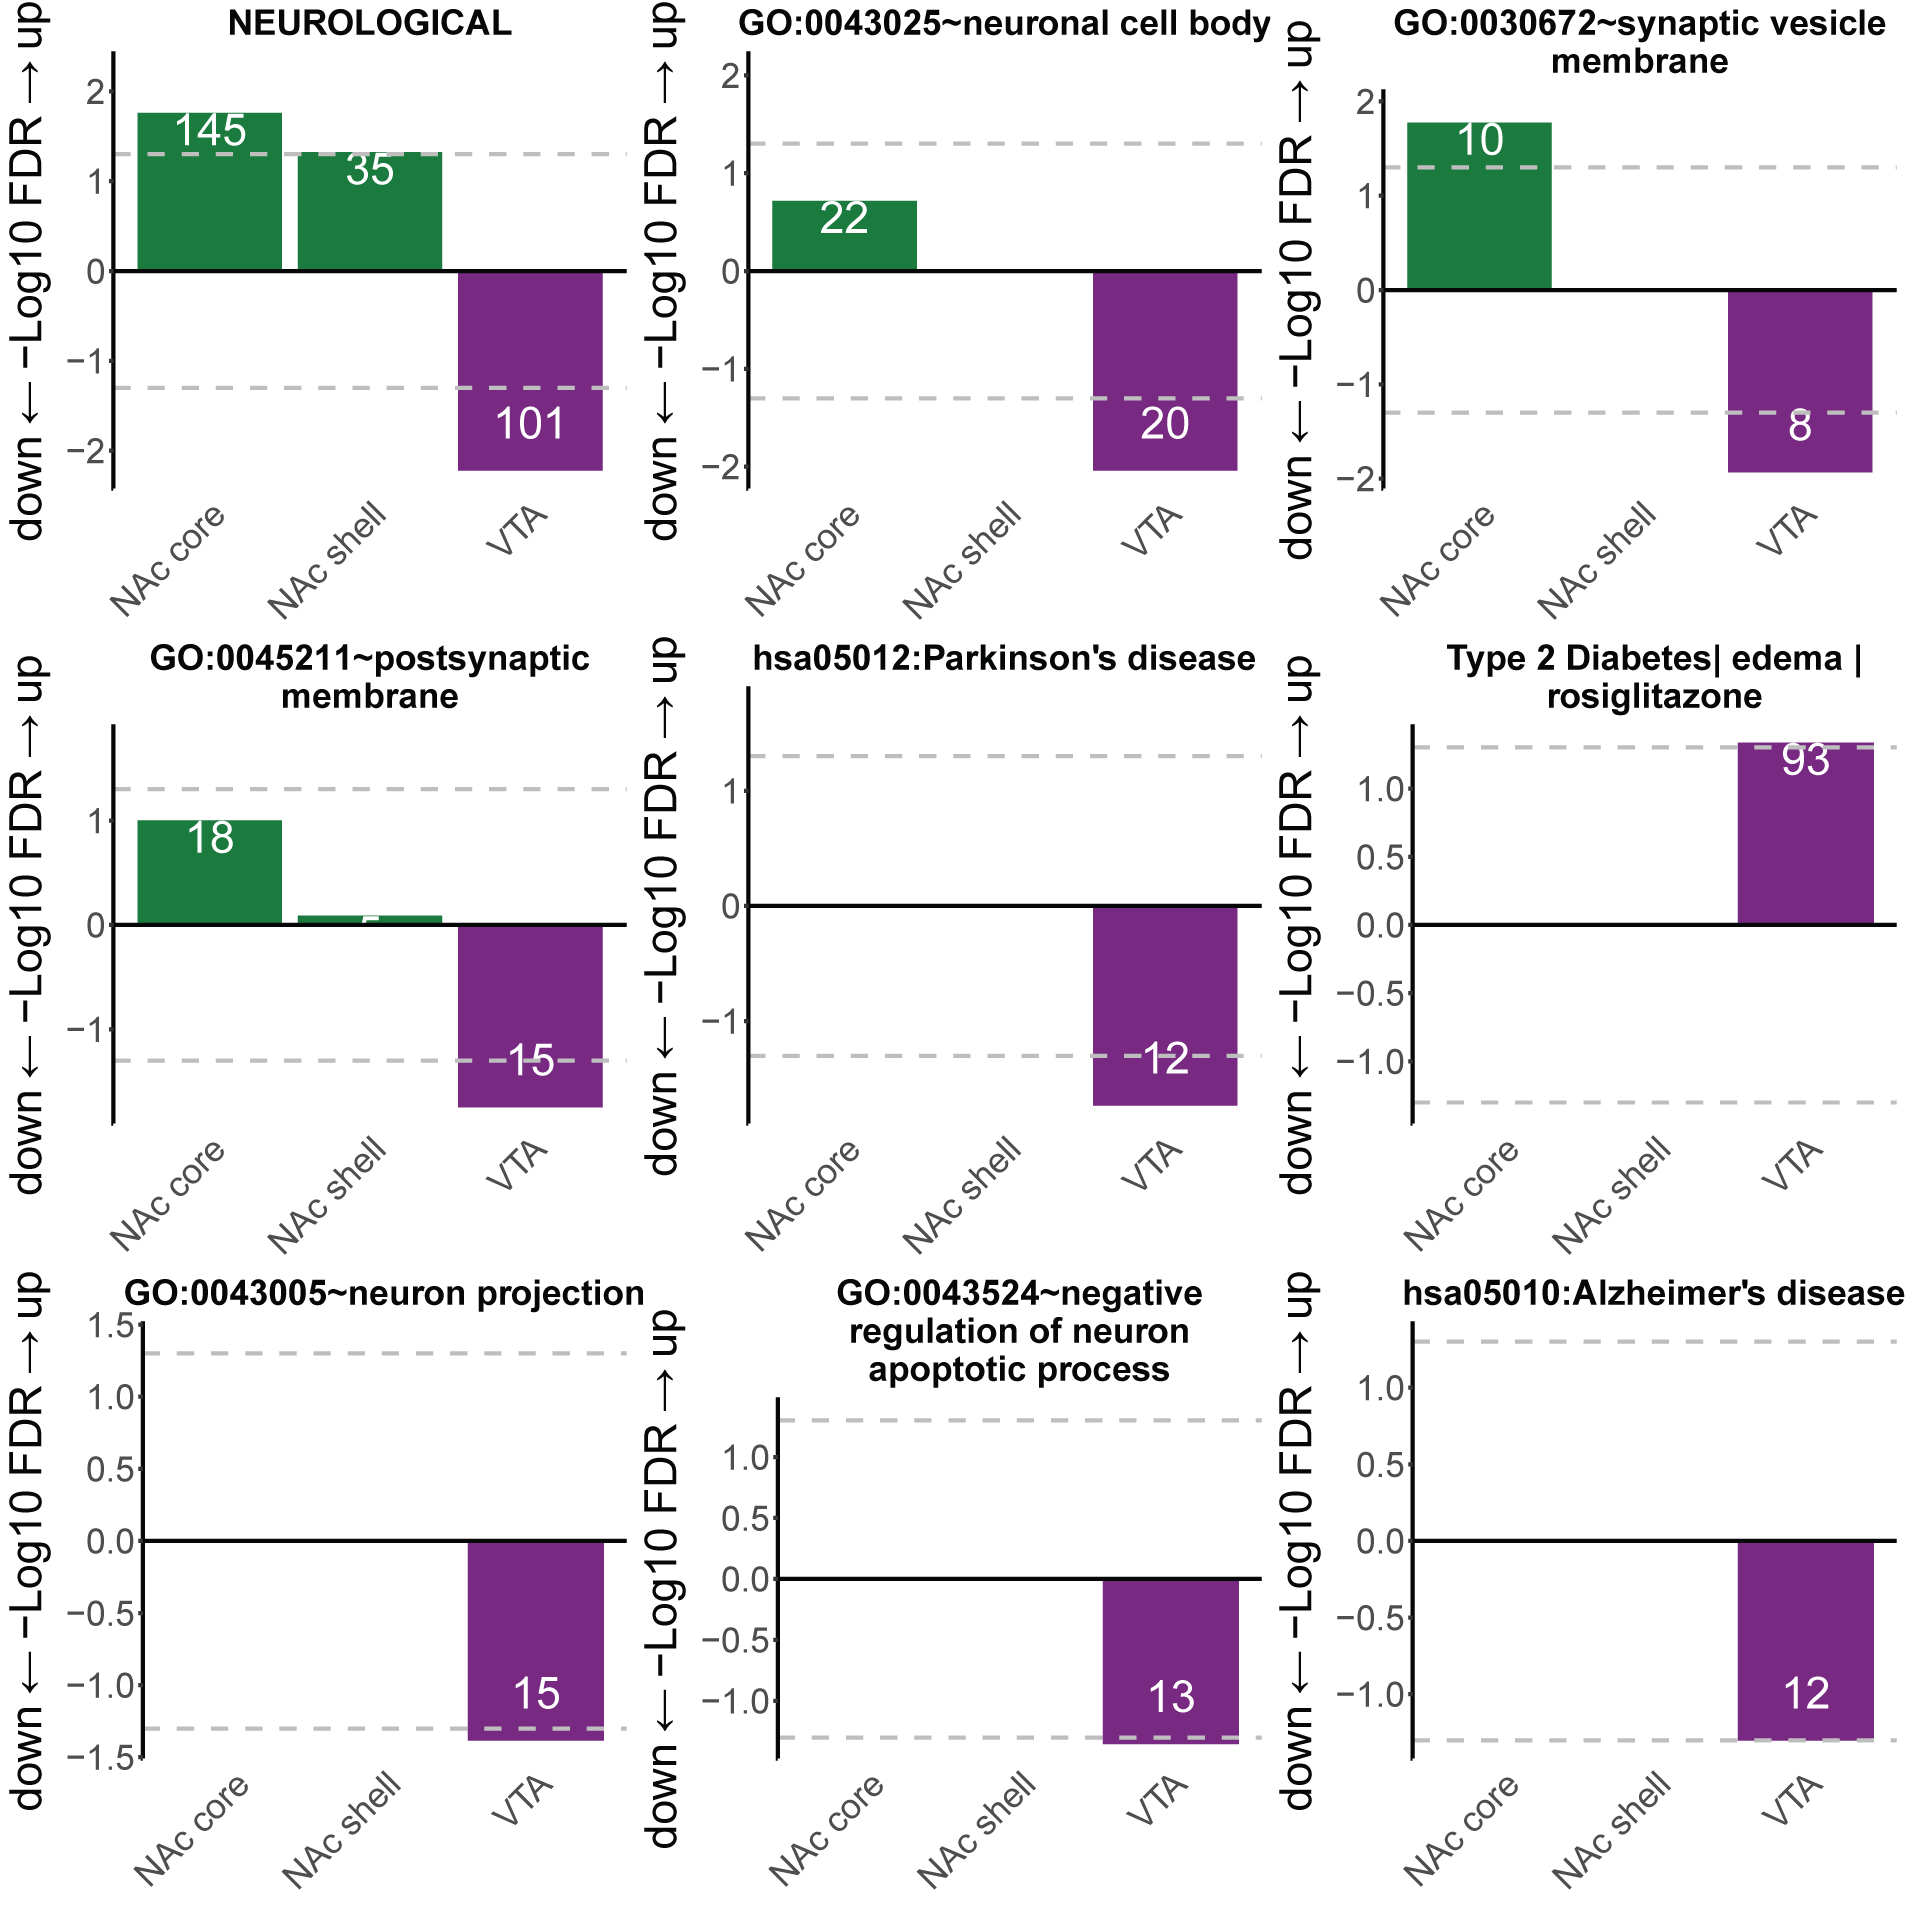

**Fig. S8 Extended DAVID gene set enrichment analysis of DE genes in each brain region for NIC self-administration.** Listed are for GAD diseases and disease classes, OMIM diseases, KEGG pathways and GO terms. FDR-significant gene sets include the number of class genes (inset in the bar).

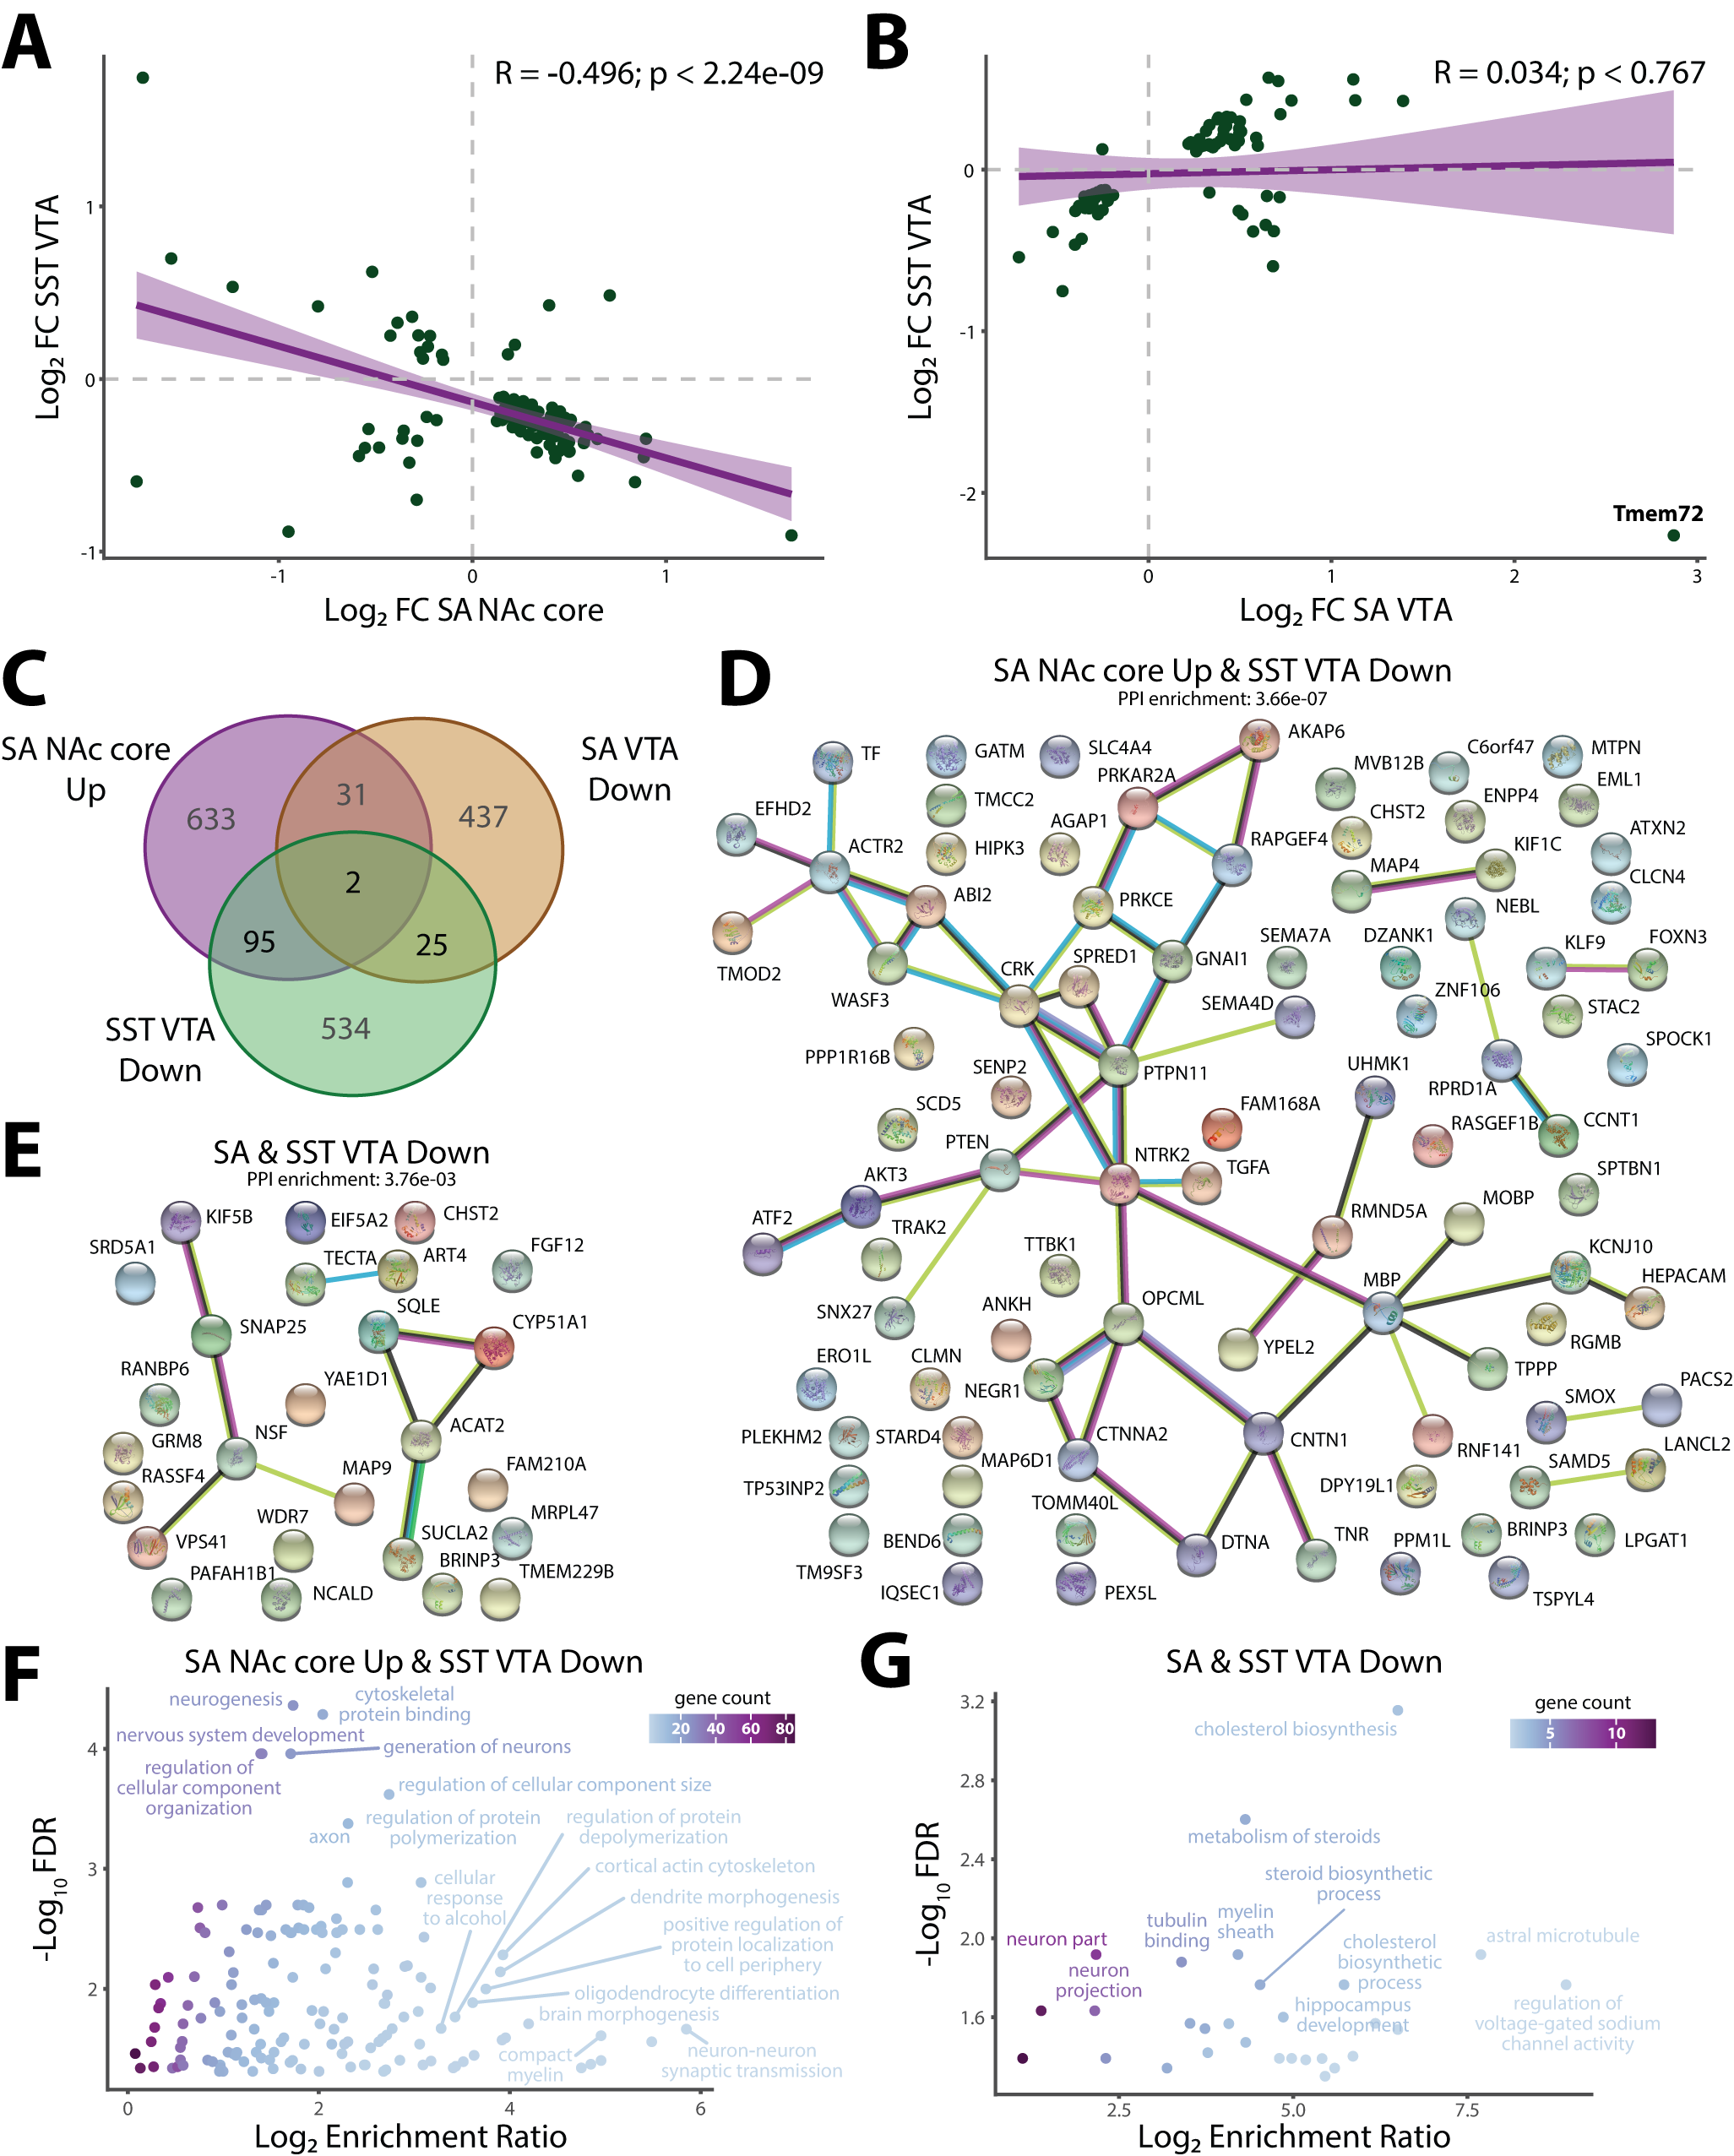

**Fig. S9 Comparison of differential expression (DE) of genes in regions enriched for addiction phenotypes between NIC sensitization (SST) and self-administration (SA)**. (**A**) Fold change (FC) comparison of genes with nominally significant (*p*<0.05) DE in the SST ventral tegmental area (VTA) and the SA NAc core (all from male rats). (**B**) FC comparison of genes with nominally significant (*p*<0.05) DE in the SST male VTA and the SA VTA. Note: excluding *Tmem72* (labeled), an expression outlier, gave a significantly positive correlation (R=0.66 and *p*<1.2×10^-10^). (**C**) Venn diagram of nominally significant (*p*<0.05) DE genes in directions/regions enriched for addiction phenotypes. Note: SST male VTA and SA VTA downregulated, as well as SA NAc core upregulated genes are most relevant to NIC addiction based on DAVID enrichment analyses (Figs. 3, 5, Fig. S6). (**D**) STRING analysis of the human orthologs of 97 genes with opposite DE direction in SA VTA (downregulated) and SA NAc core (upregulated). Number of nodes: 91, number of edges: 51, average node degree: 1.12, avg. local clustering coefficient: 0.333, expected number of edges: 23, PPI enrichment *p*<3.7×10^-7^. (**E**) STRING analysis of the human orthologs of 27 genes with concordant DE direction (downregulated) in SA VTA and SST male VTA. Number of nodes: 26, number of edges: 9, average node degree: 0.692, avg. local clustering coefficient: 0.321, expected number of edges: 3, PPI enrichment *p*<3.8×10^-3^. (**F, G**) Ontological enrichments from the STRING analysis in (**E**) and (**D**), respectively, colored by gene count in each term.

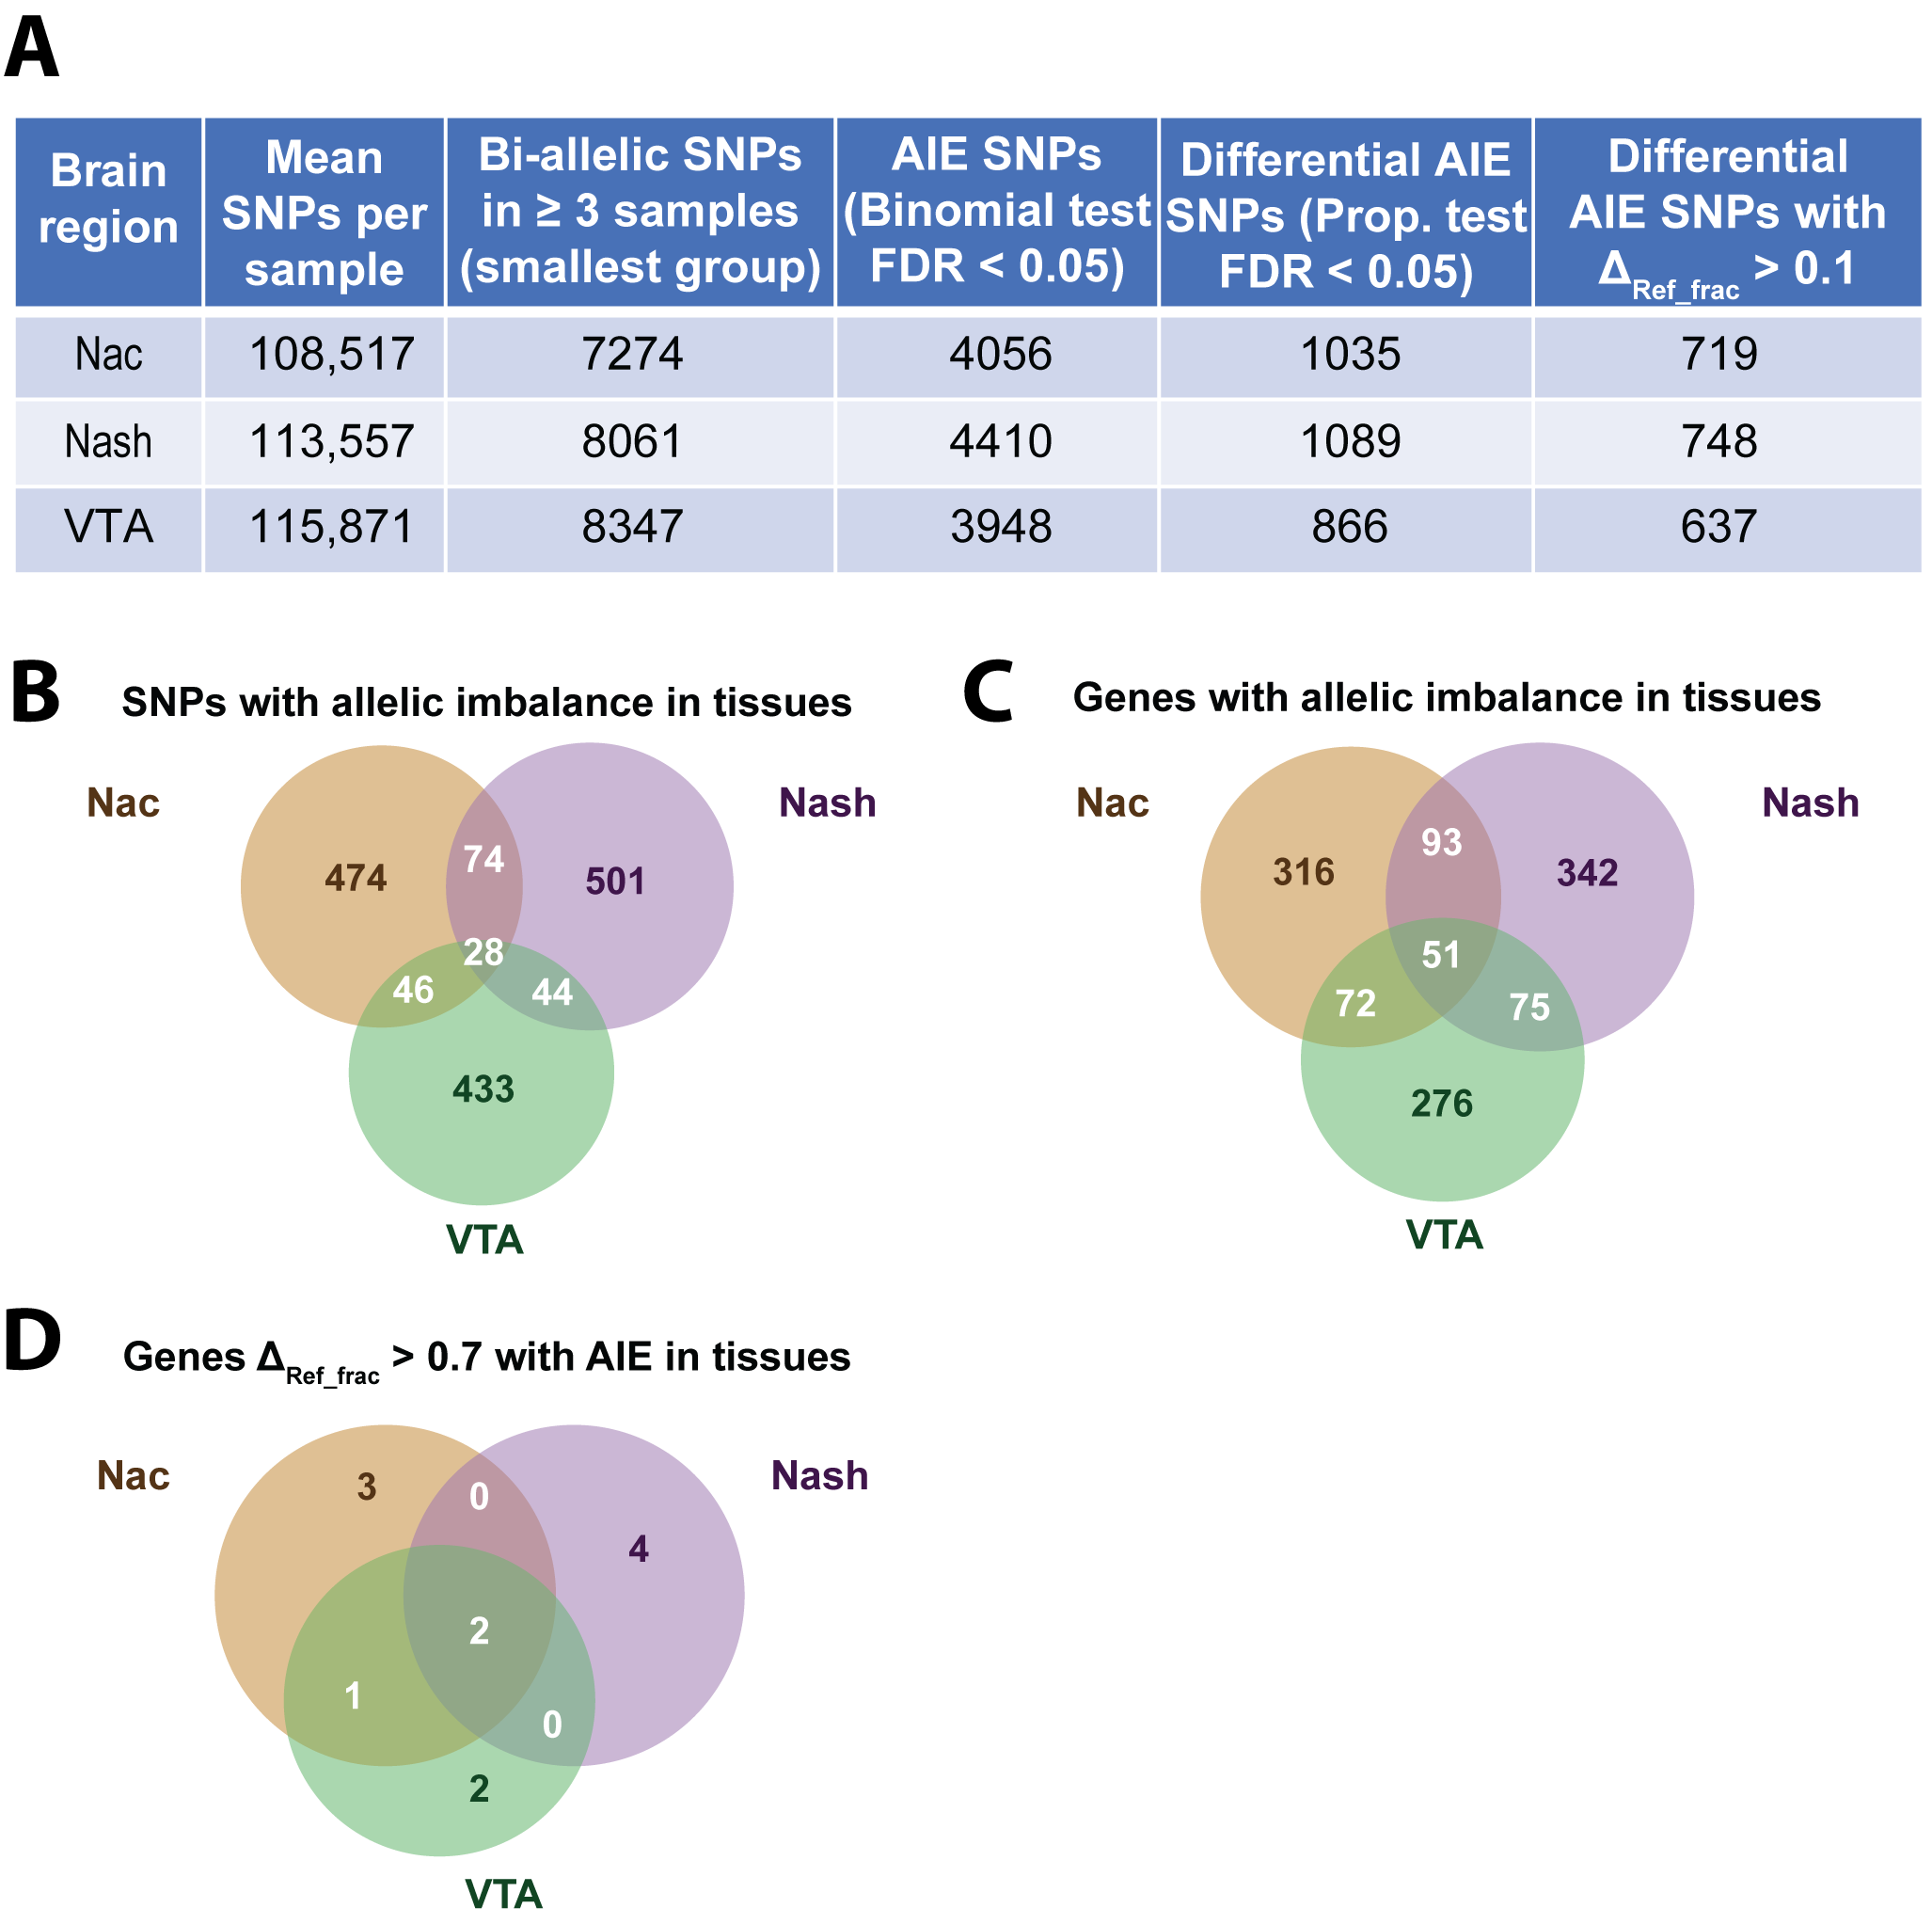

**Fig. S10 Allelic imbalance of expression (AIE) statistics in self-administration A subgroup (SA-inclined) and B subgroup (SA-disinclined) animals**. (**A**) Total number of AIE SNPs at different cut-offs in each brain region. (**B**) Venn diagram of AIE SNPs in each brain region. (**C**) Venn diagram of genes containing AIE SNPs in each brain region. (**D**) Genes containing AIE SNPs with a relatively large difference of AIE between subgroups A and B (Reference allele fraction difference between subgroups>0.7).

**Fig. S11 Allelic imbalance of expression (AIE) in genes with upregulated expression in NAc during self-administration (SA).** (**A**) RNA-seq read pileup plots of example loci (transcribed SNPs) showing AIE in each brain region. The sequencing reads of the Fischer-344 (F344) allele are in green and those from the Brown Norway (BN) allele are in purple. Upper row depicts AIE of A subgroup (SA inclined), middle row depicts AIE of B subgroup (SA disinclined), and lower row depicts the normalized gene expression (mean RNA-seq read count) in A and B subgroups (shown in brown). (**B**) STRING analysis of human orthologs of the 22 genes with AIE and DE combined in the NAc core; with decreasing reference allele fraction in subgroup A and upregulated expression during SA (*p*<0.05). Number of nodes: 22, number of edges: 5, average node degree: 0.455, avg. local clustering coefficient: 0.364, expected number of edges: 1, PPI enrichment *p*<6.0×10^-3^. (**C**) Gene ontological enrichments from the STRING analysis in (**B**) colored by gene count in each term. X-axis indicates the Log2 enrichment ratio and Y-axis indicates the -Log10 FDR.

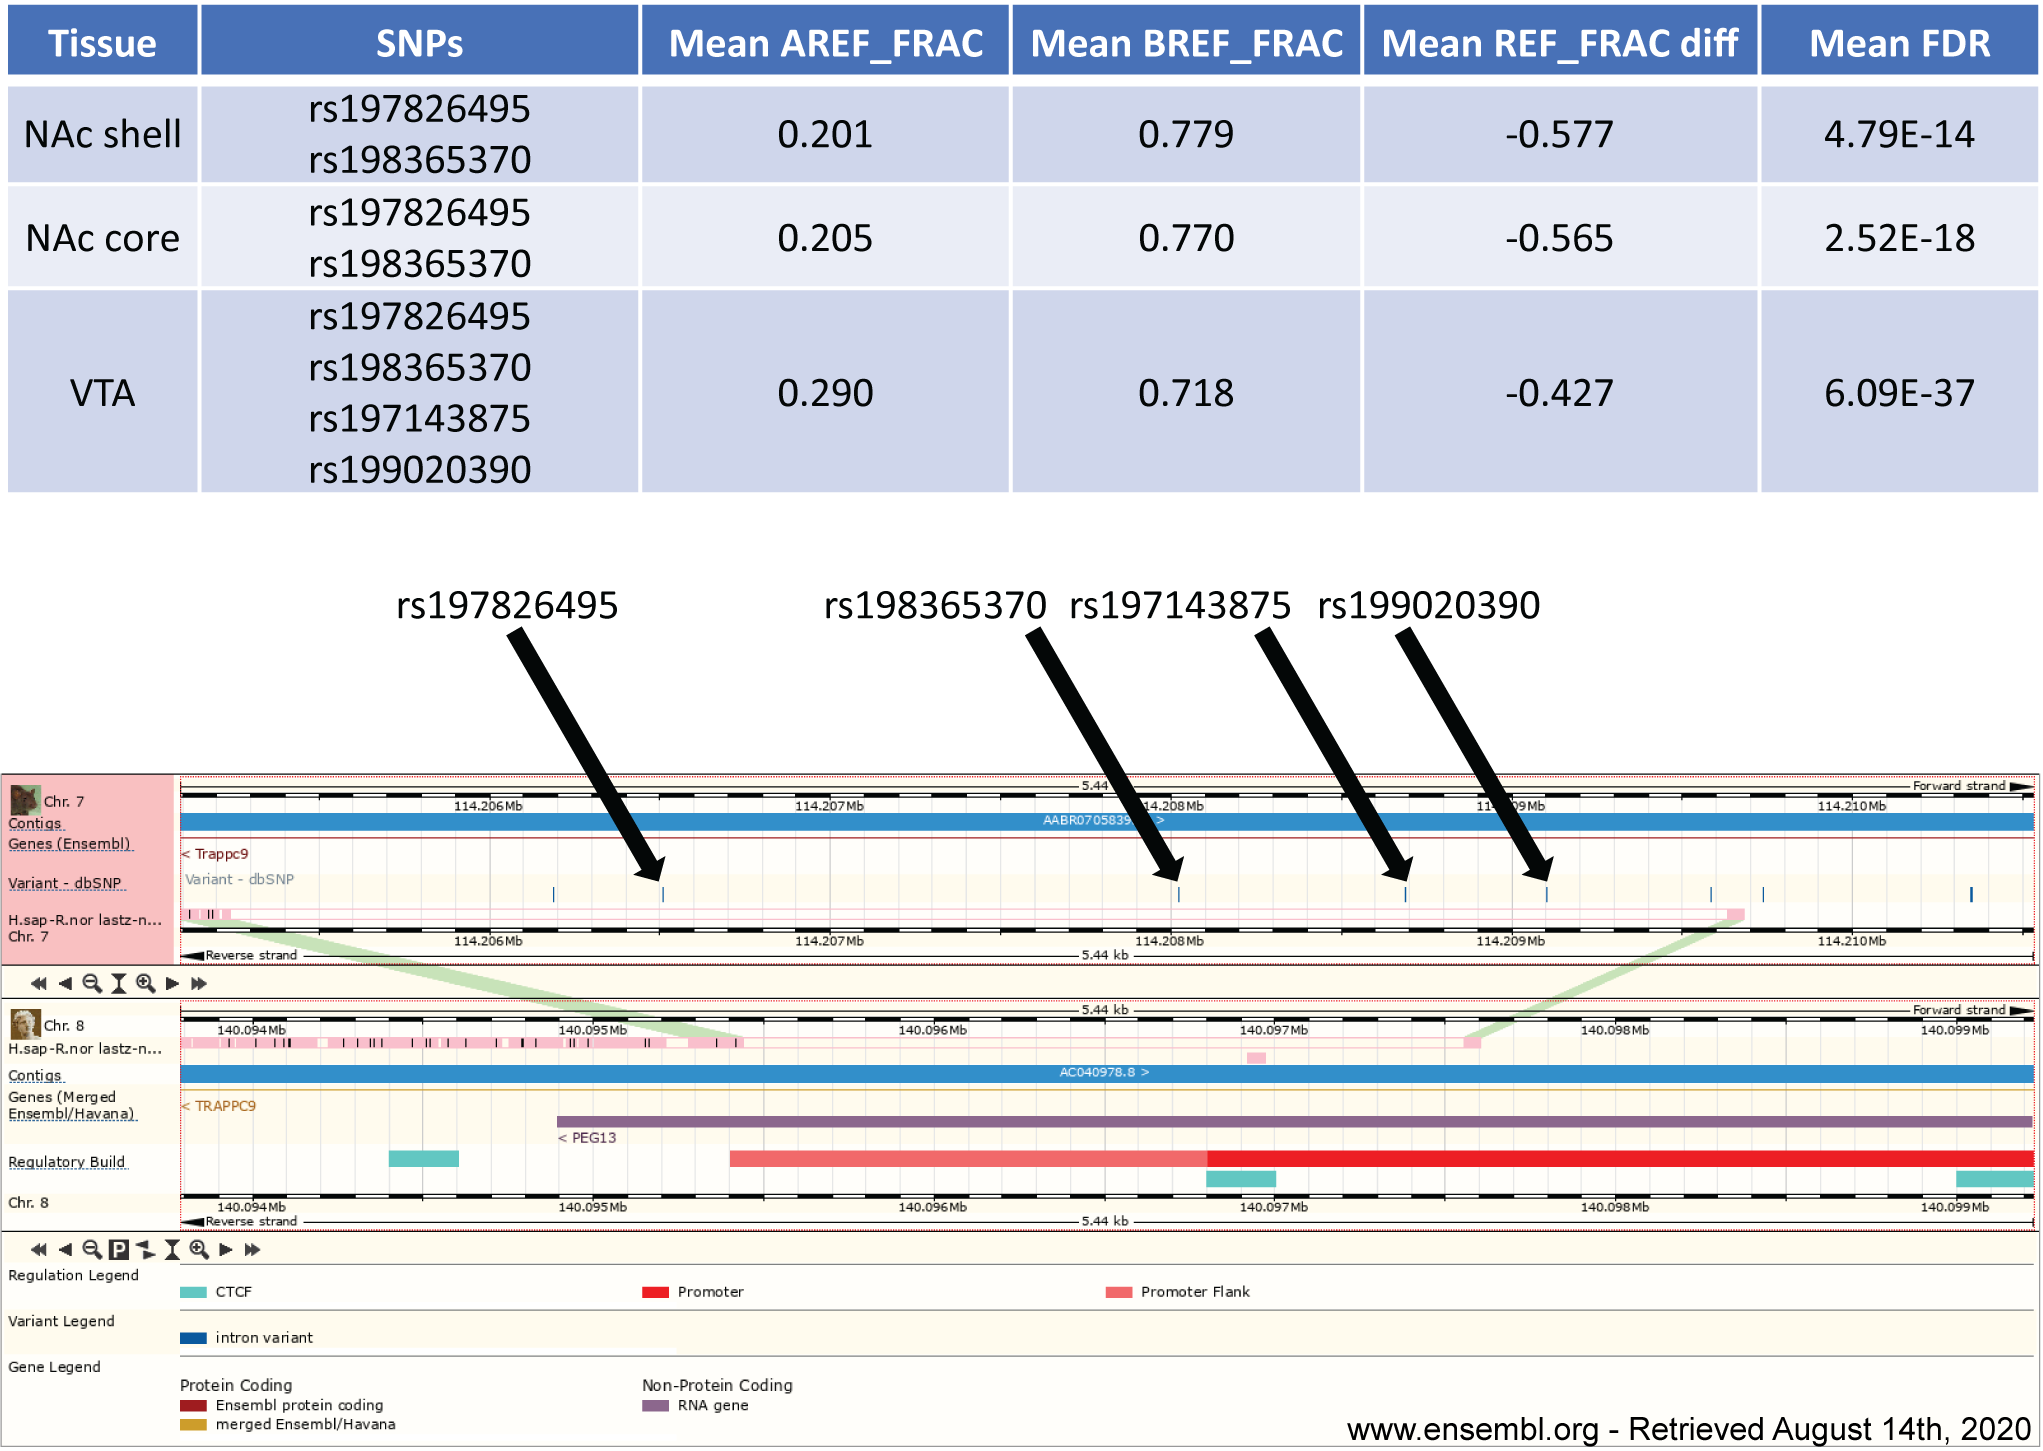

**Fig. S12** **Intronic allelic imbalance of expression (AIE) SNPs in *Trappc9*, aligned to putative site of *paternally expressed gene 13* (*PEG13*) rat ortholog**. Four transcribed SNPs showing strong AIE (upper table) in the intronic region of *Trappc9* identified in a rat (Rnor_6.0) to human (GRCh38.p13) LASTz alignment (lower; light pink), via ensemble.org. Rat *Trappc9* intron is shown in maroon in the rat genome, Human *PEG13* and *TRAPPC9* are shown in purple and yellow, respectively, on the human genome.

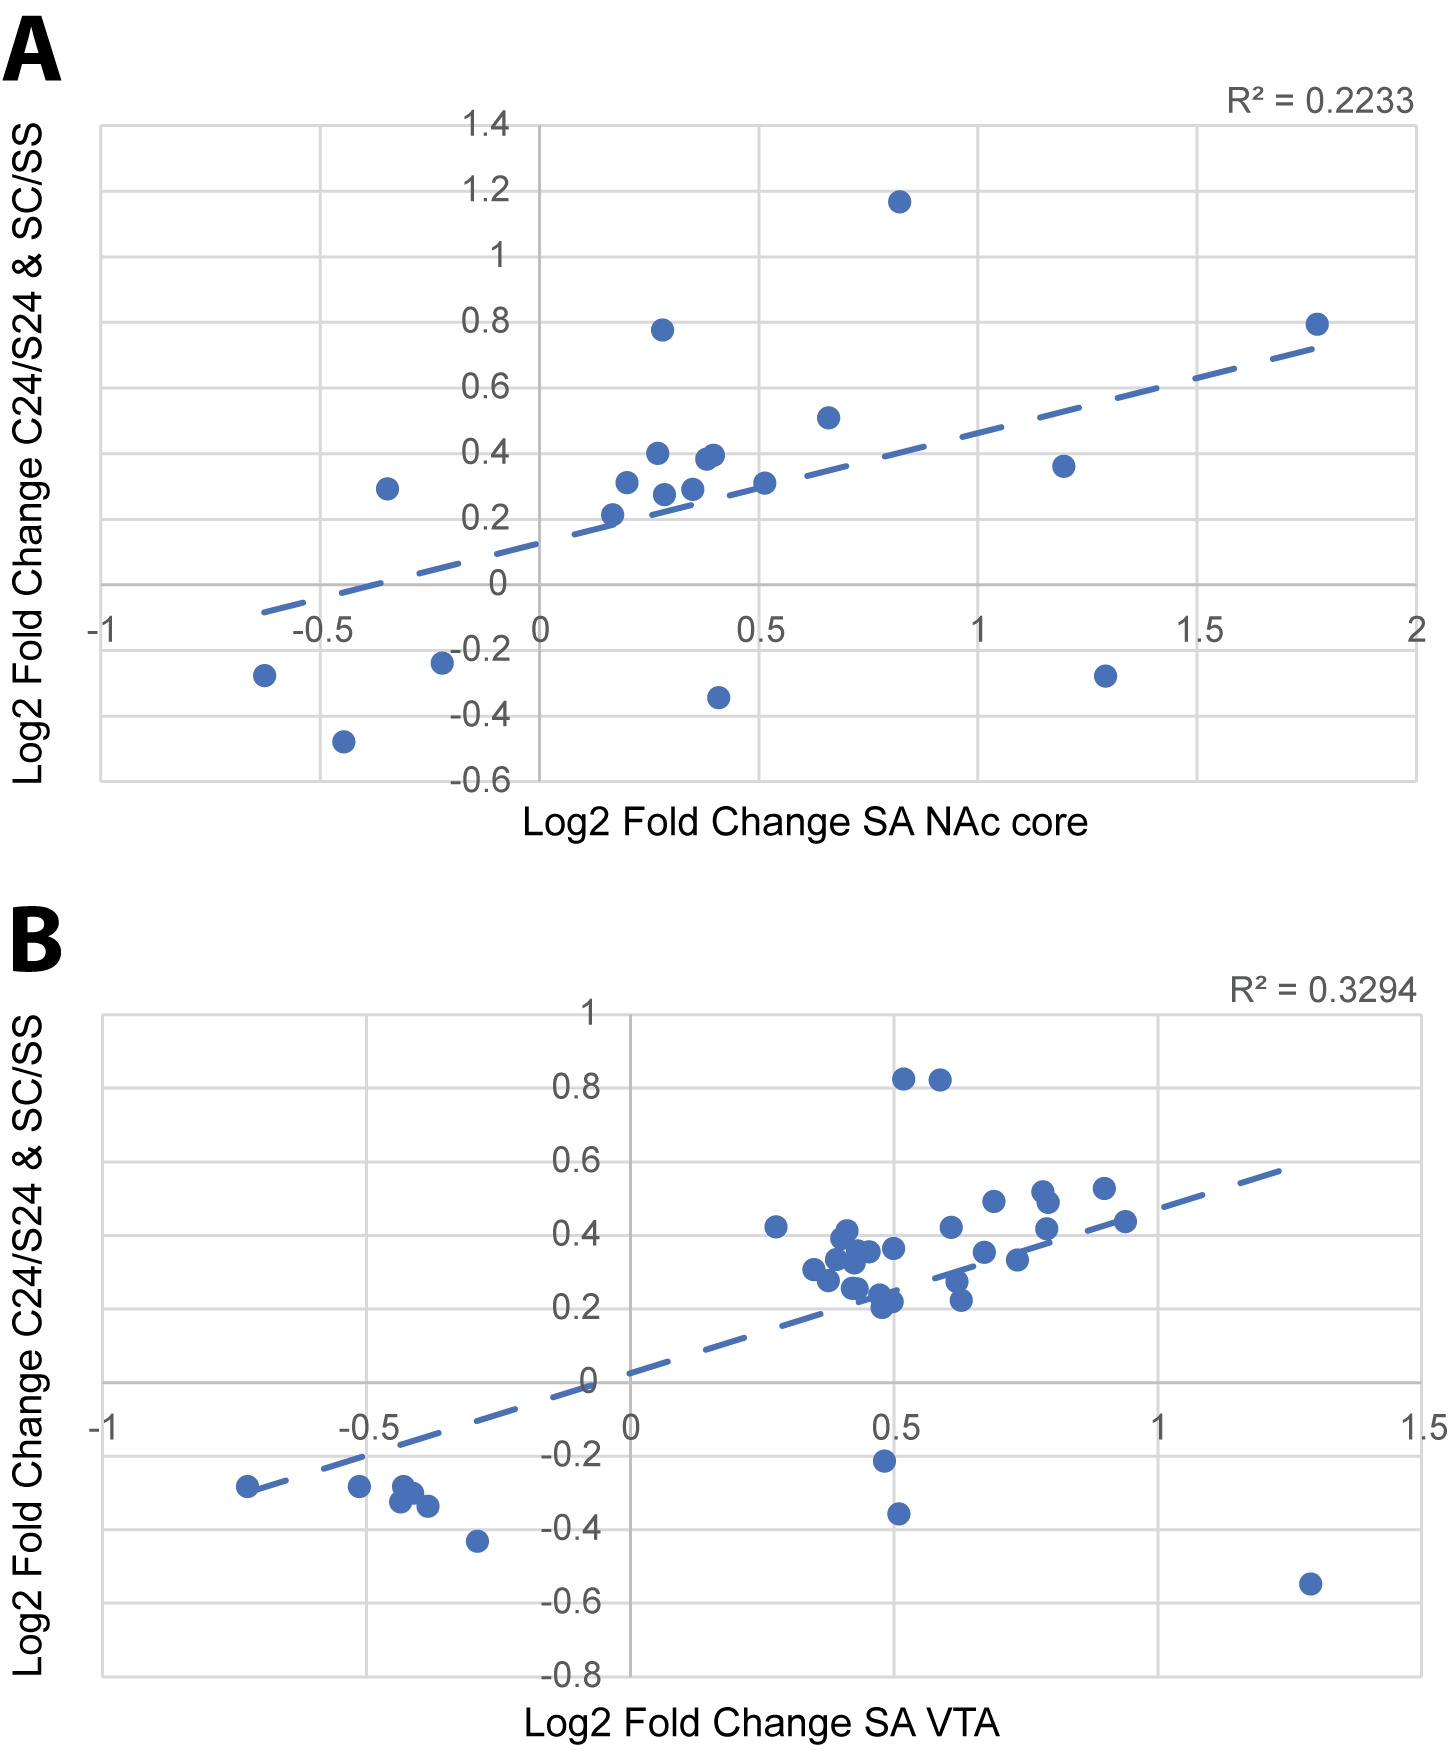

**Fig. S13** **Correlation between self-administration (SA) gene differential expression (DE) and cocaine addiction gene DE in Walker et al 2018**. (**A**) DE of SA nucleus accumbens (NAc) core genes that are also significantly DE in cocaine SA + 24-hour withdrawal (C24) vs saline SA + 24-hour withdrawal (S24) and saline SA + 30-day withdrawal + cocaine exposure (SC) vs saline SA + 30-day withdrawal + saline exposure (SS). (**B**) DE of SA ventral tegmental area (VTA) genes that are also significantly DE in C24 vs S24 and SC vs SS.

**Supplementary Tables (Only titles are listed here; Tables are provided as DataSets)**

Table S1. Genes differentially expressed in male sensitized rats.

Table S2. Genes differentially expressed in female sensitized rats.

Table S3. Top-ranking sensitization (SST) VTA and self-administration (SA) NAc core DE genes associated with smoking GWAS phenotypes

Table S4. Overlapping genes associated with NIC SST between male and female VTA.

Table S5. Genes differentially expressed in self-administration inclined rats.

Table S6. Overlapping genes between SA NAc core and SST VTA.

Table S7. Overlapping genes between SA VTA and SST VTA males.

Table S8. STRING Protein Enrichment of 27 Gene Overlap Between SA VTA down and SST VTA down.

Table S9. STRING Protein Enrichment of 97 Gene Overlap Between SA Nac core up and SST VTA down.

Table S10. Allelic Imbalance of expression SNPs showing a parental effect.

Table S11. Allelic Imbalance of expression genes showing a parental effect.

Table S12. Literature search of 22 gene overlap between SA NAc core up and AIE NAc core decreasing ref fraction.

Table S13. STRING protein enrichment of 22 gene overlap between SA NAc core up and AIE NAc core decreasing ref fraction.

How the deposited data were processed for this re-analysis (not part of the article)

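RNA from VTA, NAc core and NAc shell of 32 F1 rats, 16 per sex, was sequenced for the SST experiment. The authors trimmed the paired-end reads with fastp, quantified them with salmon on Rnor version 6, collapsed transcripts to genes with tximport and deposited estimated counts per gene and library as whole numbers, without normalization. How the estimates became whole numbers, and which genes were left out of the deposited table, is not stated in the paper. The table holds 17637 genes and 96 libraries, all of which have sample labels that give region, sex, treatment and prep batch (0 columns without labels). Tissue, sex, treatment and animal were taken from the labels, and the library names in Fig. S2 gave the 94 libraries used. The 2 libraries not shown there were used only where all mapped libraries are named: female NAc core nicotine 1 was added, and the counts of male VTA saline 5 R1 were summed with those of R2. R1 and R2 differed by a chi-square per degree of freedom of 3.05, against 9.41 to 38.6 for 27 pairs of libraries from different animals.

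Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and figures were drawn in Python 3.11.15. Genes with a count over 10 after division by size factors in at least 3 of the 94 libraries were tested, 16879 in all; this is the wording of the paper's own criterion, with which the paper counts fewer genes, so the tested set is not the paper's. Each of the 6 comparisons of NIC with SAL used the libraries of 1 sex and region, TMM normalization, edgeR's quasi-likelihood fit and test, and no covariate. Genes were counted at an unadjusted p under 0.05, the paper's threshold, and at a Benjamini-Hochberg adjusted p under 0.05. CPM are counts scaled to a common library total with the TMM factors, and errors beside them are SD over rats. Single genes also have a two-sided exact permutation test on log2 CPM over all assignments of the rats to the groups. Correlations of log2 fold changes are across genes, which are not independent, and were compared with 100 random splits of the rats within each sex (40 for differences between sexes and regions) in place of a p. Sex was tested within each region with treatment as a term, the interaction of sex and treatment over all VTA libraries, and region in a fit of 12 groups with and without the animal as a block. Principal components used the 500 genes of highest variance after DESeq2's variance stabilizing transformation.

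The comparisons, their tests, the alternatives and the rule for naming genes were set before the data were examined; 2 alternatives were added afterwards, a count filter within each comparison and, for the correlations and overlaps between males and females, fold changes from all 12 groups in one fit. By that rule the text names the genes the paper's text gives for SST, those of Fig. S2, those of Table S3 for SST in VTA, marker genes, and the 3 genes with the smallest p in each comparison; the GWAS genes of Table S4 and the genes shown for single libraries were named after their values were seen. Marker lists, written in the same step, covered oligodendrocyte, dopaminergic neuron, cholinergic neuron, striatal projection neuron, cortical projection neuron, astrocyte, microglia, endothelial, choroid plexus, meningeal fibroblast, ependymal, hypothalamic, serotonergic neuron, red blood cell and Y-linked genes. They were tested with camera at a correlation of 0.01, with fry and with camera at an estimated correlation. The alternatives were DESeq2's size factors, DESeq2's own test, no count filter, a normalized count of at least 10 in every library, all mapped libraries, all 12 groups in one fit, the prep batch or 1 surrogate variable as a covariate, rank correlation, and leaving out each library in turn. A correction for gene length and GC content was set but not run, since a length could be found by symbol for 41.8% of the tested genes only.

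Totals per library lay between 15868529 and 27736905 counts, and changes of genes under 1 CPM rest on few reads. The test was tested on simulated counts: with 200 changed genes, DESeq2 recovered 78.5% at an adjusted p under 0.05 with 18 false calls, against 71.5% and 4 false calls for edgeR, and opposite changes simulated in a further draw returned r = -0.946 across the changed genes. These counts were modelled on female VTA without prep batches. Their changes lay in genes over 1 CPM and were larger than the median change of genes with an unadjusted p under 0.05. With no gene changed, 855 genes had an unadjusted p under 0.05 and 0 an adjusted one. Whether libraries with 1 animal number come from 1 animal was checked on genes centred within groups: the median correlation of NAc core and shell libraries was 0.195 for the same number and -0.0232 for other numbers, and for VTA with NAc core 0.0887 and -0.0157. The reads themselves, the SA libraries, DAVID, MAGMA and STRING analyses and qPCR values were not analysed here. Gene symbols and chromosomes come from the paper's tables, so genes that no table lists have an identifier only.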

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

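The tests of single libraries, and those of prep batch and of the count floor, were chosen only after the result was seen. Outlying libraries were sought by Dixon's ratio in 60 groups of total counts, first principal components and counts of named genes, and 7 were found where chance gives 3.

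Female NAc core nicotine 1, which the paper does not show, had 329 CPM of Th and 382 of Slc6a3, genes of dopaminergic neurons that reach at most 3.90 and 0.921 in the other NAc core libraries. Of 293 genes that differ at least 4-fold between the regions, 282 (96.2%) lay inside the range of the 31 VTA libraries and 13 (4.44%) inside that of NAc core. A total count of 19881407, inside the 15868529 to 21434270 of the other female NAc core libraries, argues against library size. A mixture of VTA and NAc core tissue is argued against by the level of the genes higher in VTA, at 0.945 of the VTA mean at the median, and by the genes higher in NAc core, at 0.113 of the NAc core mean where VTA itself has 0.149. What stays open is that the library may hold VTA tissue under a NAc core label, and no biological explanation was tested.

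Female VTA nicotine 2 lay at 8.30 on the first principal component, where the others of its group lay from 23.8 to 36.8. It had 17.9 CPM of Th and 22.6 of Slc6a3 (at least 316 and 402 in the other VTA libraries) and 2554 of Ttr, a choroid plexus gene (at most 857). Genes higher in VTA than in NAc core were lower than in the other VTA libraries by a median log2 ratio of -0.854, where the next lowest library had -0.510, so a dissection that took in tissue beside the VTA is a candidate explanation. Its total of 23547790, above the 16066218 to 21548606 of the other female VTA libraries, argues against a lack of counts. Without it 1267 genes had an unadjusted p under 0.05 in female VTA, against 1559 with it. No biological explanation was tested for this library.

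Single libraries also stood apart in genes with few counts. Slc18a3 reached 3.73 CPM in female VTA saline 9 (next, 1.48) and 1.96 in male VTA nicotine 11 (next, 0.985), and without these libraries its log2 fold change was 1.81 in females and -1.75 in males. Tmem72 reached 27.3 in male VTA saline 1 (next, 4.51), 3.40 in male VTA nicotine 11 (next, 1.11) and 23.1 in female VTA saline 16 (next, 4.20). Without male saline 1 the log2 fold change of Tmem72 in males was -0.60, and without male nicotine 11 it was -2.71, against -2.26. Armcx3, at 84.4 CPM in female VTA saline 15 (next, 74.6), was well above the count floor. Tmem72 is on the choroid plexus list and Slc18a3 on the cholinergic neuron list, neither of which passed in either VTA comparison. No explanation was tested for these libraries, and total counts showed no outlier in any of the 12 groups.

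The interaction of sex and treatment in VTA differed from 0 for 7 of the 9 genes that the paper's text names, adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. The change in females minus that in males was -0.46 for Klhdc8b (q = 0.00338 from edgeR), 0.49 for Ctnna2 (q = 5.9e-04, edgeR), 2.77 for Slc18a3 (q = 0.00827, edgeR), 0.75 for LOC100910130 (q = 0.00597, edgeR), 0.38 for Atp2b3 (q = 0.00545, edgeR), 0.35 for Armcx4 (q = 0.00345, edgeR) and 0.28 for Armcx3 (q = 0.00545, edgeR). Fbxl17 (0.27) and Tmem72 (2.36) did not pass, and over all genes no adjusted p was below 0.350 for any of the 9.

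The opposite changes across all genes, with a rho of -0.190 between male and female VTA, were used to weigh explanations for these differences. The count floor as the whole cause is argued against, since rho was -0.258 among genes with at least 10 counts in every library. The mixture of cells in the dissected tissue is not decided: with scores of 3 marker lists as covariates rho was -0.0689, but the genes of these lists are named only by the paper's tables of changed genes, so the scores may carry the treatment itself. Prep batch cannot be told apart from treatment: with the batch as a covariate rho was 0.0541, but that fit rests on the few batches with both treatments. Total counts of NIC over SAL had a ratio of 0.950 in male and 1.09 in female VTA, and with the log2 total count as a covariate rho was -0.0853, which does not decide, since totals may themselves follow the batches. The check of gene length is void, since 41.8% of the tested genes have a length where 80% were required; over these 7054 genes, named by the paper's tables of changed genes, rho was -0.310, and -0.322 to -0.270 within 5 groups of genes of similar length. An axis of variation among SAL rats also stays open, as the male changes followed the first component of the female SAL libraries with a rho of 0.174 in size, and the female changes that of the male SAL libraries with 0.286, against 0.190 between the changes themselves, though the 2 components had a rho of only 0.0353 in size with each other. Chance in how rats fell into the groups stays open too, as 17 of 100 splits of the rats, the real one included, gave a rho as large. A biological difference between the sexes in the response to NIC is among the open explanations, and the design gives no test that separates it from these.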

How the results depend on the processing

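Counts at an unadjusted p under 0.05 stayed within 1.5 times those reported under DESeq2's size factors, DESeq2, both count filters, 1 surrogate variable and all mapped libraries in all 6 comparisons. The widest changes came with the prep batch covariate. It gave 2013 genes in male NAc shell against 415, 295 in female VTA against 1559 and 629 in female NAc shell against 1709. With this covariate male VTA (763), male NAc core (1956) and female NAc core (774) stayed within 1.5 times. With all 12 groups in one fit male NAc shell had 743 genes. That the batch covariate leaves few libraries to carry the NIC effect follows from its construction; otherwise the cause was not tested.

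At an adjusted p under 0.05 the count was 0 in each comparison. With DESeq2 it was 0 in male VTA, 4 in male NAc core, 2 in male NAc shell, 4 in female VTA, 3 in female NAc core and 9 in female NAc shell. The 12 groups in one fit gave 1 in male VTA, 6 in female VTA and 2 in female NAc shell, the prep batch covariate 1 in male NAc core, and 1 surrogate variable 1 in female NAc shell. Tested on simulated counts, DESeq2 made 18 false calls where edgeR made 4.

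Leaving out 1 library at a time gave from 676 (without male saline 2) to 1554 (without male saline 4) genes in male VTA, from 1046 (without male nicotine 9) to 1995 in male NAc core, and from 299 to 831 (without male saline 1; 636 without male nicotine 14) in male NAc shell. In females the ranges were 1115 to 2071 in VTA, 868 to 1341 in NAc core and 1192 to 2503 in NAc shell. At an adjusted p under 0.05, these fits gave 0 to 1 gene in female NAc core (1 without female saline 12) and 0 to 3 in female NAc shell (3 without female nicotine 7).

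The correlation of all genes between male and female VTA was -0.042, and with at least 10 counts in every library -0.299, over fewer genes, those with low counts left out. Over the fits without 1 library it lay between -0.0937 and 0.0227. In NAc shell it was -0.188, with the prep batch covariate -0.0489, and without 1 library -0.210 to -0.136; in NAc core the range was -0.00884 to 0.0534.

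For genes with an unadjusted p under 0.05 in both male and female VTA, r was -0.063 (jackknife standard error 1.72, too wide for a correlation to judge any setting by). It was -0.0630 with DESeq2's size factors, -0.0324 with DESeq2, -0.163 without a count filter, -0.530 with at least 10 counts in every library, -0.883 with the prep batch covariate, 0.152 with 1 surrogate variable and -0.0454 over all mapped libraries, and rho was -0.726. Of the alternatives added after seeing the data, the filter within each comparison gave -0.582 and the 12 groups in one fit -0.866. Leaving out 1 library moved it from -0.748 (without male saline 1) to 0.435 (without male nicotine 16). Without the 6 genes under 1 CPM, r was -0.640 over 87 genes, so that these few genes moved it more than most settings did.

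The number of genes in both VTA lists, 93, became 14 with the prep batch covariate, 177 with 1 surrogate variable and, in the alternative added after seeing the data, 140 with 12 groups in one fit. It ranged from 53 (without male saline 6) to 139 (without female nicotine 3) over the fits that each left out 1 library, with 57 without male nicotine 12, 58 without male saline 2 and 60 without female nicotine 8. The 29 genes lower in males and higher in females became 5 with the prep batch covariate and 55 with 1 surrogate variable, and ranged from 16 (without male saline 2) to 51 (without female nicotine 3), with 17 without male saline 1, female saline 14 or female nicotine 8, 18 without female saline 9 and 45 without female saline 13. Of the X-linked share, 10.7%, the alternatives gave 8.57% with DESeq2 and 7.41% with 1 surrogate variable. The cause of these shifts was not tested.

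With the prep batch as a covariate the correlation of male VTA with female NAc shell took the other sign (0.910 against -0.215), as did that of SST in male VTA with the paper's SA values in NAc core (0.363 against -0.511); the cause was not tested. Leaving out 1 library moved the first from -0.449 to 0.401 (without male saline 4), the second from -0.651 to -0.211, and the correlation with SA in VTA, 0.447, from -0.290 (without male saline 6) to 0.763 (without male saline 7). Genes with an interaction of sex and treatment at an unadjusted p under 0.05 fell from 1853 to 462 with the prep batch covariate, and DESeq2 gave 1 at an adjusted p under 0.05. Differences between the sexes in VTA rose from 393 to 768 genes with DESeq2 and stayed within 1.5 times in NAc core and shell. Between VTA and NAc core 13685 (all mapped libraries) to 13784 (DESeq2) genes differed, and the count of Fig. S2 genes was 12 under DESeq2, DESeq2's size factors, the animal as a block and all mapped libraries. Marker lists, of genes named by the paper's tables of changed genes, gave 12 calls with camera's preset correlation, 8 with the prep batch covariate, 0 with fry, 0 with an estimated correlation, and 10 to 18 in the fits without 1 library.

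For 35 single genes in a comparison, 225 values under other settings left 193 with the same direction and side of the threshold, 25 weaker, 5 stronger and 2 reversed (with the prep batch covariate alone, 18 the same, 16 weaker and 1 reversed), the reversed ones Fbxl17 in female VTA with 1 surrogate variable (0.0303) and Armcx4 in male VTA with the prep batch covariate (0.0753). In 545 fits that left out 1 library, 489 were the same, 43 weaker, 6 stronger and 7 reversed, the latter all Fbxl17 in female VTA, whose change of -0.01 ranged from -0.0517 to 0.0511. LOC100910130 in male VTA no longer had an unadjusted p under 0.05 over all mapped libraries (-0.37). The correction for gene length and GC content was not run. Depth limits the genes under 1 CPM, which make up most of the changes beyond 2-fold.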

Differences from the paper's values

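Across all genes the paper gives R = -0.25 for male and female VTA, where r was -0.042 here. Of the alternatives set before the data were examined, a count of at least 10 in every library (-0.299) and Spearman's rho (-0.190) came within the paper's value by the criterion used, a ratio of at most 1.5 and a gap within the jackknife error; DESeq2's size factors (-0.0416), DESeq2 (-0.0350), no count filter (-0.0328), the prep batch covariate (0.0278), 1 surrogate variable (-0.0777) and all mapped libraries (-0.0371) did not.

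For NAc core, Fig. S6 shows R of about 0.003, read by eye, where r was 0.025 here. The jackknife standard error of r was 0.096, wider than this gap, so no setting can be said to close it. The value was 0.0025 with DESeq2, 0.0249 with DESeq2's size factors and 0.0253 with no count filter. It was 0.0575 with at least 10 counts in every library, -0.0305 with the prep batch covariate and 0.0747 with 1 surrogate variable. Over all mapped libraries, with the VTA-like female NAc core nicotine 1 included, it was 0.0652, and Spearman's rho was -0.0055.

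For genes that passed in both male and female VTA, the paper gives R = -0.88 over 115 genes, where r was -0.063 over 93 genes here. The jackknife standard error of r was 1.72, too wide for a correlation to judge any setting by, so it does not decide what explains the gap. By number alone, Spearman's rho (-0.726) and the prep batch covariate (-0.883) came within the paper's value. The latter covered 14 genes, 50% of them opposite, with a rho of -0.253. Leaving out the 6 genes under 1 CPM, a test chosen after the result was seen, also came within it (-0.640 over 87 genes). DESeq2's size factors (-0.0630), DESeq2 (-0.0324) and no count filter (-0.163) did not. Nor did at least 10 counts in every library (-0.530), 1 surrogate variable (0.152) and all mapped libraries (-0.0454). Fold changes from all 12 groups in one fit gave -0.866, an alternative chosen after seeing the values. Over the genes of the paper's Table S4 the fold changes found here gave -0.879, but that list was chosen on these samples.

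For SST and SA in VTA with Tmem72 included, Fig. S9B shows R of about 0.034, read by eye, where r was 0.447 here. The jackknife standard error of r was 1.00, too wide for a correlation to judge any setting by, so it does not decide what explains the gap. The prep batch covariate (0.0279) came within the paper's value only in number. It covered 95 genes that do not hold Tmem72, with a rho of 0.852. DESeq2 (-0.0994), 1 surrogate variable (0.510), all mapped libraries (0.480), leaving out Tmem72 (0.859) and Spearman's rho (0.667) did not.

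The paper lists Slc18a3 and Smarcc1 as changed in female VTA, where neither had an unadjusted p under 0.05 here, with log2 fold changes of 1.35 and 0.11. Slc18a3 had one with DESeq2 (1.35), 1 surrogate variable (1.46) and all 12 groups in one fit (1.36), and Smarcc1 with 1 surrogate variable (0.13); with the prep batch covariate the changes were 0.32 and 0.036. The paper counts LOC100910130 among X-linked genes, while its Tables S1 and S2, from which chromosomes were taken here, place it on chromosome 4. The paper links about 30% of the 100 top-ranking genes of male VTA to smoking GWAS phenotypes, with reference to Table S3. Of the 30 genes listed there for SST in VTA, 5 were among the 100 smallest p here. Among the 100 greatest fold changes with an unadjusted p under 0.05 there were 0. The paper describes fold changes in SST as below 2-fold, where 12.6% of the genes with an unadjusted p under 0.05 in male VTA exceeded it here, most of them with low counts.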

Other observations

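The tests of prep batch for pairs of lists and those of the striatal genes of single libraries were chosen only after the result was seen, and the striatal tests were revised after earlier versions had been seen, as was the limit for the splits between sexes and regions, restated for 40 splits.

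Splits of the rats into groups of the same sizes, the real one included, were counted where they gave a result as large. Of 100 splits, 23 gave as many genes in male VTA (median of the splits 528), 3 in male NAc core (583), 75 in male NAc shell (634), 8 in female VTA (647), 19 in female NAc core (693) and 11 in female NAc shell (603). Only the count of male NAc core was reached by fewer than 5 of 100 splits. The correlation of all genes between the sexes was as large in 69 splits for VTA (rho in 17), 56 for NAc core and 7 for NAc shell (rho in 21). For the genes shared by male and female VTA, 9 splits gave as many genes, 87 as large an r (5th to 95th percentile -0.757 to 0.878; rho as large in 11), 7 as high a share of opposite directions, or 16 when a share as far from 50% in either direction is counted, and 8 as many genes lower in males and higher in females. The correlation of male VTA with female NAc shell was as large in 73 splits, the count of genes with an interaction of sex and treatment in 6, and the correlations with the paper's SA values in 55 for NAc core and 60 for VTA (9 without Tmem72). For differences between sexes in VTA, NAc core and NAc shell and between VTA and NAc core, only the real split, 1 of 40 in each case, gave as many genes.

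Opposite directions were not particular to VTA. Over the 9 pairs of a male and a female list, the median share of shared genes with the same direction was 20%, where splits gave a median of 50% (5th to 95th percentile 30% to 68.2%) and 1 of the 100 splits, the real one, a share as low. The pair of male and female NAc core was an exception, with 50.7% of its 75 shared genes in the same direction. A drift along the order of the prep batches, present in both sexes, is not decided: changes per batch in one sex followed the NIC changes of the other with the sign of a drift in 4 of 6 cases, where 5 had been set as needed to count for it. The changes per batch of males and females had a rho with each other of -0.0261 in VTA, -0.117 in NAc core and -0.0952 in NAc shell. A drift shared by the sexes would give values above 0, but these have no spread to judge them by. The prep batches as such also stay open and cannot be told apart from treatment. The median share over the 9 pairs was 54.5% with the prep batch covariate and 28.1% with 1 surrogate variable. A difference between males and females in the response to NIC stays open as well.

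Marker lists hold only genes that the paper's tables of changed genes name, which limits what their tests can show. The tested genes also appear in the paper's SST tables, chosen on these samples, for 7 of 7 oligodendrocyte, 6 of 6 meningeal fibroblast, 6 of 6 striatal, 4 of 4 ependymal, 3 of 3 endothelial, 4 of 7 choroid plexus and 2 of 6 dopaminergic genes. Median log2 fold changes outside the VTA were 0.56 for meningeal fibroblast genes in male NAc core, -0.67 for choroid plexus and -0.71 for ependymal genes in male NAc shell, and 0.69 for ependymal, 0.30 for oligodendrocyte and -0.35 for striatal projection neuron genes in female NAc shell. The serotonergic list had 0 tested genes and the cortical list 1 (Nrgn), so neither was tested as a set, nor were the 2 tested Y-linked genes.

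The number of the 100 splits in which the median of a list was as large in size was, in male VTA, 16 for dopaminergic neuron, 10 for meningeal fibroblast and 6 for oligodendrocyte genes, in male NAc core 3 for meningeal fibroblast genes, and in male NAc shell 23 for choroid plexus and 20 for ependymal genes. In female VTA these were 25 for dopaminergic neuron, 7 for endothelial and 2 for meningeal fibroblast genes, and in female NAc shell 5 for ependymal, 17 for oligodendrocyte and 4 for striatal projection neuron genes. As the genes were chosen on the real groups, the counts under 5 do not exclude chance.

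Male saline 1 had few striatal transcripts in both its NAc libraries: Drd1 was at 9.28 CPM in NAc core and 5.09 in NAc shell, where the other libraries had at least 22.7 and 51.1. Nrgn, on the cortical projection neuron list but well expressed in every NAc library, was at 2919 in NAc shell (351 to 1949 in the others). In NAc core it was at 3214, inside the range of the others (1075 to 3344). Its striatal scores were -3.48 and -3.51, against at least -2.02 and -0.684 elsewhere. Over the genes higher in NAc core than in VTA, the NAc core library had a median log2 ratio to the others of -0.341 (the next lowest, -0.249) and the NAc shell library -0.0751, inside the range of the others, so that a mixture with other tissue is not decided. The other 6 NAc libraries of the same prep batch had a median score of -0.217 (-1.74 to 0.252), each inside the range of the other batches, which argues against prep batch as the cause. No biological explanation was tested.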
